# Grain amaranth genes coding for an RNA-binding and a small, unknown function protein, respectively, enhance thermotolerance when overexpressed in *Arabidopsis thaliana*

**DOI:** 10.1007/s12298-025-01696-x

**Published:** 2026-01-08

**Authors:** Gabriela Cabrales-Orona, Alejandra Reyes-Rosales, Norma A. Martínez-Gallardo, Lino Sánchez-Segura, José Luis Cabrera-Ponce, Octavio Martínez de la Vega, Paola A. Palmeros-Suárez, John Paul Délano-Frier

**Keywords:** Grain amaranth, Heat stress, Heat shock, Intrinsically disordered proteins, RNA-binding proteins, Thermotolerance, Unknown-function genes

## Abstract

Recent findings suggest that unknown function genes may contribute to grain amaranths’ capacity to thrive under stressful conditions. In the present study, the overexpression of two grain amaranth unknown function genes, i.e., *AhHAB4-PAI-1* and *Ah2880*, in *Arabidopsis thaliana* supported this premise by enhancing their thermotolerance. These genes were identified in stress-exposed *Amaranthus hypochondriacus* plants and were also induced by heat shock (HS) conditions. Accordingly, both transgenic *A. thaliana* lines recovered from HS exposure that was near-lethal to untransformed plants. Transcriptional and microscopic analyses indicated that enhanced HS tolerance in both transgenic plant lines occurred by yet to be defined mechanisms that followed strikingly different time-course activation patterns, as evinced by: (i) the accumulation of RNA florescence signals, hypothetically representative of stress granules, which reached their highest intensity in the midst of HS conditions, in *AhHAB4-PAI-1* OE plants, and at the initial recovery phase, in *Ah2880* OE plants, and (ii) the analysis of transcriptomic data, which revealed a clear difference in the nature, timing and abundance of differentially expressed genes (DEGs) recorded in both OE plants during the HS and recovery stages. Collectively, most DEGs were representative of known heat stress-related responses, predominantly DNA repair, alternative splicing, chromatin remodeling, protein stabilization/degradation/modification, autophagy, cell wall and membrane alterations, ribosomal and organellar responses, high molecular weight complex formation and activation of stress-associated transcription factors and phytohormone signaling. This study’s results highlight the potential use of unknown function genes for the generation of highly heat stress-resistant plants, which may occur through contrasting protective mechanisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12298-025-01696-x.

## Introduction

Plants are sessile organisms uncapable of escaping from the various and usually harmful stress conditions that they encounter during their life span in an increasingly warming world. Daily and seasonal temperature fluctuations having sufficient range, rate and duration to produce heat stress are among the most damaging conditions affecting plants (Liu et al. 2013; Nahar et al. 2022). A recent IPCC report (Hoegh-Guldberg et al. 2018) predicted that a significant increase in average global temperature will inevitably affect worldwide crop and ecosystem productivity (Dusenge et al. 2019; Li et al. 2019; Ortiz-Bobea et al. 2019) with estimated yield reductions in wheat, rice, maize and soybean ranging between 3.1 and 7.4% with every 1 °C increase in ambient temperature above 28 °C (Challinor et al. 2014; Zhao et al. 2017).

The plant’s response to heat stress is activated by largely unknown heat sensors that initiate a rapid and reversible accumulation of signaling-related factors such as Ca^2+^, H_2_O_2_, nitric oxide, phytohormones and various others. These further contribute to heat stress perception through the promoted function of heat shock factors (HSFs) and heat shock proteins (HSPs), MAPK and calcium-dependent kinases signaling cascades and additional regulatory processes that include microRNAs and small interfering RNAs (Hayes et al. 2021; Pagano et al. 2021; Zuo et al. 2021; Pokhrel and Meyers 2022). Further responses to heat stress involve an overall transcriptional and post-translational regulation associated with the rapid assembly of stress granules (SGs) and other cytosolic focal points. SGs are phase-separated, membrane-less, cytoplasmic ribonucleoprotein assemblies that are generated to promote cell survival. Their formation implicates the condensation of translationally static mRNAs, ribosomal complexes and several other components that depend on the presence of different RNA-binding proteins, in addition to intrinsically disordered proteins and related chaperones (Kosmacz et al. 2019; Campos-Melo et al. 2021; Maruri-López et al. 2021; Zhu et al. 2022). Heat stress also activates alternative RNA splicing (Rosenkranz et al. 2022), a widespread reorganization of the protein biogenesis, transport, modification and degradation network (Trösch et al. 2022), a remodeling of the cytosolic translation machinery (Beine-Golovchuk et al. 2018), cell-cycle arrest, modified photosynthetic performance, cell wall reorganization, cuticular wax synthesis and carbohydrate modifications (Xiang and Rathinasabapathi 2022).

The genus *Amaranthus* consists of *ca.* 70 annual herbaceous plants with C4 photosynthesis (Kadereit et al. 2003; Das 2016) that are mostly cultivated as vegetable and/or grain crops (Achigan-Dako et al. 2014; Joshi et al. 2018; Hoidal et al. 2019; Sarker and Oba 2019). Three grain amaranths species are known: *Amaranthus cruentus*, *A. hypochondriacus* and *A. caudatus*. They are greatly valued for their highly nutritional, protein-rich seeds that have added nutraceutical properties, while their leaves may be also used as a vitamin-rich vegetable source (Venskutonis and Kraujalis 2013; De Ron et al. 2017; Hoidal et al. 2019). Grain amaranths, which are native of the American continent (Kietlinski et al. 2014; Wu and Blair 2017; Stetter et al. 2020 and references therein), are considered to be climate-resilient plants due to their demonstrated tolerance to drought, salinity, above-average heat and ultraviolet irradiance. They can also recover rapidly from severe defoliation, insect and/or pathogen damage and thrive in poor soils and low-input agricultural systems. This property has been associated with various anatomical, physiological and biochemical adaptations (Brenner et al. 2000; Reyes-Rosales et al. 2023 and references therein).

Data from a large-scale transcriptomic analysis of *A. hypochondriacus* plant leaves disclosed that several orphan and/or unknown function genes changed their expression levels in response to diverse stress conditions (Délano-Frier et al. 2011). Subsequent over-expression of a number of these genes in *Arabidopsis thaliana* suggested their active participation in mechanisms linked to (a)biotic stress tolerance (Cabrales-Orona and Délano-Frier 2021; Cabrales-Orona et al. 2022). The present study further expands this information by describing the results derived from the characterization of two of these intriguing genes in *A. thaliana* plants. They code for an RGG motif-containing and hyaluronan/mRNA binding protein (i.e., AhHAB4-PAI-1) and a small unknown protein (i.e., Ah2880), respectively. Similar to other RNA binding proteins, RGG motif-containing proteins have been proposed to be involved in the regulation of mRNA stability and posttranscriptional regulation of gene expression, in addition to their possible association with SGs during the plant’s adaptation to osmotic or drought stress (Huang et al. 2000; Ambrosone et al. 2015; Marondedze 2020; Marondedze et al. 2020; Muleya and Marondedze 2020). Ah2880 is a small, 161 amino acid (aa), unknown function protein predicted to have an N-terminal 58 aa α-helix, followed by a disordered structure constituted mostly by a random coil interspaced with five short (4 aa) helixes. A previous report showed that *Ah2880* expression is developmentally regulated in leaves of *A. cruentus*, whereas it was found to respond in a species-specific manner to diverse (a)biotic stresses and exogenous phytohormone applications (Cabrales-Orona and Délano-Frier 2021). This information was expanded by the results of the present study, which revealed that a significantly higher rate of recovery from a heat-shock (HS) treatment was provided by the overexpression of the *AhHAB4-PAI-1* and *Ah2880* in transgenic *A. thaliana* plants. Additional transcriptomic data provided possible mechanisms associated with the HS tolerance observed and also supported the growing evidence linking unknown function proteins to the increased tolerance to high temperatures, severe water-deficit and excessive soil salt contents that characterizes grain amaranths. They also suggest that these climate resilient plants may be used as a model to generate heat-resistant crops able to readily adapt to the rapidly changing climatic conditions of the planet.

## Materials and methods

### Plant material

*Arabidopsis thaliana* plants, ecotype Columbia, used for the generation of transgenic plants, were germinated and grown following standard procedures, as previously described (Palmeros-Suárez et al. 2015). Briefly, seeds were surface sterilized, were washed thrice with sterile distilled and de-ionized (dd) water and submerged in water for 48 h at 4 °C. Germination of vernalized seeds was performed on 100 × 15 mm petri dishes containing 0.1 × Murashige and Skoog (MS) media (Murashige and Skoog 1962) and incubated in growth chambers operating under controlled conditions of fluorescent white light (PAR, 70 to 110 μmol m^−2^ s^−1^), photoperiod (16 h light/8 h dark) and temperature (22 ± 1 °C). Ten days after germination, plants were transferred to 125 mL plastic pots filled with 60 g of a soil mixture composed of three parts Sunshine Mix 618 3TM (Sun-Gro Horticulture, Bellevue, WA, USA), one part loam, two parts mulch, one part vermiculite (SunGro Hort) and one part perlite (Termolita S.A., Nuevo León, México) and fertilized with a 20:10:20 N: P: K, plus micronutrients, solution (Peters Professional; Scotts-Sierra Horticultural Products, Marysville, OH, USA). All subsequent plant manipulation prior to experimentation was performed in the growth chambers described above.

### Identification of the genes coding for a hyaluronan and mRNA binding protein (AhHAB4-PAI-1) and for a small unknown function protein (Ah2880) in *A. hypochondriacus*

The whole gene and mRNA sequences of the grain amaranth *AhHAB4-PAI-1* and *Ah2880* genes were retrieved from the *A. hypochondriacus* genome (Phytozome 13, v2.1, accession numbers AH018279 and AH015341, respectively). The intronic and exonic regions of both genes were determined directly via the Phytozome platform (Goodstein et al. 2012). A MatInspector Release professional 8.0.5 program (Genomatix), was used to detect regulatory elements in the *ca.* 1600 bp promoter region of both genes. The proteins encoded by the open reading frames (ORFs) of these genes cDNAs were deduced with the aid of ExpasyTranslate platform (https://web.expasy.org/translate/). The AhHAB4-PAI-1 and Ah2880 protein sequences were used to perform BLASTp searches against different plant genomes within the NCBI platform. Multiple alignment with amino acid sequences of related proteins in other plant species, based on the NCBI taxonomy, was used to construct the phylogenetic trees. These were generated with MEGA software (version 11.0) using the maximum like-hood method based on the JTT matrix-based model (Jones et al. 1992).

### Molecular modeling of the AhHAB4-PAI-1 and Ah2880 proteins

Modeling of both proteins was performed by entering the amino acid sequence, in FASTA format, into the Iterative Threading ASSEmbly Refinement or I-TASSER server platform. The link predicted the most viable 3D structures which were modeled and visualized using the PYMOL software (http://pymol.sourceforge.net) (Roy et al. 2010). All websites mentioned in Sections. “Identification of the genes coding for a hyaluronan and mRNA binding protein (AhHAB4-PAI-1) and for a small unknown function protein (Ah2880) in A. hypochondriacus” and “Molecular modeling of the AhHAB4-PAI-1 and Ah2880 proteins”, and others below, were constantly accessed in a period comprising the years 2019 to 2022.

### Generation of *AhHAB4-PAI-1* and *Ah2880 *overexpressing (OE) *Arabidopsis thaliana* transgenic plants

The isolation of the full-length cDNA and subsequent generation of the *AhHAB4-PAI-1* and *Ah2880* OE transgenic plants was performed as follows: Total RNA samples (1 μg) from leaves of *A. hypochondriacus* were reverse-transcribed to generate the first-strand cDNA as previously described (Palmeros-Suárez et al. 2015). Aliquots of these reactions (2 μL) were directly used as template in all subsequent PCR reactions in the presence of 100 pmol each of specific primers. The 1051 bp and 483 bp open reading frames of the *AhHAB4-PAI-1* and the *Ah2880* genes, respectively, were directly PCR amplified from *A. hypochondriacus* cDNA using specific primers (Table S1) and purified using a standardized procedure (*Protocol* kit; Qiagen, Germatown, MD, USA). After sequence confirmation, the full-length cDNAs of the *AhHAB4-PAI-1* and *Ah2880* genes were cloned in the pCR8/GW/TOPO TA vector (Invitrogen, Carlsbad, CA, USA). This was followed by the LR reaction, catalyzed by the Clonase Enzyme Mix (Invitrogen), required to transfer them into the pB7WG2D destination vector (Cambia, Canberra, Australia), under the control of 35S CaMV promoter, which was subsequently used to transform chemo-competent *Escherichia coli* TOP10 cells (Invitrogen). These, were selected on the basis of acquired spectinomycin resistance (at 50 µg/mL). The binary constructs were extracted and purified following the manufacturer’s instructions (Invitrogen). After confirmation of their correct orientation and size by sequencing (Instituto de Biotecnología de la UNAM, Cuernavaca, Morelos, México), the constructs were electroporated into *Agrobacterium tumefaciens* strain GV2260. After incubating for 48 h at 28 °C on LB media spiked with rifampicin (25 µg/mL) and spectinomycin (100 mg/L), they were used to transform *A. thaliana* plants by a modified floral dip method (Martinez-Trujillo et al. 2004).

Seeds of the transformed plants were germinated and grown to maturity under controlled growing conditions, as described above. One-week old T1 transgenic *A. thaliana* plants were selected by growth on MS medium containing N-acetyl-L-phosphinothricin (PPT) (20 μg/mL). T2 seeds were collected from individual transformants (T1) and plated again on the selection medium to determine PPT-resistant vs. PPT-sensitive plants segregation ratios. Homozygous T3 and T4 transgenic plants produced no PPT-sensitive seedlings from seeds of T2 plants. All further experimentation with the *AhHAB4-PAI-1* and *Ah2880* OE lines was performed using T4 plants homozygous for the transgenes. Three independent T_4_ homozygous transgenic lines of the *AhHAB4-PAI-1* (i.e., L1, L12 and L13; Fig. S1A) and *Ah2880* (i.e., L9, L12 and L13; Fig. S1B) OE plants were generated for subsequent experimentation. They had low, medium and high levels of the respective transgenes. These were calculated relative to trace background levels in untransformed wild-type (WT) plants using the 2^−ΔΔC^_T_ comparative cycle threshold method (Livak and Schmittgen 2001) as described previously (Palmeros-Suárez et al. 2015).

### Generation of *pAh2880::GUS A. thaliana* plants and histochemical β‑glucuronidase (GUS) staining assay

A 1596 bp DNA fragment covering the 5’flanking region of the *A. hypochondriacus Ah2880* gene was PCR-amplified from *A. hypochondriacus* genomic DNA. The pairs of primers used in the PCR reaction are listed in Table S1. The amplicon was double-strand sequenced to verify its authenticity, as above. Using the Gateway technology previously described, it was inserted first into the pCR8/GW/TOPO TA vector and then into the pFAST-G04 vector harboring the *E. coli uidA* β-glucuronidase (*GUS*) reporter gene. This vector was electroporated into *A. tumefaciens* GV2260 cells, which were selected by incubation for 48 h and 28 °C on LB media supplemented with rifampicin (50 mg/L) and spectinomycin (100 mg/L). Transformed agrobacteria were subsequently used for *A. thaliana* transformation as described before. Seeds of T4 homozygous *A. thaliana* transgenic plant lines harboring the p*Ah2880::GUS* construct were germinated and grown as described before.

GUS histochemical staining was performed in diverse organs of transgenic *A. thaliana* plants harboring the *pAh2880::GUS* fusion construct at different development stages (5 and 35 day-old plants). The protocol employed for the visualization of the blue-stained organ sections indicative of GUS activity in plants grown in optimal conditions or subjected to different HS exposure times (see below) has been described previously (Cabrales-Orona et al. 2022). The images of blue-colored plant organs and plants at different developmental stages/times of HS exposure were recorded using a ZEISS Stemi 2000-C stereo microscope (Carl Zeiss, Oberkochen, Germany). GUS-stained organs and plants shown in this study were obtained from representative experiments that were repeated twice with similar results.

### Generation of *GFP::Ah2880 *plants and subcellular localization of the Ah2880 protein in* A. thaliana*

Plasmids used to express the *Ah2880* coding sequence N-terminally fused to the green fluorescent protein (GFP) under the control of the CaMV 35S promoter were constructed using the Gateway Cloning technology (Invitrogen), as described above. Coding sequences were amplified as PCR products via nested PCR with the same primers used for the generation of the OE plants (Table S1). After validation by sequencing, the entry clone was inserted into the pK7WGF2 destination vector in order to fuse the *Ah2880* sequence N-terminally to GFP (Karimi et al. 2002). These vectors were electroporated into *A. tumefaciens* GV2260 cells, which were selected and subsequently used for *A. thaliana* transformation as described above. Transformed plants were grown to maturity under controlled ambient conditions, as mentioned, and the seeds were harvested at maturity. One-week old T1 transgenic *A. thaliana* plants were selected by growth in MS medium containing PPT (20 μg/mL) in addition to the emission of GFP-related fluorescence, corroborated under a Zeiss Primo Star fluorescence microscope (Carl-Zeiss GmbH, Oberkochen, Germany) and the PCR amplification of the GFP marker gene using specific primers (Table S1). Seeds of T4 homozygous *A. thaliana* transgenic plant lines differing in *GFP*::*Ah2880* transgene dosage (i.e., L1, L8, and L44; Fig. S1C) were germinated and grown as described above.

Fluorescent images of roots and leaves were obtained from transgenic plants corresponding to lines 8 and 44 (Fig. S1C). They were recorded from roots and leaves of 3- and/or 35-day old plants maintained under optimal conditions, and from leaves of plants subjected to a HS treatment at 45 °C for 11 h and after A 1-day recovery period (see below). Root images were obtained using a confocal laser scanning microscope LSM 800 (Carl Zeiss). Propidium iodide (PI) at 0.01 mg/mL was used as a counterstain to highlight root cell morphology. GFP and PI were excited using the 488 nm and 514 nm laser lines, respectively, of an Argon laser. GFP emission was filtered with a 500–550-nm band pass (BP) filter and PI emission was filtered with a 575-nm long pass (LP) filter. *A. thaliana* leaves were dissected from the petiole and were fixed with 4% paraformaldehyde (Sigma-Aldrich, St. Louis MO, USA) dissolved in a 0.1 M phosphate buffer (PB), pH 7.2 for 24 h. The samples were washed three times with PB for 20 min and covered with Clear-Mount PIPES buffer (Electron Microscopy Science, Hatfield, PA, USA). The leaves were mounted on glass slides and covered with high-performance Gold Seal cover glasses (Thermo Scientific, Portsmouth, NH, USA) and observed in a multiphoton microscope (LSM 880–NLO, Carl Zeiss) equipped with a Ti:Sapphire laser (Chameleon Vision II, COHERENT, Santa Clara, CA, USA; tuning range: 690–1060 nm). The samples were observed and analysed with an immersion objective 60 × /1.4 Oil DIC, NA ∞/0.17, Zeiss Plan NEOFLUAR. The GFP was excited at 488 nm with 2.4% of laser power and emission was recorded at 492–535 nm. The chlorophyll was excited at 633 nm with 2.47% of laser power and the emission, from 660 to 711 nm, was recorded. All micrographs were captured in CZI format at 1024 × 1024 pixels and RGB color.

### HS assays in transgenic *A. thaliana* plants

The three transgenic plant lines for each transgene mentioned above were used to perform HS stress experiments, as defined by Geange et al. (2021). These were done using sets of 20 three-weeks old plants of WT plants and three lines each of the transgenic *AhHAB4-PAI-1* or *Ah2880* OE plants. HS experiments were also performed with transgenic *A. thaliana* plants overexpressing the N-terminal *GFP::Ah2880* construct (lines 8 and 44; Fig. S1C), together with their respective WT controls. For the HS experiments, the plants were placed for 22 h in a growth chamber set at 45 °C and under constant illumination. They were subsequently allowed to recover in a growth room kept under optimal conditions (see above) for seven days, time after the survival rate of the treated plants was registered. Additional HS treatments were performed in order to collect samples for subsequent reporter gene, microscopic and transcriptomic analysis (see below). The GUS reporter gene analysis was performed using plants subjected to HS for 1, 3, 5.5, 9 and 11 h (represented as HS-1 to HS-11). The microscopic analysis was performed using leaves from plants subjected to HS-11 and allowed to recover for 1 day, or R-1, under optimal growth conditions. The transcriptomic data was generated from RNA extracted form leaves of plants at HS-1, HS-5 and HS-11 and at R-1 and R-3. Sets of 20 experimental plants were used for each sampling point.

### Multiphoton microscopy to determine cell membrane integrity and RNA/DNA localization

*A. thalian*a leaves were dissected from the petiole and fixed with a 4% formaldehyde (Sigma-Aldrich) dissolved in phosphate buffer (PB) at 0.1 M, pH 7.2 for 24 h. The samples were cleared with ethanol/PB solution at 90% (*v*/*v*) and incubated for 24 h. Subsequently, the samples were washed thrice, for 30 min, with PB. To stain the cellular membranes, the samples were treated with a Synaptored C2 (Sigma-Aldrich,) solution (1 µL from a Synaptored C2 stock solution in 100 µL of PB) for 1.5 h at 4 °C in the dark, and subsequently rinsed thrice with PB. Subsequent RNA staining in the samples was performed by incubating in an orange acridine (OA; Sigma-Aldrich) solution (2 µL from an OA stock solution in 400 µL of PB), for 30 min at 4 °C in the dark. The samples were washed with PB for 20 min, and were then contra-stained to visualize DNA by incubating with a 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI; Sigma-Aldrich) solution, prepared by mixing 5 µL of a DAPI stock solution in 400 µL of PB, for 40 min at 4 °C in the dark. Finally, the samples were washed thrice with PB for 20 min and covered with mounting medium prepared with PIPES buffer (Electron Microscopy Science, Hatfield, PA, USA).

The stained leaves were mounted on glass slides and covered with high-performance Gold Seal cover glasses (Thermo Scientific) and observed in a multiphoton microscope (LSM 880–NLO, Zeiss, Oberkochen, Germany) equipped with a Ti: Sapphire laser (Chameleon Vision II, COHERENT, Santa Clara, CA, USA; tuning range: 690–1,060 nm). The samples were observed and analysed with an immersion objective 60 × /1.4 Oil DIC, NA ∞/0.17, Zeiss Plan NEOFLUAR. The Synaptored C2 was excited with HeNe laser at 543 nm with 3.0% of power and the emission from 641–732 nm was recorded. OA was excited with an argon laser at 488 nm with 0.12% power, and the emission from 553 to 638 nm was recorded. DAPI was excited with the chameleon laser tuned at 710 nm with 3.0% of power and detected at 403–465 nm. All micrographs were captured in CZI format at 1024 × 1024 pixels and RGB colour.

### RNA-seq library construction and analysis

RNA extraction was performed as described previously (Palmeros-Suárez et al. 2015). Total RNA was extracted from leaves of *A. thaliana* of the two OE plant lines subjected to the different HS or R treatments, as described above. The leaves of 10 plants per treatment were used for each of the two biological replicates of the HS+R experiments performed. RNA purity and concentration were determined using a NanoDrop 2000 apparatus as instructed (ThermoFisher Scientific; Waltham, MA, USA). The integrity of the purified RNA was assessed through RNA integrity numbers (RIN) for each sample using the Bioanalyzer RNA 6000 Nano assay (Agilent; Santa Clara, CA, USA) provided by LabSerGen (Laboratorio Nacional de Genómica, Irapuato, Gto.; México). Pure and integral samples of total RNA were shipped to Novogene (https://en.novogene.com/ accessed on: 07 August 2022) for library construction, sequencing, and mapping to the *A. thaliana* reference genome, as described below.

Quantified libraries were pooled and sequenced on Illumina platforms, according to effective library concentration and data amount. The procedures performed by Novogene Co., Ltd, as well as a full report for each library were obtained. All clean reads from the 30 libraries were individually mapped to the TAIR10 release of the *A. thaliana* genome. Briefly, Bowtie2 (version 2.2.5) was employed to map the reads to the genome. Samtools (version 1.6) allowed the conversion of the sam to the bam format and the ordering for position to the reference genome. Picard (version 2.0.1) tools were employed to eliminate duplicate reads. Finally, the Subread (version 2.0.0) package was used to obtain the counts per gene for each one of the 30 libraries sequenced. The number of clean reads that mapped to the genome in the 30 libraries had a mean of 2,657,050. All statistical analyses were performed in R (R Core Team, 2013) (version 4.2.2) running under macOS Monterey 12.5.1. For Differential Gene Expression (DGE) analyses, the “edgeR” package (version 3.40.0) was employed. The subsequent strategy employed to analyze the large number of significant results in several different contrasts, and to reduce the complexity of the interpretation is described in detail in the Supplemental Experimental Procedures contained in the Supplemental Information file.

#### Statistical analysis

All the experiments were performed using a completely randomized design with at least 10 plants per genotype. Data generated were analyzed using a one-way analysis of variance (ANOVA) to examine the effect that the overexpression of these genes had on the survival of transgenic *A. thaliana* plants subjected to HS conditions. The means were compared using the Tukey–Kramer test to identify statistically significant differences between them. The statistical analysis was performed with the aid of R (http://r-project.org/) Rstudio (https://www.rstudio.com) and JMT Pro13 (jmp.com) statistical software.

## Results

### Sequence and domain architecture of the *AhHAB4-PAI-1* and *Ah2880* genes

Genes coding for an uncharacterized *A. hypochondriacus* hyaluronan and mRNA binding protein (AhHAB4-PAI-1) and an unknown function protein (Ah2880) were identified and characterized. Sequence alignment of the mRNA and the genomic contig sequences revealed that the *AhHAB4-PAI-1* gene is constituted by 4152 bp in which six embedded exons of 175, 307, 133, 159, 57 and 177 bp, respectively, combine to generate an ORF of 1,900 bp coding for a 356 aa protein with distinct ARN-binding and nuclear localization domains (Fig. S2). Likewise, the 1160 bp *Ah2880* gene contains four exons of 93, 71, 187 and 135 bp, respectively, that combine into a 486 bp ORF coding for a 161 aa protein. The 5’UTR and 3’UTR regions of both genes are also included (Fig. S3).

The AhHAB4-PAI-1 protein contains an N-terminal region also found in Stm1, a G4 quadraplex and purine motif triplex nucleic acid-binding protein. It also harbors an HAB4-PAI-1 hyaluronan-binding domain that can recognize the type 1 plasminogen activating inhibitor (PAI) binding domain that regulates mRNA stability (Huang et al. 2000; Heaton et al. 2001). The Stm1 and HAB4-PAI-1 domains are localized at positions 1–72 and 148–254, respectively (Figs. 1A and C). In addition, this protein has three characteristic arginine-glycine-glycine (RGG) boxes, clustered together into RGG/RG motifs and C-terminal KR patches (Fig. S2C), which are predicted to facilitate protein-nucleic acids interactions (Thandapani et al. 2013; Ostendorp et al. 2022). Further bioinformatic analyses (https://zhanglab.ccmb.med.umich.edu/I-TASSER/output/S553256/) predicted a highly ordered 3D structure in which α-helices are predominant (Fig. 1B).

**Fig. 1:**
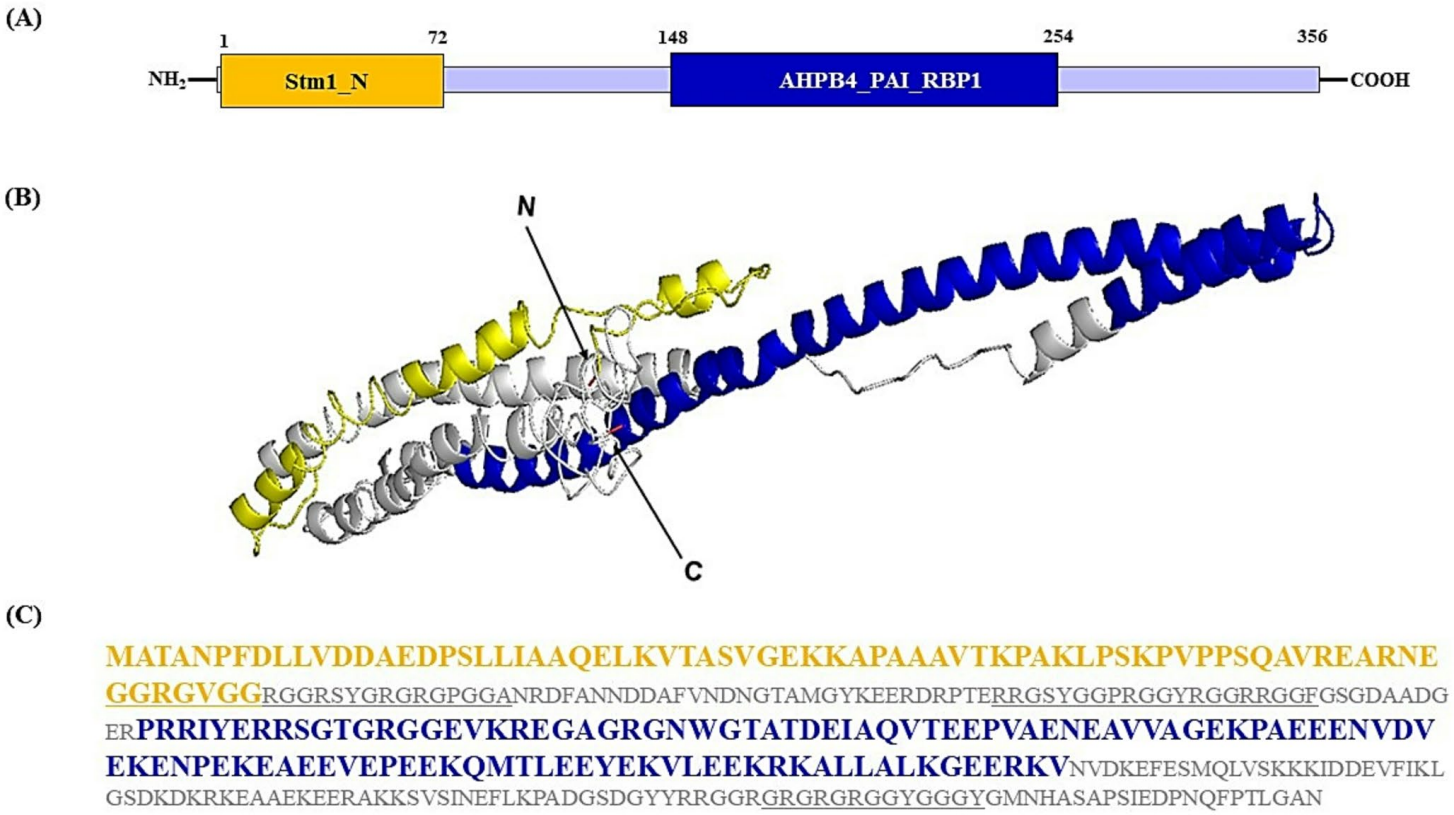
Structural characterization of the AhHAB4-PAI-1 protein. **A** Diagram showing the length of the AhHAB4-PAI-1 protein and the localization of the Stm1 and CDC13 nucleic acid-binding and hyaluronan binding motifs, respectively. **B** The molecular modeling of shows the Stm1 at the N-terminal end of the protein, colored yellow, followed by the CDC13 domain, colored blue. The model was generated using the tools described in https://zhanglab.ccmb.med.umich.edu/I-TASSER. **C** The 356-long amino acid sequence of the AhHAB4-PAI-1 protein. The segments corresponding to the Stm1 and CDC13 domains are colored in yellow and blue, respectively. The RGG/RG nucleic acid binding domains are underlined

Ah2880 is a small, unknown function protein whose predicted secondary structure includes a predominant 58 aa α-helix, localized practically at the start of the N-terminal end. The rest of the protein is assembled as a disordered random coil (Cabrales-Orona and Délano-Frier 2021). Interestingly, a glutamine-rich segment within the central part of the Ah2880 protein resembles polyQ regions found in proteins having biologically-relevant prion-like domains (PrLDs, Fig. S3C; Jung et al. 2020).

### Phylogeny of the AhHAB4-PAI-1 and Ah2880 proteins

A phylogenetic tree (Fig. S4A and S4B) showed that the AhHAB4-PAI-1 and Ah2880 proteins from *A. hypochondriacus* are grouped together with other uncharacterized proteins present in related *Beta vulgaris*, *Spinacea oleracea* and *Chenopodium quinoa.* No sequences homologous to Ah2880 were detected in *A. thaliana,* whereas AhHAB4-PAI-1 shared a low degree of identity (maximum 50.8%) with hyaluronan/ mRNA-binding domain proteins and other RNA-binding proteins in *A. thaliana* (not shown). The trees also indicated that these proteins shared a low degree of homology with proteins present in other dicot plants species.

### In silico analysis of the promoter regions of the *AhHAB4-PAI-1 *and *Ah2880* genes

The results of an in silico analysis of the promoter regions of these two genes are shown in Table S2. Interestingly, several of the most prominent elements found in them, e.g., DNA-binding One Zinc Finger, or DOF, have been reported in genes associated with diverse heat stress responses in various plant models. Also, the abundance of some other motifs in the promoter region of the *AhHAB4-PAI-1* gene, e.g., the GT-1 motif and Sequences Over-Represented in Light-Induced was relevant considering that they are also found in the promoters of genes closely related to heat stress and high light responses in plants.

### GUS and GFP reporter-aided localization of *Ah2880* gene expression during development and in response to HS in transgenic *A. thaliana* plants

The prevalence of certain elements in the promoter region of the *Ah2880* gene (Table S2) was in agreement with the widespread tissue and organ expression pattern observed in transgenic plant lines harboring the GUS marker gene (Fig. 2). Thus, elements able to recognize homeobox proteins, similar to those present in L1 proteins and DOF TFs known to participate in the regulation of several vegetative and reproductive development processes, were prominent. Moreover, the extended expression pattern of the *GUS* marker gene, although less intense than the basal *GUS* response observed in leaves of untreated marker plants, was maintained during the first half of the HS treatment, consistent with the presence of motifs associated with thermotolerance genes (Table S2; Fig. 3). The sub-cellular localization of the GFP-Ah2880 marker in roots was predominantly observed in the nuclei of cortical cells and in the vascular cylinder (Fig. 4B and C). In contrast to the extended activation of the *Ah2880* promoter observed in untreated *A. thaliana* leaves, the signal of the Ah2880-GFP marker proteins was restricted to the nuclei and nucleolus of relatively few epidermal and stomatal guard cells (Fig. 4D and E). However, greatly increased GFP fluorescence was detected at HS-11, mostly in the nuclei, nucleolus and cell membranes (Fig. 4F). At R-1, the GFP signal became more compartmentalized and was localized mainly in the membranes and young guard cells, probably reflecting the differentiation of new stomatal structures in plants recovering from HS. A more pronounced localization in the cell membrane was also observed (Fig. 4G).

**Fig. 2:**
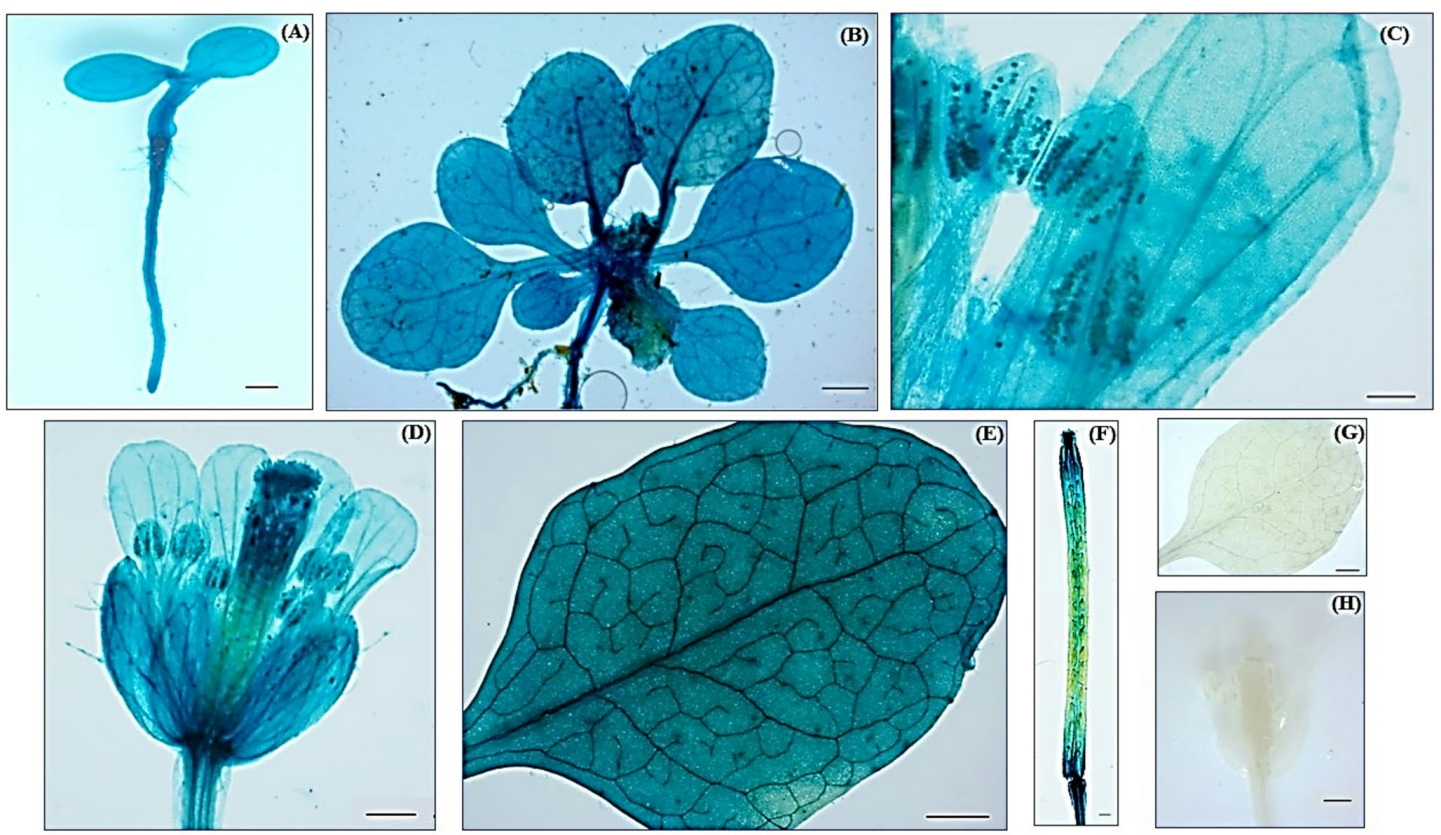
Histochemical assay of β-glucuronidase (GUS) activity in transgenic *Arabidopsis thaliana* plants expressing the *Ah2880* promoter-GUS fusion gene. The images show the detection of activated *GUS* reporter gene activation in **A** germinated seedlings, **B** adult plants, **C**, **D**, and **F** stamens, pistil and siliques of flowering plants, respectively, and **E** leaf vasculature. Images of leaves (**G**) and flowers (**H**) of untransformed WT controls are shown. Scale bars = 100 µM in A, E and F and 50 µm in B, C, D, F, G and H

**Fig. 3:**
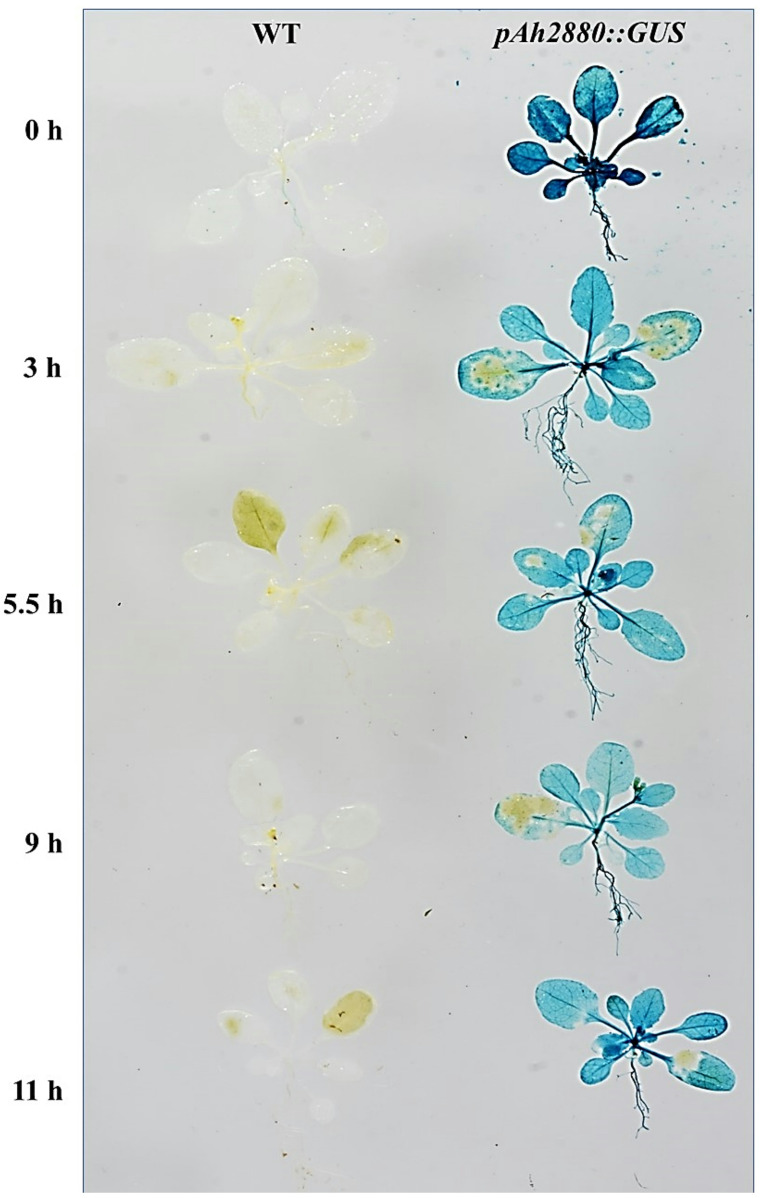
Histochemical assay of β-glucuronidase (GUS) activity in transgenic *Arabidopsis thaliana* plants expressing the *Ah2880* promoter-GUS fusion gene in response to heat shock. Broad GUS activity was detected in **A** transgenic, *pAh2880-GUS* plants maintained in optimal growing conditions. The GUS signal remained extensively expressed, but with a reduced intensity, in *pAh2880-GUS* plants exposed to HS, at 45 °C, for **B** 3 h, **C** 5.5 h, **D** 9 h and **E** 11 h. Scale bars = 50 µM in all images

**Fig. 4:**
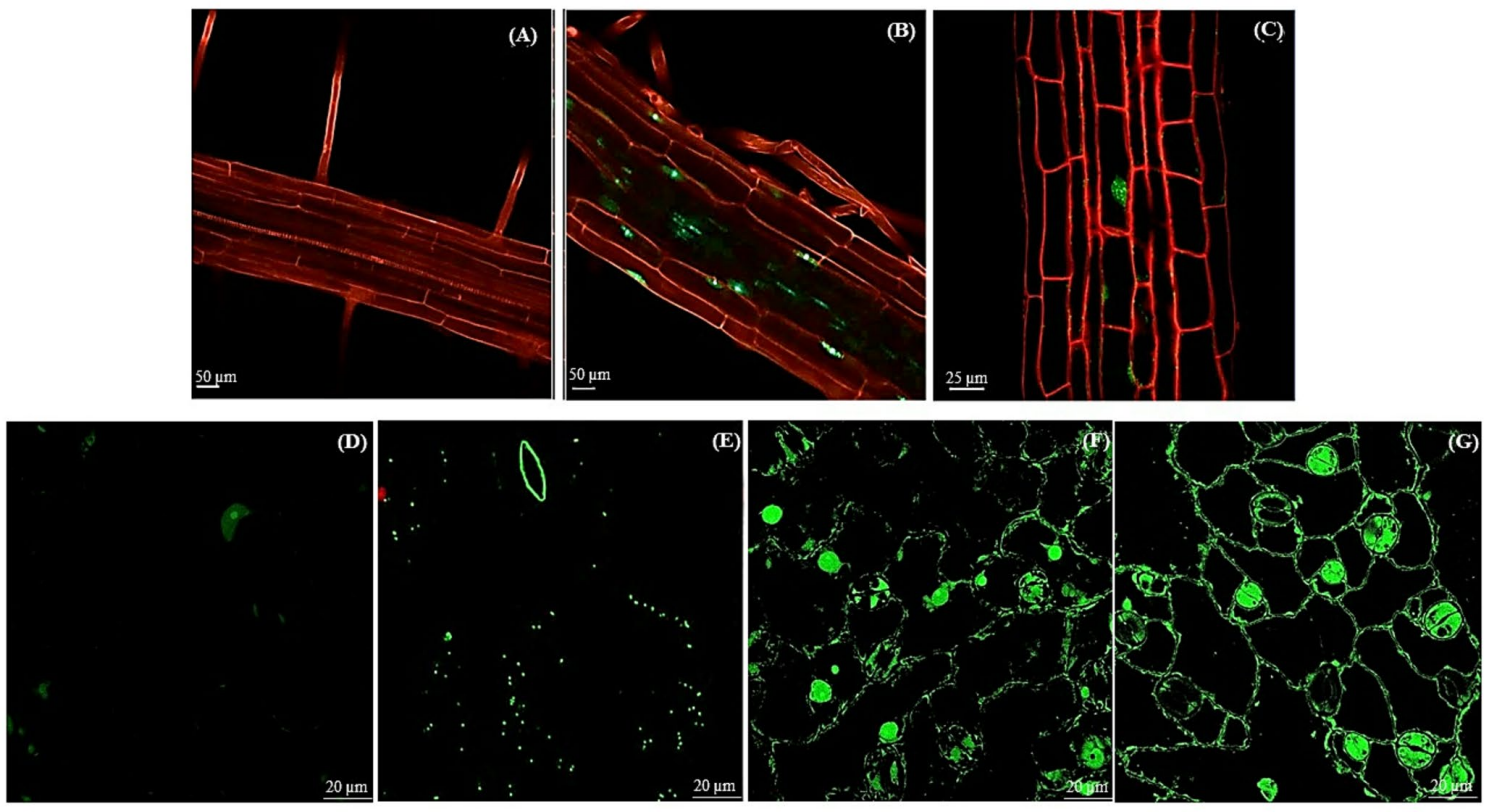
GFP fluorescence emission in roots and leaves of transgenic *Arabidopsis thaliana* plants expressing the N-terminal *eGFP*::*Ah2880* fusion gene. GFP emission against a background of propidium iodide-stained tissues in cells of the main root (**B** and **C**). Image of a propidium iodide-stained main root of an untransformed WT control plant is shown in (**A**). The GFP signal was sparsely distributed in the nuclei of a few mesophyll (**D**), and epidermal and stomatal guard cells (**E**) of leaves of untreated marker plants. An increase of GFP-Ah2880 signals was greatly increased in (**F**) plants exposed to heat shock (HS), at 45 °C, for 11 h, where the GFP fluorescence was mainly detected in nuclei and membranes and in (**G**) plants sampled 1 day after recovery from HS, where the GFP signal was detected in membranes and chloroplasts. Scale bars = 50 µm in (**A**) and (**B**); 25 µm in (**C**) and 20 µm in (D), (E), (F), and (G)

### Determination of HS tolerance in *AhHAB4-PAI-1* and *Ah2880* OE *A. thaliana* plants

Transgenic plants overexpressing either the *AhHAB4-PAI-1* or *Ah2880* genes (Fig. S1A and B) showed a significantly higher capacity to recover from HS than WT plants (Fig. 5). The survival percentage to HS was significantly higher in most transgenic lines tested. Recovery was transgene dose-dependent in *AhHAB4-PAI-1* OE plants, whereas the HS recovery rates detected in the *Ah2880* OE plants were largely transgene dosage-independent (Fig. 5C and D).

**Fig. 5:**
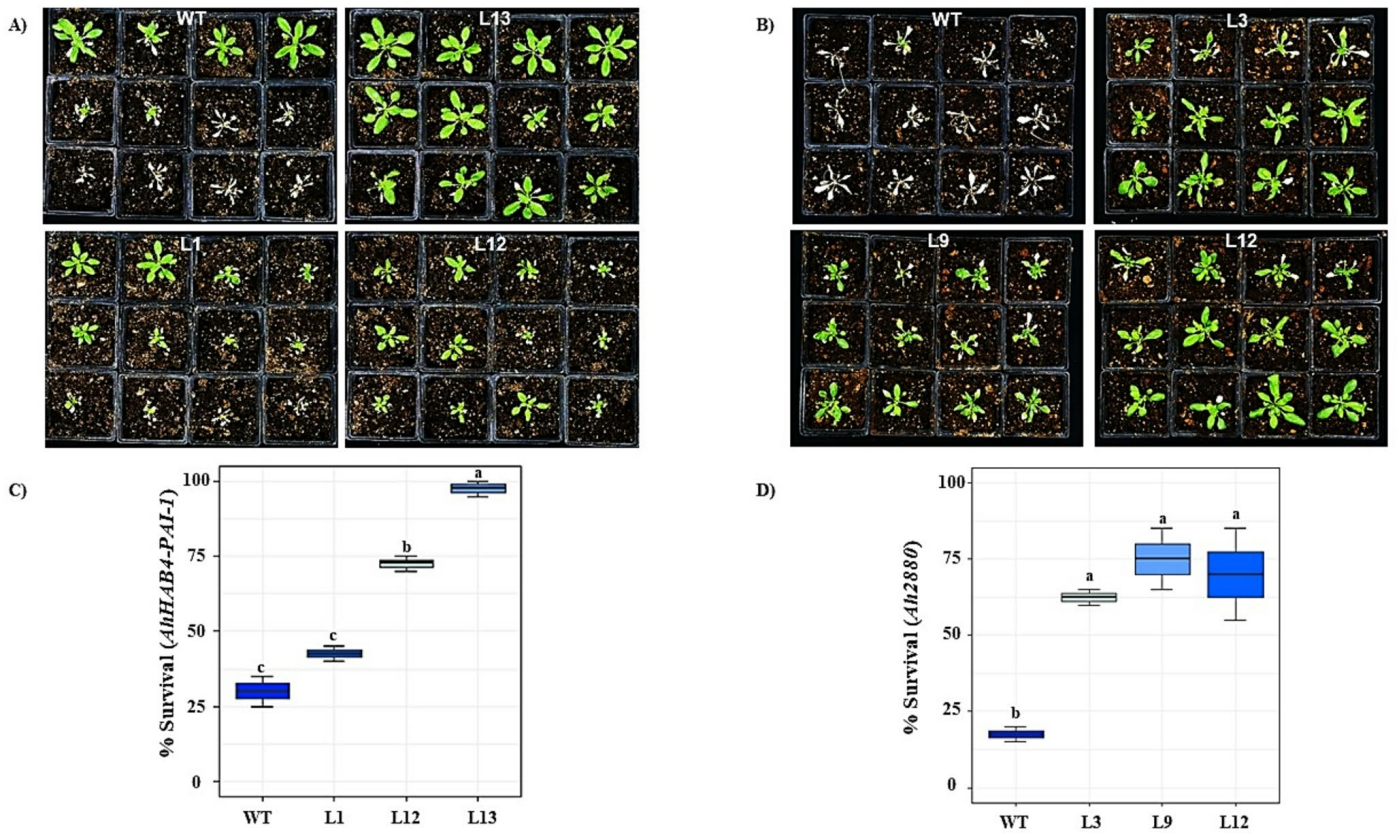
The overexpression of *AhHAB4-PAI-1* or *Ah2880* in *Arabidopsis thaliana* plants increases their capacity to recover from heat shock conditions recreated inside a growth chamber. Images of untransformed (WT) and 3 independent lines of transgenic plants overexpressing (OE) the (**A**) *AhHAB4-PAI-1* (lines 1, 12 and 13) and the (**B**) *Ah2880* (lines 3, 9 and 12) grain amaranth genes, respectively, as recorded after a 7-day recovery period in optimal growing conditions (22 °C; 16 h/ 8 h light: dark photoperiod) following a 22 h heat-shock treatment at 45 °C under constant illumination. The percent of WT and transgenic plants that fully recovered from the heat shock applied is shown for the (**C**) *AhHAB4-PAI-1* and (**D**) *Ah2880* OE lines. Different letters over the box-and-whisker plots represent statistically significant differences at *P* ≤ 0.05 (One-way ANOVA, Tukey Kramer test; *n* = 20). The results shown are those obtained from a representative experiment that was repeated thrice, with similar results

### DNA-RNA abundance and localization patterns in leaves of transgenic *A. thaliana* plants overexpressing the *AhHAB4-PAI-1* or *Ah2880* genes during HS and subsequent recovery

Membrane integrity in leaf cells was evident in untreated WT plants (Fig. 6A, red fluorescence). In some stomatal cells an RNA/DNA fluorescence overlap was observed (Fig. 6A, yellow arrow). At HS-11, the cell membrane structure was disrupted and the nucleus decreased in size, where it was possible to appreciate fluorescence emitted by small RNA bodies (Fig. 6B, yellow arrow). At R-1, the presence of RNA was concentrated in the nuclei of stomatal cells, forming green spherical structures that were dissociated from DNA (Fig. 6C, dotted circles). Here, discontinuous membrane integrity was indicative of prominent cell membrane damage (Fig. 6C, yellow arrows). Sinuous cell membranes in *Ah2880* OE controls appeared unaltered. However, contrary to WT, nucleic-acid related fluorescent signals were practically absent (Fig. 6D). At HS-11, a slight increase in RNA fluorescence was detected, mostly in co-localization with DNA in the nuclei of dispersed cells (Fig. 6E, dotted circles). Cell membrane structure was also affected, as shown by the appearance of numerous interstitial spaces between cells, probably resulting from acute dehydration. After R-1, the size of the nuclei increased, concomitant with stronger RNA/DNA fluorescence signals. Some nuclei appeared to be saturated with RNA (Fig. 6F, yellow dotted circles), while the cell membranes were thicker and fused to endomembrane organelles (Fig. 6F, white arrow). The cytoplasm was thoroughly occupied by minute green dots that were representative of granular RNA accumulation (Fig. 6F, section enclosed within brackets). Nucleic acid-related fluorescent signals were conspicuously absent in *AhHAB4-PAI-1* OE untreated controls, and no membrane damage was observed (Fig. 6G). At HS-11, RNA-related fluorescent punctual signals, similar to those observed in *Ah2880* OE at R-1 were greatly abundant in practically all cellular compartments (Fig. 6H, section enclosed within brackets). At R-1, these signals were localized in nuclei, other organelles and in the vicinity of the membranes (Fig. 6I, yellow arrows).

**Fig. 6:**
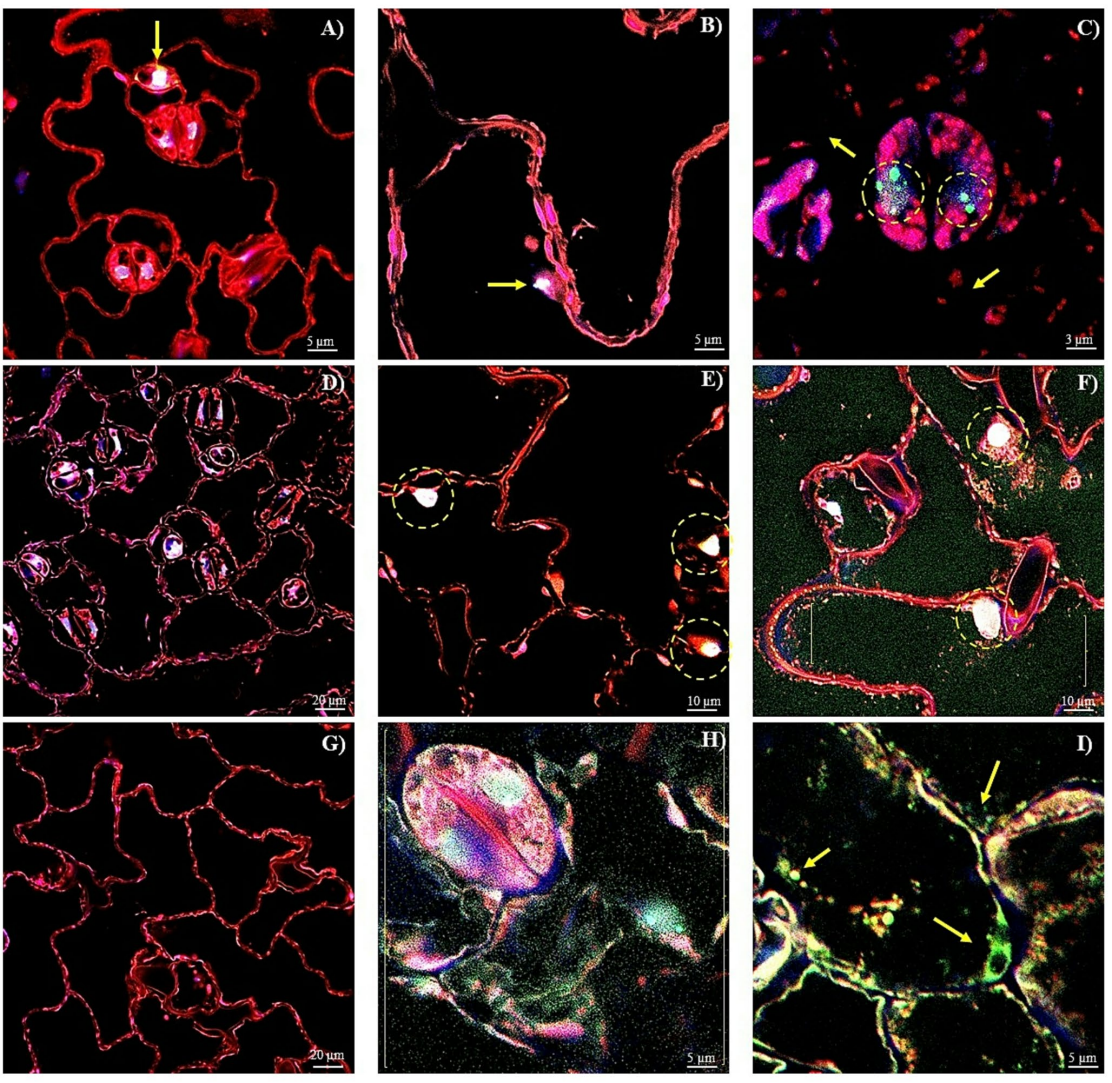
RNA accumulation and GFP localization patterns in leaf cells of *AhHAB4-PAI-1 and Ah2880* overexpressing (OE) *Arabidopsis thaliana* plants, respectively, during heat shock stress and subsequent recovery. Acridine orange and DAPI staining was used to detect the accumulation of RNA/DNA molecules in different compartments in cells of leaves sampled from **A** untransformed WT plants or from of **D** *Ah2880* (line 12) or **G** *AhHAB4-PAI-1* (line 13) OE plants sampled in optimal conditions. Leaves of identical plant groups, i.e., **B** WT; **E** *Ah2880* OE and **H** *AhHAB4-PAI-1* OE, were also analyzed after an 11 h heat-shock treatment at 45 °C under constant illumination and after 1 day recovery under optimal conditions, i.e., **C** WT; **F** *Ah2880* OE and **I** *AhHAB4-PAI-1* OE. The use of arrows, dotted circles and brackets was intended to highlight important aspects of the respective images. Scale bars = 20 µm in (**D**) and (**G**); 10 µm in (**E**) and (**F**); 5 µm in (**A**), (**B**), (**H**) and (**I**) and 5 µm in (**C**)

### *A. thaliana* plants overexpressing the *AhHAB4-PAI-1* or *Ah2880* genes yield highly contrasting transcriptomic responses during HS and subsequent recovery

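RNA from leaves of WT, Ah2880 OE (line L12) and AhHAB4-PAI-1 OE (line L13) A. thaliana plants was sequenced in 15 treatments, which combined these 3 lines with 5 stages. The HS stages were sampled after 1 h (HS-1), 5 h in the main text or 5.5 h in the sample labels (HS-5) and 11 h (HS-11) at 45 °C. The recovery stages were sampled 1 day (R-1) and 3 days (R-3) after plants had been moved to 22 °C from 22 h of HS. Plant age is given as 3 weeks in the main text and as 4 weeks in the sample labels. Each treatment had 2 biological replicates of 10 plants, so that 30 libraries were analyzed. None of these libraries came from plants without HS, so the values compare lines and stages and not HS with optimal conditions. The authors aligned the reads to TAIR10 with Bowtie2, removed duplicate reads with Picard and counted the reads per gene with Subread, and the deposited values were these counts without normalization.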

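Between 46825 and 5739590 counts per library were assigned to genes, with a median of 2565864. Both WT libraries of R-3, with 46825 and 50677 counts, lay far below the other libraries, which had from 686550 to 5739590 counts. The paper ascribes the low number of reads in WT at R-3 to plants that were close to death. A count of 3 was taken as the floor under which a gene was not measured, and folds against a group whose libraries were all at or under it are given as lower bounds that cover counting error only. At R-3, 3 counts in a WT library correspond to a higher CPM than in any other treatment, so that many genes could not be told from absence there.

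**Figure D1:**
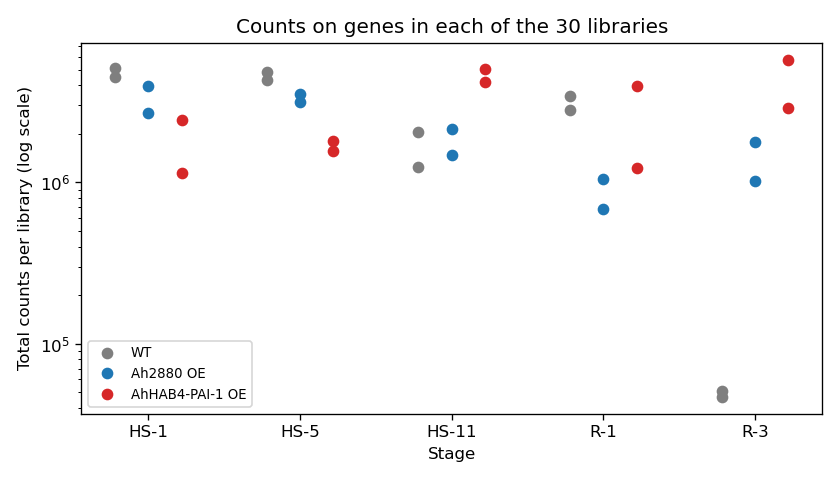
Total counts per library (vertical axis, log scale) for each treatment (horizontal axis), with 1 point per replicate. The WT libraries of R-3 hold 46825 and 50677 counts, and the other libraries hold from 686550 to 5739590.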

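Differences between treatments were computed from the counts with edgeR’s quasi-likelihood test after TMM normalization, with 1 mean per treatment fitted to the 30 libraries. The test covered the 19761 genes kept by edgeR’s filter on low counts, and p-values were adjusted over these genes by the Benjamini-Hochberg method. Genes were called higher or lower at an adjusted p under 0.01, the false discovery rate used in the paper. CPM of single genes are counts scaled to a common library total after adjustment of that total by the TMM factor, given as the mean ± SD of the 2 libraries of a treatment. Replicates were more alike than treatments, with a mean Pearson’s r across genes of 0.989 in the 15 replicate pairs and of 0.698 in the 420 other pairs of libraries, and genes are not independent replicates. The mean r between treatments rose to 0.890 on log2(CPM + 1) values. The mean CPM of each TF without TMM scaling was standardized over the 15 treatments, and the treatment with the largest value was taken as the paper does for its 61 TFs. In 61 of the 61 TFs this treatment was the one that defines the TF group in the Supplemental Experimental Procedures. The number fell to 40 with TMM-scaled CPM, to 51 without replicate 2 and to 45 without replicate 1. In the 14 treatments without WT R-3, the 14 TFs of the group defined by WT R-3 cannot keep their treatment, and the other 47 TFs kept theirs.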

The strategy employed to analyze the transcriptomic data derived from the two transgenic *A. thaliana* plants was based on the identification of 13 water stress-associated TF groups (refer to Supplemental Experimental Procedures contained in the Supplemental Information file). This strategy was successful since it revealed patent differences in the type and temporality of the genes expressed during the HS and recovery phases in the *AhHAB4-PAI-1* and *Ah2880* OE plants. 

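AhHAB4-PAI-1 OE plants differed from WT in 2670 genes at HS-1 (1338 higher and 1332 lower), in 3416 at HS-5 (1701 and 1715), in 10490 at HS-11 (5836 and 4654), in 1409 at R-1 (930 and 479) and in 3199 at R-3 (2309 and 890). Ah2880 OE plants differed from WT in 887 genes at HS-1 (588 higher and 299 lower), in 4359 at HS-5 (2387 and 1972), in 1752 at HS-11 (768 and 984), in 5761 at R-1 (2196 and 3565) and in 1031 at R-3 (811 and 220). A direct test between the transgenic lines gave 3371 genes at HS-1, 5242 at HS-5, 9398 at HS-11, 6437 at R-1 and 8589 at R-3. Across the alternatives, the largest change in proportion among these counts was from 887 to 137 genes in Ah2880 OE plants at HS-1 after thinning of the libraries to one depth, while a fit of only the 4 libraries compared gave 2047 genes there. At R-3, fits of only the 4 libraries compared gave 228 genes for Ah2880 OE and 1711 for AhHAB4-PAI-1 OE plants against WT. Whether more genes were higher or lower changed under at least 1 alternative in 13 of the 15 comparisons of lines at a stage. DESeq2’s Wald test gave 777 higher and 1293 lower genes for AhHAB4-PAI-1 OE and 257 higher and 416 lower genes for Ah2880 OE plants against WT at R-3, and without the WT R-3 libraries in the fit Ah2880 OE plants had 2918 higher and 2614 lower genes at R-1. Between R-1 and R-3, 2344 genes differed in WT, 3473 in AhHAB4-PAI-1 OE plants and 0 in Ah2880 OE plants, where 1073 genes had an unadjusted p under 0.05. With no filter on low counts, 8 genes differed between R-1 and R-3 in Ah2880 OE plants, and 7 in a fit of only the 4 libraries compared.

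**Figure D2:**
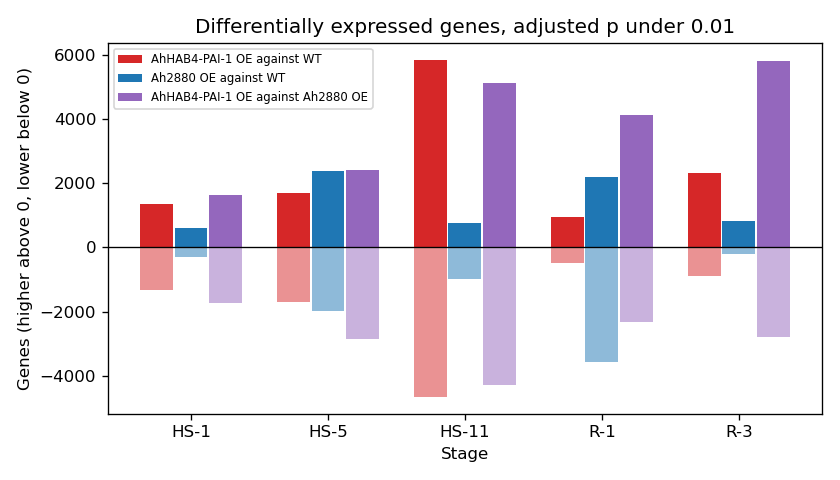
Number of genes higher and lower in each OE line than in WT (vertical axis) at each stage (horizontal axis) at an adjusted p under 0.01. The tallest pair of bars is that of AhHAB4-PAI-1 OE plants at HS-11, with 5836 genes higher and 4654 lower.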

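The median log2 fold change over all genes tested was 1.51 for AhHAB4-PAI-1 OE and 1.03 for Ah2880 OE plants against WT at R-3, 0.30 for AhHAB4-PAI-1 OE plants at HS-11 and -0.28 for Ah2880 OE plants at R-1. DESeq2’s size factors moved the first 3 of these medians to 1.23, 0.79 and 0.41. DESeq2’s Wald test gave smaller medians for both lines at R-3, with that of Ah2880 OE plants nearer to 0. Log2 fold changes at these stages are therefore relative to a median that lies away from 0 by an amount that depends on the setting.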

The differential gene expression patterns were in agreement with the result of the heat map generated with the standardized FPKM values estimated for 60 strongly modified genes, in the 15 treatments included in this study (Fig. 7; Table S6). 

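Over the genes tested, mean log2 CPM of AhHAB4-PAI-1 OE plants at HS-11 correlated more with WT at HS-5 (Pearson’s r across genes = 0.968) than with WT at HS-11 (0.811), and genes are not independent replicates. Ah2880 OE plants at R-1 were nearest to the same plants at R-3 (r = 0.976), and WT at R-3 was nearest to Ah2880 OE plants at R-3 (r = 0.740). The nearest treatment was the same for 11 of the 15 treatments when only the 60 loci of Table S6, standardized as in Fig. 7, were used, and for 14 after thinning of the libraries.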

The genes identified were divided into 8 relevant categories (CATs), as follows: CAT 1, group defining TFs and associated TFs; CAT 2, protein-related responses involving HSFs, HSPs and co-chaperones, protein post-translational modifications, transport, folding, oriented degradation and others; CAT 3, DNA repair, non-coding RNA activity, epigenetic regulation, DNA methylation, histone modifications, chromatin remodeling, epigenetic memory, RNA alternative splicing and others; CAT 4, cell wall/membrane modifications and ROS-associated responses; CAT 5 intercellular transport, carbon–nitrogen and secondary metabolism; CAT 6, ribosomal, chloroplast- and mitochondria-associated responses; CAT 7, growth, development, reproduction and phytohormone-related events, and CAT 8, molecular weight complex formation. The complete information derived from this transcriptomic analysis strategy can be found in Tables S3 to S5 in the Supplemental Information file. Here, the totality of the differentially induced transcripts detected using this strategy during early, i.e., 1 and 5 h (Table S3) and intermediate, i.e., 11 h (Table S4) HS phases and during the R1 and R3 recovery process, (Table S5), were grouped in one of the 8 categories mentioned above, together with their respective accession numbers and pertinent references. 

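Table S3 lists 38 loci for AhHAB4-PAI-1 OE and 39 for Ah2880 OE plants, Table S4 lists 129 and 47, and Table S5 lists 94 and 276. The treatment with the largest mean CPM, without TMM scaling, was AhHAB4-PAI-1 OE at HS-1 for 37 of the 38 loci of Table S3 and AhHAB4-PAI-1 OE at HS-11 for 129 of the 129 loci of Table S4 listed for this line. AhHAB4-PAI-1 OE plants at R-3 held the maximum of 92 of its 94 loci of Table S5. In the lists of Ah2880 OE plants, the maximum lay in these plants at HS-5 for 35 of the 39 loci of Table S3 and at HS-11 for 46 of the 47 loci of Table S4. For Table S5 it lay in WT at R-3 for 161 of the 276 loci and in Ah2880 OE plants at R-1 for 115. With TMM-scaled CPM, the numbers were 38 for Table S3, 81 for Table S4 and 82 for Table S5 in the lists of AhHAB4-PAI-1 OE plants, and 25, 20 and, for WT at R-3 and Ah2880 OE plants at R-1 in Table S5, 120 and 113 in those of Ah2880 OE plants. At the low depth of the WT R-3 libraries, a few reads can make this treatment the largest. In the 14 treatments without WT R-3, Ah2880 OE plants at R-1 held the maximum of 188 of the 275 loci with counts. The study chose the lists on these libraries. Neither the counts of listed loci past a threshold nor the p-values of the tests of whole lists given below are therefore independent evidence.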

The rest of this section will be devoted to the most HS-relevant transcripts detected in each transgenic plant line during the HS and R phases, mentioned above.

**Fig. 7:**
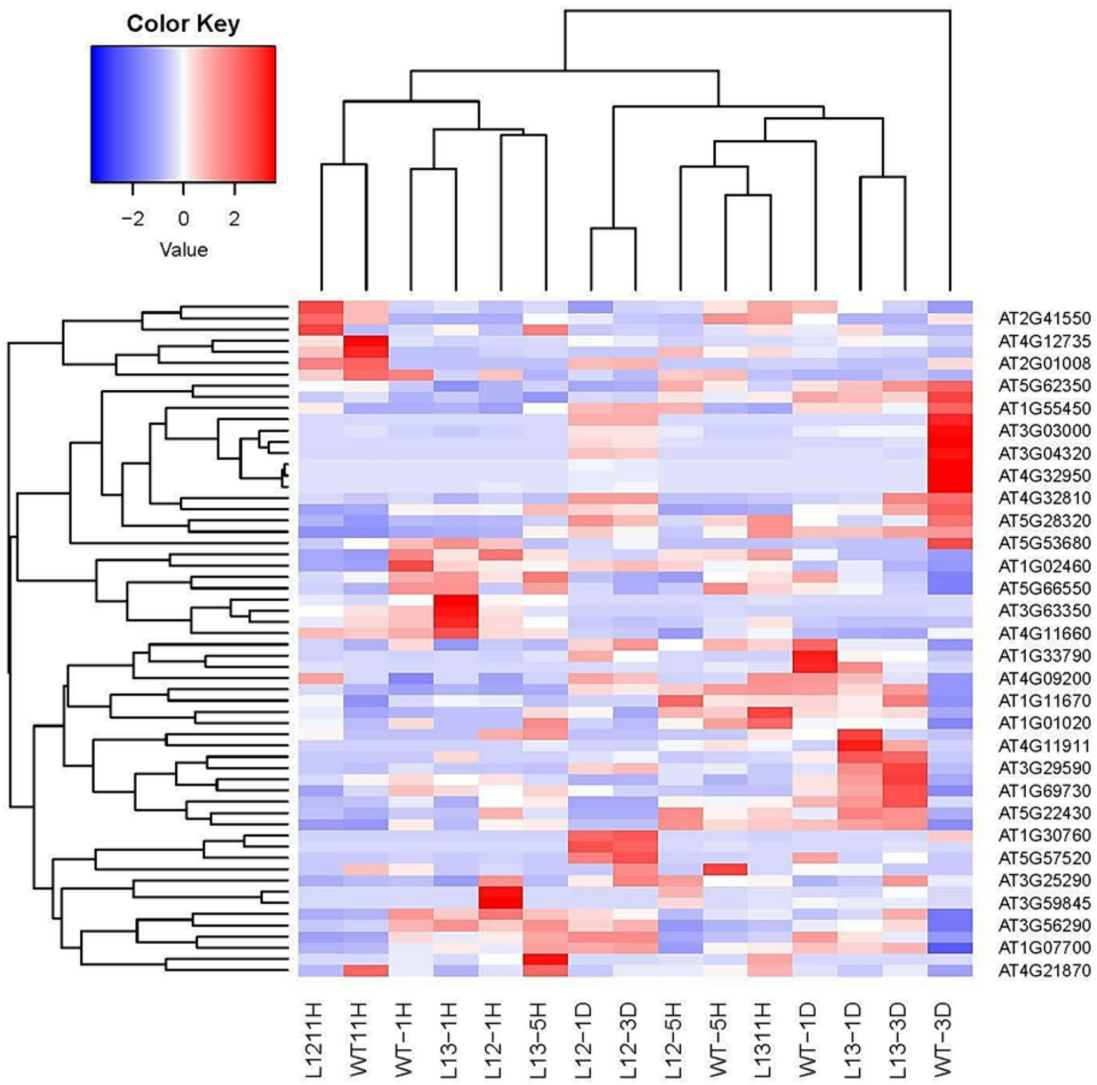
Heat map of differentially expressed genes in leaves of *AhHAB4-PAI-1* and *Ah2880* overexpressing (OE) *Arabidopsis thaliana* plants, respectively, during heat shock stress and subsequent recovery. The heat map shows the average standardized expression of the 60 genes selected for analysis (rows; refer to Table S6) in the 15 treatments (columns) included in this study. The expression *per* gene was standardized over treatments and the Color Key legend shows the intensity of the average expression *per* treatment. This heat map was generated by, firstly, estimating the average of FPKM expression of the 60 genes presented in Table S6 in the two biological replicates of each of the 15 treatments that conformed the analysis. Secondly, the matrix of average expression was standardized by rows (genes) to give a comparable measure of expression per gene. This produced a matrix of 60 rows (genes) and 15 columns (treatments) in which each row has a mean of zero and a standard deviation of one, allowing the visual comparison of expression per treatment. The function “heatmap.2” of the R package gplots (version 3.2.0) was applied to the standardized matrix to obtain this figure. The dendrograms presented in the margins of the figures were obtained from the Euclidean distances using the “hclust” function with the method “complete”

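Of the 60 loci of Table S6, 57 passed the filter on low counts and were compared with WT at the line and stage given in the table. The 15 loci listed as up in AhHAB4-PAI-1 OE plants were lower than in WT, and 15 passed the threshold. The 13 tested loci listed as down in these plants were higher than in WT, and 13 passed the threshold. The 14 tested loci listed as up in Ah2880 OE plants were lower than in WT, and 13 passed the threshold. The 15 loci listed as down in Ah2880 OE plants were higher than in WT, and 14 passed the threshold. With no filter on low counts, the direction was the same for 60 of 60 loci. Without the WT R-3 libraries, 45 loci could be compared and kept these directions.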

#### Early response: HS-1 and HS-5

Here, an accumulation of differential transcripts, in practically every category, in *AhHAB4-PAI-1* OE plants, was observed. In contrast and except for a few categories, much diminished transcript types and numbers were detected in *Ah2880* OE plants. 

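AhHAB4-PAI-1 OE plants were compared with WT at the 38 loci of Table S3 listed for them, of which 35 passed the filter on low counts. Among these 35 loci, 26 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1 and 15 were higher and 1 lower at HS-5 at an adjusted p under 0.01. When adjusted over the list alone, 30 higher and 0 lower were found at HS-1 and 15 higher and 1 lower at HS-5. Their median log2 fold change was 0.98 at HS-1 and 0.42 at HS-5. The fry rotation test of the whole list gave an adjusted p of 1.29e-14 at HS-1 and 2.15e-11 at HS-5 over 20 set tests. Against Ah2880 OE plants, 33 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1 and 21 were higher and 1 lower at HS-5.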

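The 2 highest and 2 lowest log2 fold changes of AhHAB4-PAI-1 OE plants against WT in early HS were taken at each stage among genes past the threshold with a mean of at least 50 counts per library in the higher group and both OE libraries on one side of both WT libraries. Some genes with fewer counts had larger fitted values, such as AT4G18450 of Table S6 at HS-1. DRB3 (AT3G26932) had 51.5 ± 1.57 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 7.57 ± 1.00 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 2.76 (standard error 0.25, adjusted p = 1.18e-12). AT4G32208 had 523 ± 193 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 78.0 ± 0.304 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 2.71 (standard error 0.16, adjusted p = 4.36e-19). MRD1 (AT1G53480) had 24.7 ± 6.67 CPM (SD, n = 2) in WT and 0 and 0 counts in the AhHAB4-PAI-1 OE libraries at HS-1, at least 8.54-fold lower in AhHAB4-PAI-1 OE plants (adjusted p = 1.41e-09). AT3G60930.2 had 2.88 ± 0.112 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 140.0 ± 4.33 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -5.59 (standard error 0.31, adjusted p = 3.01e-20). LHY (AT1G01060) had 108 ± 13.9 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 2.88 ± 0.676 CPM (SD, n = 2) in WT at HS-5, a log2 fold change of 5.21 (standard error 0.25, adjusted p = 2.26e-23). AT1G01060 gave 4.58 without replicate 1 and 5.23 without replicate 2 of both groups on the log2 scale at HS-5. ERD5 (AT3G30775) had 72.3 ± 0.312 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 1.93 ± 0.751 CPM (SD, n = 2) in WT at HS-5, a log2 fold change of 5.21 (standard error 0.24, adjusted p = 2.98e-24). AT3G30775 gave 4.50 without replicate 1 and 5.08 without replicate 2 of both groups on the log2 scale at HS-5. DOX1 (AT3G01420) had 16.6 ± 1.60 CPM (SD, n = 2) in WT and 0 and 0 counts in the AhHAB4-PAI-1 OE libraries at HS-5, at least 8.38-fold lower in AhHAB4-PAI-1 OE plants (adjusted p = 9.67e-11). MLP34 (AT1G70850) had 41.9 ± 0.603 CPM (SD, n = 2) in WT and 0 and 1 counts in the AhHAB4-PAI-1 OE libraries at HS-5, at least 21.3-fold lower in AhHAB4-PAI-1 OE plants (adjusted p = 4.93e-16).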

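Ah2880 OE plants had 39 loci in Table S3, of which 32 passed the filter on low counts. Among these 32 loci, 3 were higher and 0 lower (1 at an unadjusted p under 0.05) at HS-1 and 20 were higher and 1 lower at HS-5 than in WT. When adjusted over the list alone, the numbers were 3 higher and 0 lower at HS-1 and 21 higher and 1 lower at HS-5. Their median log2 fold change was -0.0035 at HS-1 and 0.71 at HS-5. The rotation test of the list gave an adjusted p of 0.164 at HS-1 and 2.46e-08 at HS-5. Against AhHAB4-PAI-1 OE plants, 16 were higher and 1 lower at HS-1 and 27 were higher and 1 lower at HS-5.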

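Genes at each end of the log2 fold changes of Ah2880 OE plants in early HS, by the same limit of at least 50 counts, were as follows. AT3G59845 had 28.0 ± 1.31 CPM (SD, n = 2) in Ah2880 OE plants and 0 and 0 counts in the WT libraries at HS-1, at least 30.5-fold higher in Ah2880 OE plants (adjusted p = 2.48e-14). LUP5 (AT1G66960) had 27.1 ± 2.57 CPM (SD, n = 2) in Ah2880 OE plants and 0 and 0 counts in the WT libraries at HS-1, at least 29.3-fold higher in Ah2880 OE plants (adjusted p = 8.09e-14). MRD1 (AT1G53480) had 24.7 ± 6.67 CPM (SD, n = 2) in WT and 0 and 3 counts in the Ah2880 OE libraries at HS-1, at least 19.1-fold lower in Ah2880 OE plants (adjusted p = 4.40e-12). HEI10 (AT1G53490) had 2.13 ± 1.52 CPM (SD, n = 2) in Ah2880 OE plants and 26.0 ± 7.65 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -3.44 (standard error 0.36, adjusted p = 1.13e-10). AT1G53490 gave -2.42 without replicate 1 and -4.15 without replicate 2 of both groups on the log2 scale at HS-1. PER64 (AT5G42180) had 28.3 ± 0.546 CPM (SD, n = 2) in Ah2880 OE plants and 2 and 2 counts in the WT libraries at HS-5, at least 44.6-fold higher in Ah2880 OE plants (adjusted p = 3.81e-18). CYP96A15 (AT1G57750) had 21.5 ± 2.80 CPM (SD, n = 2) in Ah2880 OE plants and 2 and 2 counts in the WT libraries at HS-5, at least 34.2-fold higher in Ah2880 OE plants (adjusted p = 9.03e-16). MRD1 (AT1G53480) had 23.0 ± 2.08 CPM (SD, n = 2) in WT and 1 and 2 counts in the Ah2880 OE libraries at HS-5, at least 25.1-fold lower in Ah2880 OE plants (adjusted p = 6.29e-15). HEI10 (AT1G53490) had 2.39 ± 1.06 CPM (SD, n = 2) in Ah2880 OE plants and 29.6 ± 0.0648 CPM (SD, n = 2) in WT at HS-5, a log2 fold change of -3.66 (standard error 0.30, adjusted p = 1.26e-14). AT1G53490 gave -3.66 without replicate 1 and -2.96 without replicate 2 of both groups on the log2 scale at HS-5.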

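The group 8 TFs bZIP62, MYB96 and NUCLEAR FACTOR Y, SUBUNIT A5 comprised 3 loci, of which 3 passed the filter on low counts. These group 8 TFs were compared with WT at an adjusted p under 0.01, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 0 were higher even at an unadjusted p under 0.05 and 1 lower at HS-5. These group 8 TFs were also compared with Ah2880 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 1 was higher and 1 lower at HS-5. bZIP62 (AT1G19490) averaged 73.4 ± 1.23 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 46.0 ± 2.71 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 0.68 (standard error 0.18, adjusted p = 0.00452). AT1G19490 did not pass the threshold at HS-1 with the libraries thinned to one depth (log2 fold change 0.85). AT1G19490 had a log2 fold change of 1.43 against Ah2880 OE plants at HS-1 (standard error 0.20, adjusted p = 1.38e-07). At HS-5, bZIP62 averaged 25.7 ± 2.09 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 21.2 ± 1.37 CPM (SD, n = 2) in WT, a log2 fold change of 0.27 (standard error 0.22, adjusted p = 0.387). AT1G19490 had a log2 fold change of 1.89 against Ah2880 OE plants at HS-5 (standard error 0.28, adjusted p = 1.78e-07). MYB96 (AT5G62470) averaged 129 ± 19.4 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 80.7 ± 0.0409 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 0.71 (standard error 0.14, adjusted p = 8.20e-05). AT5G62470 did not pass the threshold at HS-1 with the libraries thinned to one depth (log2 fold change 0.47). At HS-5, MYB96 averaged 28.4 ± 4.66 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 50.7 ± 1.40 CPM (SD, n = 2) in WT, a log2 fold change of -0.83 (standard error 0.17, adjusted p = 0.000154).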

CAT 1 (group 8 TFs; Table S3) in *AhHAB4-PAI-1* OE plants was constituted by a few transcripts coding for bZIP62, MYB96 and NUCLEAR FACTOR Y, SUBUNIT A5 TFs, the latter of which promotes ABA-regulated wax synthesis to increase drought and oxidative stress tolerance. 

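ERF, DREB and NGATHA-LIKE TFs of groups 6 and 10 comprised 7 loci, of which 6 passed the filter on low counts. These ERF and DREB loci were compared with WT at an adjusted p under 0.01, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. These ERF and DREB loci were also compared with AhHAB4-PAI-1 OE plants, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. ERF7 (AT3G20310) averaged 119 ± 5.08 CPM (SD, n = 2) in Ah2880 OE plants and 119.8 ± 4.49 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -0.0032 (standard error 0.12, adjusted p = 0.999). AT3G20310 had the other sign at HS-1 with a fit of only the 4 libraries compared (log2 fold change 0.024). AT3G20310 had a log2 fold change of 0.19 against AhHAB4-PAI-1 OE plants at HS-1 (standard error 0.14, adjusted p = 0.327). At HS-5, ERF7 averaged 109.8 ± 7.86 CPM (SD, n = 2) in Ah2880 OE plants and 74.6 ± 5.72 CPM (SD, n = 2) in WT, a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.000154). AT3G20310 had a log2 fold change of 0.70 against AhHAB4-PAI-1 OE plants at HS-5 (standard error 0.14, adjusted p = 3.49e-05). DREB1B (AT4G25490) had at most 3 counts in each library of both groups at HS-1, so no fold change is given (adjusted p = 0.923). At HS-5, DREB1B averaged 12.6 ± 4.34 CPM (SD, n = 2) in Ah2880 OE plants and 7.64 ± 0.601 CPM (SD, n = 2) in WT, a log2 fold change of 0.69 (standard error 0.29, adjusted p = 0.0586).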

In *Ah2880* OE plants, several TFs (groups 6 and 10 TFs; Table S3) that mediate ABA-independent signaling cascades activated during heat stress, such as ETHYLENE-RESPONSE FACTOR and DREB TFs, in addition to the NGATHA-LIKE PROTEIN 3 TF that mediates heat stress responses through NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 3, an ABA biosynthetic enzyme, were detected.

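HSFs, HSPs and co-chaperones of Table S3 comprised 13 loci, of which 13 passed the filter on low counts. These HSF and HSP loci were compared with WT at an adjusted p under 0.01, and 13 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 8 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. These HSF and HSP loci were also compared with Ah2880 OE plants, and 13 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 13 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. HSF7 (AT4G11660) averaged 456 ± 32.8 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 232 ± 0.251 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 0.98 (standard error 0.12, adjusted p = 3.33e-09). AT4G11660 had a log2 fold change of 1.43 against Ah2880 OE plants at HS-1 (standard error 0.12, adjusted p = 5.14e-14). At HS-5, HSF7 averaged 129 ± 14.2 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 71.1 ± 6.08 CPM (SD, n = 2) in WT, a log2 fold change of 0.86 (standard error 0.13, adjusted p = 1.11e-06). AT4G11660 did not pass the threshold at HS-5 with the libraries thinned to one depth (log2 fold change 0.64). AT4G11660 had a log2 fold change of 3.07 against Ah2880 OE plants at HS-5 (standard error 0.17, adjusted p = 6.97e-22). HSFA2 (AT2G26150) averaged 6002 ± 269 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 2744 ± 12.6 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 1.13 (standard error 0.12, adjusted p = 7.38e-11). At HS-5, HSFA2 averaged 1387 ± 116 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 728 ± 32.9 CPM (SD, n = 2) in WT, a log2 fold change of 0.93 (standard error 0.12, adjusted p = 1.58e-08).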

CAT 2 transcripts in *AhHAB4-PAI-1* OE plants code for proteins that are rapidly up-regulated in response to heat stress, like HSF7, HSFA2, HSP18.5, HSP60, HSP70T-2, HSP89.1, ATJ3 and DnaJ-domain chaperones and associated carboxylate-clamp (CC)-tetratricopeptide repeat (TPR) proteins. Also present were transcripts coding for the SOC3 protein involved in temperature-activated cell death. 

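SOC3 (AT1G17600) averaged 24.5 ± 2.99 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 11.8 ± 0.909 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 1.02 (standard error 0.31, adjusted p = 0.0135). AT1G17600 passed the threshold at HS-1 with DESeq2's size factors (log2 fold change 1.08) and with no filter on low counts (log2 fold change 0.98) and with a fit of only the 4 libraries compared (log2 fold change 1.03). AT1G17600 had a log2 fold change of 1.47 against Ah2880 OE plants at HS-1 (standard error 0.35, adjusted p = 0.000989). At HS-5, SOC3 averaged 3.02 ± 1.64 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 3.56 ± 0.917 CPM (SD, n = 2) in WT, a log2 fold change of -0.28 (standard error 0.57, adjusted p = 0.766). AT1G17600 had the other sign at HS-5 with the libraries thinned to one depth (log2 fold change 0.49). AT1G17600 had a log2 fold change of -0.62 against Ah2880 OE plants at HS-5 (standard error 0.57, adjusted p = 0.421).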

In CAT 3, salient transcripts code for heat-protective small nucleolar RNAs that cause pseudo-uridylation of RNA targets; SR45, a serine/arginine rich-like protein that regulates stress-related alternative splicing, and RAD50 ATPase, a DNA double-strand break repair enzyme. 

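Small nucleolar RNAs, SR45a and RAD50 comprised 5 loci, of which 5 passed the filter on low counts. These CAT 3 loci were compared with WT at an adjusted p under 0.01, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. These CAT 3 loci were also compared with Ah2880 OE plants, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. AT4G39366, listed as a small nucleolar RNA, averaged 392 ± 29.9 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 158 ± 0.491 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 1.30 (standard error 0.12, adjusted p = 3.48e-12). AT4G39366 had a log2 fold change of 1.72 against Ah2880 OE plants at HS-1 (standard error 0.13, adjusted p = 4.61e-16). At HS-5, AT4G39366 averaged 69.6 ± 0.835 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 26.7 ± 0.00175 CPM (SD, n = 2) in WT, a log2 fold change of 1.38 (standard error 0.16, adjusted p = 1.18e-09). AT4G39366 had a log2 fold change of 1.97 against Ah2880 OE plants at HS-5 (standard error 0.18, adjusted p = 2.51e-13). AT4G39361, listed as a small nucleolar RNA, averaged 276 ± 26.5 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 114 ± 9.78 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 1.30 (standard error 0.13, adjusted p = 5.21e-11). At HS-5, AT4G39361 averaged 46.3 ± 0.522 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 16.6 ± 0.260 CPM (SD, n = 2) in WT, a log2 fold change of 1.48 (standard error 0.19, adjusted p = 2.44e-08).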

In *Ah28880* OE plants, the sole CAT 2 and CAT 3 HS-applicable transcripts code for the COP1-INTERACTING PROTEIN modulator of stress responses via its interaction with an E3 small ubiquitin-related modifier (SUMO) ligase, while the only relevant CAT 4 transcripts detected in *AhHAB4-PAI-1* OE plants code for galactinol synthase 2, an attenuator of stress-related ROS accumulation and lipid peroxidation. Conversely, CAT 4 transcripts in *Ah2880* OE plants that code for lignin and wax biosynthetic proteins predominated, including P bodies NAC SECONDARY WALL THICKENING PROMOTING FACTOR1, LTPG1, CER1 and others, such as miR775, known to reduce stress-induced ROS levels via an ethylene (ET)-ABA crosstalk, and DELTA (2)-ENOYL COA ISOMERASE 3, a heat stress-activated fatty acid degrader and modifier of membrane lipid composition.

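COP1-INTERACTING PROTEIN 8 (AT5G64920) averaged 57.4 ± 4.51 CPM (SD, n = 2) in Ah2880 OE plants and 67.8 ± 3.43 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -0.23 (standard error 0.15, adjusted p = 0.401). AT5G64920 had a log2 fold change of 0.76 against AhHAB4-PAI-1 OE plants at HS-1 (standard error 0.21, adjusted p = 0.00486). At HS-5, COP1-INTERACTING PROTEIN 8 averaged 77.7 ± 7.96 CPM (SD, n = 2) in Ah2880 OE plants and 60.2 ± 9.04 CPM (SD, n = 2) in WT, a log2 fold change of 0.36 (standard error 0.14, adjusted p = 0.0402). AT5G64920 had a log2 fold change of 0.56 against AhHAB4-PAI-1 OE plants at HS-5 (standard error 0.17, adjusted p = 0.00566).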

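AT1G56600, listed as galactinol synthase 2, averaged 676 ± 11.5 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 538 ± 11.8 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 0.33 (standard error 0.11, adjusted p = 0.0257). AT1G56600 passed the threshold at HS-1 with DESeq2's size factors (log2 fold change 0.40) and with DESeq2's Wald test (log2 fold change 0.40) and with a fit of only the 4 libraries compared (log2 fold change 0.35). AT1G56600 had a log2 fold change of 0.62 against Ah2880 OE plants at HS-1 (standard error 0.11, adjusted p = 2.27e-05). At HS-5, AT1G56600 averaged 204 ± 7.10 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 185 ± 0.230 CPM (SD, n = 2) in WT, a log2 fold change of 0.14 (standard error 0.12, adjusted p = 0.432). AT1G56600 had a log2 fold change of 0.24 against Ah2880 OE plants at HS-5 (standard error 0.12, adjusted p = 0.108).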

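Lignin, wax and fatty acid transcripts of CAT 4 comprised 5 loci, of which 4 passed the filter on low counts. These cell wall loci were compared with WT at an adjusted p under 0.01, and 0 were higher or lower even at an unadjusted p under 0.05 at HS-1, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. These cell wall loci were also compared with AhHAB4-PAI-1 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. AT4G25670, listed as NAC SECONDARY WALL THICKENING PROMOTING FACTOR1, averaged 168 ± 9.99 CPM (SD, n = 2) in Ah2880 OE plants and 194 ± 14.0 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -0.21 (standard error 0.12, adjusted p = 0.317). AT4G25670 had the other sign at HS-1 with the libraries thinned to one depth (log2 fold change 0.029). AT4G25670 had a log2 fold change of -0.17 against AhHAB4-PAI-1 OE plants at HS-1 (standard error 0.13, adjusted p = 0.367). At HS-5, AT4G25670 averaged 173 ± 17.8 CPM (SD, n = 2) in Ah2880 OE plants and 140.3 ± 3.40 CPM (SD, n = 2) in WT, a log2 fold change of 0.30 (standard error 0.12, adjusted p = 0.0433). AT4G25670 had a log2 fold change of 0.69 against AhHAB4-PAI-1 OE plants at HS-5 (standard error 0.13, adjusted p = 2.60e-05). LTPG1 (AT1G27950) averaged 209 ± 14.5 CPM (SD, n = 2) in Ah2880 OE plants and 243 ± 18.2 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -0.22 (standard error 0.14, adjusted p = 0.382). At HS-5, LTPG1 averaged 264 ± 55.6 CPM (SD, n = 2) in Ah2880 OE plants and 151 ± 3.36 CPM (SD, n = 2) in WT, a log2 fold change of 0.80 (standard error 0.14, adjusted p = 5.77e-06).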

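The ABC transporter and copper transport transcripts comprised 3 loci, of which 2 passed the filter on low counts. These transporter loci were compared with WT at an adjusted p under 0.01, and 0 were higher or lower even at an unadjusted p under 0.05 at HS-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. These transporter loci were also compared with AhHAB4-PAI-1 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. P-GLYCOPROTEIN 2 (AT4G25960) averaged 114 ± 6.52 CPM (SD, n = 2) in Ah2880 OE plants and 119 ± 4.08 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -0.060 (standard error 0.13, adjusted p = 0.863). AT4G25960 gave log2 fold changes of 0.027 without replicate 1 and -0.16 without replicate 2 of both groups at HS-1. AT4G25960 had a log2 fold change of 1.08 against AhHAB4-PAI-1 OE plants at HS-1 (standard error 0.18, adjusted p = 2.67e-06). At HS-5, P-GLYCOPROTEIN 2 averaged 122 ± 7.23 CPM (SD, n = 2) in Ah2880 OE plants and 86.4 ± 3.65 CPM (SD, n = 2) in WT, a log2 fold change of 0.50 (standard error 0.13, adjusted p = 0.00198). AT4G25960 did not pass the threshold at HS-5 with the libraries thinned to one depth (log2 fold change 0.56) and with a fit of only the 4 libraries compared (log2 fold change 0.47). AT4G25960 had a log2 fold change of 0.82 against AhHAB4-PAI-1 OE plants at HS-5 (standard error 0.15, adjusted p = 1.60e-05). COPPER TRANSPORTER 1 (AT5G59030) averaged 87.2 ± 0.595 CPM (SD, n = 2) in Ah2880 OE plants and 87.5 ± 2.20 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -0.0039 (standard error 0.15, adjusted p = 0.999). AT5G59030 gave log2 fold changes of -0.022 without replicate 1 and 0.015 without replicate 2 of both groups at HS-1. AT5G59030 had the other sign at HS-1 with the libraries thinned to one depth (log2 fold change 0.079) and with a fit of only the 4 libraries compared (log2 fold change 0.022). At HS-5, COPPER TRANSPORTER 1 averaged 90.2 ± 19.4 CPM (SD, n = 2) in Ah2880 OE plants and 44.8 ± 1.26 CPM (SD, n = 2) in WT, a log2 fold change of 1.00 (standard error 0.15, adjusted p = 5.09e-07).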

Representative CAT 5 transcripts detected in *Ah2880* OE plants code for P-GLYCOPROTEIN 2, a heat-responsive ABC transporter, and for COPPER TRANSPORTER 1 and COPPER ION BINDING/ ELECTRON CARRIER PROTEIN, needed to provide the copper cofactor of several heat stress-activated enzymes and proteins. 

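UREASE ACCESSORY PROTEIN (AT2G35035) averaged 15.9 ± 0.614 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 6.90 ± 0.874 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 1.19 (standard error 0.34, adjusted p = 0.00823). AT2G35035 did not pass the threshold at HS-1 with DESeq2's Wald test (log2 fold change 1.26) and with no filter on low counts (log2 fold change 1.15). AT2G35035 had a log2 fold change of 1.88 against Ah2880 OE plants at HS-1 (standard error 0.40, adjusted p = 0.000222). At HS-5, UREASE ACCESSORY PROTEIN averaged 2.98 ± 0.708 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 2.61 ± 0.842 CPM (SD, n = 2) in WT, a log2 fold change of 0.16 (standard error 0.54, adjusted p = 0.864). AT2G35035 had a log2 fold change of 0.79 against Ah2880 OE plants at HS-5 (standard error 0.63, adjusted p = 0.339).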

Salient CAT 5 transcripts in *AhHAB4-PAI-1* OE plants, code for a UREASE ACCESSORY PROTEIN, a stress activator of optimized N-use via urea recycling. 

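HSP40 (AT3G44110) averaged 1278 ± 23.6 CPM (SD, n = 2) in Ah2880 OE plants and 1580.4 ± 6.86 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -0.31 (standard error 0.11, adjusted p = 0.0614). AT3G44110 passed the threshold at HS-1 with DESeq2's Wald test (log2 fold change -0.32) and with a fit of only the 4 libraries compared (log2 fold change -0.28). AT3G44110 had a log2 fold change of -1.11 against AhHAB4-PAI-1 OE plants at HS-1 (standard error 0.11, adjusted p = 3.64e-12). At HS-5, HSP40 averaged 358 ± 42.6 CPM (SD, n = 2) in Ah2880 OE plants and 618 ± 1.71 CPM (SD, n = 2) in WT, a log2 fold change of -0.79 (standard error 0.11, adjusted p = 7.92e-08). AT3G44110 had a log2 fold change of -1.20 against AhHAB4-PAI-1 OE plants at HS-5 (standard error 0.11, adjusted p = 4.04e-13).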

Relevant CAT 6 transcripts in *Ah2880* OE plants code for a chloroplast HSP40 that mediates the farnesylation of DNA/RNA repair/modification heat stress-responsive proteins.

Both OE transgenic *A. thaliana* plants shared the accumulation of several transcripts, corresponding to CAT 7, coding for proteins involved in ABA-related signaling such as P-GLYCOPROTEIN 2, a heat-regulated transporter of ABA, and for the RESPONSIVE TO DEHYDRATION 22 and ABA 8’-HYDROXYLASE contributors to stress tolerance, respectively. 

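ABA-related transcripts listed for Ah2880 OE plants comprised 2 loci, of which 2 passed the filter on low counts. These ABA-related loci were compared with WT at an adjusted p under 0.01, and 0 were higher or lower even at an unadjusted p under 0.05 at HS-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. These ABA-related loci were also compared with AhHAB4-PAI-1 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-5. RESPONSIVE TO DEHYDRATION 22 (AT5G25610) averaged 1431 ± 38.4 CPM (SD, n = 2) in Ah2880 OE plants and 1485 ± 5.10 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of -0.053 (standard error 0.12, adjusted p = 0.869). At HS-5, RESPONSIVE TO DEHYDRATION 22 averaged 2188 ± 664 CPM (SD, n = 2) in Ah2880 OE plants and 1225 ± 42.7 CPM (SD, n = 2) in WT, a log2 fold change of 0.84 (standard error 0.12, adjusted p = 2.93e-07). AT5G25610 did not pass the threshold at HS-5 with a fit of only the 4 libraries compared (log2 fold change 0.80).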

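ABA 8’-HYDROXYLASE (AT5G45340) averaged 39.6 ± 1.52 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 22.7 ± 2.13 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 0.80 (standard error 0.26, adjusted p = 0.0178). AT5G45340 passed the threshold at HS-1 with no filter on low counts (log2 fold change 0.76) and with edgeR's exact test (log2 fold change 0.80) and with a fit of only the 4 libraries compared (log2 fold change 0.82). AT5G45340 had a log2 fold change of 1.40 against Ah2880 OE plants at HS-1 (standard error 0.29, adjusted p = 0.000147). At HS-5, ABA 8’-HYDROXYLASE averaged 14.2 ± 2.55 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 20.4 ± 0.341 CPM (SD, n = 2) in WT, a log2 fold change of -0.53 (standard error 0.29, adjusted p = 0.176). AT5G45340 had a log2 fold change of -0.33 against Ah2880 OE plants at HS-5 (standard error 0.31, adjusted p = 0.422).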

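Cytokinin oxidase and SGT1b-like transcripts comprised 2 loci, of which 2 passed the filter on low counts. These hormone-related loci were compared with WT at an adjusted p under 0.01, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-5. These hormone-related loci were also compared with Ah2880 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-5. AtCKX7 (AT3G63440) averaged 93.4 ± 8.20 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 73.9 ± 4.48 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 0.32 (standard error 0.17, adjusted p = 0.185). AT3G63440 had a log2 fold change of 0.89 against Ah2880 OE plants at HS-1 (standard error 0.18, adjusted p = 0.000138). At HS-5, AtCKX7 averaged 38.1 ± 0.317 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 29.4 ± 0.382 CPM (SD, n = 2) in WT, a log2 fold change of 0.37 (standard error 0.20, adjusted p = 0.157). AT3G63440 had a log2 fold change of 0.11 against Ah2880 OE plants at HS-5 (standard error 0.20, adjusted p = 0.701). SGT1b-like protein (AT4G23570) averaged 402 ± 41.5 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 158 ± 0.260 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 1.33 (standard error 0.12, adjusted p = 2.11e-12). At HS-5, SGT1b-like protein averaged 86.5 ± 2.86 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 43.0 ± 1.89 CPM (SD, n = 2) in WT, a log2 fold change of 1.01 (standard error 0.15, adjusted p = 4.89e-07).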

Additional phytohormone-related transcripts that increased in *AhHAB4-PAI-1* OE plants code for the AtCKX7 cytokinin degrading enzyme recognized to enhance heat stress tolerance and for the SGT1b-like protein that participates in the stabilization of jasmonic acid (JA)-, auxin- and gibberellic acid (GA)-mediated receptors via complexation with HSP70-HSP90. 

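Subunits of ATP synthase comprised 3 loci, of which 3 passed the filter on low counts. These ATP synthase loci, encoded in the chloroplast genome, were compared with WT at an adjusted p under 0.01, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 0 were higher (2 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at HS-5. These ATP synthase loci, encoded in the chloroplast genome, were also compared with Ah2880 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-1, and 0 were higher (1 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at HS-5. ATCG00150, listed as an ATP synthase subunit, averaged 14.5 ± 2.60 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 8.12 ± 0.991 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 0.77 (standard error 0.34, adjusted p = 0.0948). ATCG00150 had a log2 fold change of 1.56 against Ah2880 OE plants at HS-1 (standard error 0.39, adjusted p = 0.00182). At HS-5, ATCG00150 averaged 5.23 ± 0.503 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 5.25 ± 1.08 CPM (SD, n = 2) in WT, a log2 fold change of -0.0084 (standard error 0.40, adjusted p = 0.996). ATCG00150 gave log2 fold changes of 0.28 without replicate 1 and -0.26 without replicate 2 of both groups at HS-5. ATCG00150 had the other sign at HS-5 with the WT R-3 libraries left out (log2 fold change 0.0083) and with a fit of only the 4 libraries compared (log2 fold change 0.027). ATCG00150 had a log2 fold change of 0.055 against Ah2880 OE plants at HS-5 (standard error 0.42, adjusted p = 0.940). ATCG00480, listed as an ATP synthase subunit, averaged 109.8 ± 0.329 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 79.8 ± 13.2 CPM (SD, n = 2) in WT at HS-1, a log2 fold change of 0.46 (standard error 0.15, adjusted p = 0.0220). ATCG00480 passed the threshold at HS-1 with DESeq2's size factors (log2 fold change 0.53). At HS-5, ATCG00480 averaged 56.6 ± 1.82 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 41.7 ± 4.80 CPM (SD, n = 2) in WT, a log2 fold change of 0.43 (standard error 0.16, adjusted p = 0.0408).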

CAT 8 transcripts coding for various subunits of the mitochondrial ATP synthase complex required for heat stress tolerance were relevant in *AhHAB4-PAI-1* OE plants.

#### Intermediate response: HS-11

The defining CAT 1 transcripts in *AhHAB4-PAI-1* OE plants (groups 3 and 5; Table S4) code for the MYB94 regulator of wax-biosynthesis; the CYTOKININ RESPONSE FACTOR 2 and TITANIA 2 abiotic stress modulators of cytokinin and auxin signaling; bHLH2/SAWTOOTH1, that controls both leaf morphology and heat stress tolerance, and EARLY FLOWERING 3, a temperature sensor and thermo-morphogenic factor. 

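MYB94, CYTOKININ RESPONSE FACTOR 2, TITANIA 2 and SAWTOOTH1 comprised 4 loci, of which 4 passed the filter on low counts. These CAT 1 loci were compared with WT at an adjusted p under 0.01, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. These CAT 1 loci were also compared with Ah2880 OE plants, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. MYB94 (AT3G47600) averaged 18.2 ± 1.66 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 3.69 ± 0.606 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 2.25 (standard error 0.37, adjusted p = 5.30e-07). AT3G47600 was at least 9.46-fold higher than in Ah2880 OE plants at HS-11 (adjusted p = 9.38e-11). CYTOKININ RESPONSE FACTOR 2 (AT4G23750) averaged 43.0 ± 1.65 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 8.13 ± 0.812 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 2.42 (standard error 0.28, adjusted p = 9.17e-11).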

CAT 1 in *Ah2880* OE plants (group 7; Table S4) was characterized by transcripts coding for TF regulators of ABA-independent stress responses such as DREB AND EAR MOTIF PROTEIN 3, DREB2A and MYB1, and for an ABA-responsive HIT zinc finger TF, also present in the *Suaeda liaotungensis* halophyte.

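The group 7 TFs and the HIT zinc finger TF comprised 4 loci, of which 4 passed the filter on low counts. These group 7 loci were compared with WT at an adjusted p under 0.01, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-11. These group 7 loci were also compared with AhHAB4-PAI-1 OE plants, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. DREB AND EAR MOTIF PROTEIN 3 (AT2G23340) averaged 154 ± 39.1 CPM (SD, n = 2) in Ah2880 OE plants and 95.8 ± 24.7 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.67 (standard error 0.18, adjusted p = 0.00825). AT2G23340 did not pass the threshold at HS-11 with DESeq2's Wald test (log2 fold change 0.64) and with the WT R-3 libraries left out (log2 fold change 0.65) and with a replicate block (log2 fold change 0.65) and with the libraries thinned to one depth (log2 fold change 0.73). AT2G23340 had a log2 fold change of 1.56 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.17, adjusted p = 1.54e-11). DREB2A (AT5G05410) averaged 281 ± 12.4 CPM (SD, n = 2) in Ah2880 OE plants and 263 ± 14.0 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.089 (standard error 0.12, adjusted p = 0.681). AT5G05410 gave log2 fold changes of -0.0084 without replicate 1 and 0.19 without replicate 2 of both groups at HS-11. AT5G05410 had the other sign at HS-11 with the libraries thinned to one depth (log2 fold change -0.040).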

Representative CAT 2 transcripts in *AhHAB4-PAI-1* OE plants were abundant. 

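AhHAB4-PAI-1 OE plants had 21 CAT 2 loci of Table S4 past the filter on low counts, of which 19 were higher and 0 lower even at an unadjusted p under 0.05 than in WT at HS-11. Over all categories of Table S4, 112 of the 129 loci were tested and 98 were higher and 0 lower (1 at an unadjusted p under 0.05) than in WT. When adjusted over the list alone, 98 higher and 1 lower were found. Their median log2 fold change was 2.71, or 2.12 with the 35 loci whose WT libraries were at the floor set at their bound. The rotation test of this list gave an adjusted p of 8.77e-13. Against Ah2880 OE plants, 95 were higher and 0 lower even at an unadjusted p under 0.05. Thinning of the libraries left 61 loci that differed from WT.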

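Genes at each end of the log2 fold changes of AhHAB4-PAI-1 OE plants at HS-11, among those with a mean of at least 50 counts per library in the higher group, were as follows. NAP (AT1G69490) had 39.0 ± 3.53 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 0 and 0 counts in the WT libraries at HS-11, at least 15.4-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 5.93e-16). MYB34 (AT5G60890) had 30.8 ± 3.12 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 0 and 0 counts in the WT libraries at HS-11, at least 12.1-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 8.77e-14). AT-HSFA7B (AT3G63350) had 1.75 ± 1.08 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 112 ± 23.9 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -5.93 (standard error 0.23, adjusted p = 1.02e-29). AT3G63350 gave -6.21 without replicate 1 and -4.86 without replicate 2 of both groups on the log2 scale at HS-11. AT4G33070 had 3.39 ± 0.514 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 174 ± 10.5 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -5.67 (standard error 0.20, adjusted p = 1.45e-31).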

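VPS54, ATE1, EMB3012 and TPR-like transcripts comprised 11 loci, of which 9 passed the filter on low counts. These protein-related loci were compared with WT at an adjusted p under 0.01, and 9 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. These protein-related loci were also compared with Ah2880 OE plants, and 9 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. VPS54 HOMOLOG (AT4G19490) averaged 84.0 ± 4.16 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 41.8 ± 2.13 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 1.00 (standard error 0.18, adjusted p = 2.77e-06). AT4G19490 had a log2 fold change of 0.67 against Ah2880 OE plants at HS-11 (standard error 0.16, adjusted p = 0.000288). ATE1 (AT5G05700) averaged 56.4 ± 2.06 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 15.1 ± 2.91 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 1.86 (standard error 0.23, adjusted p = 1.17e-09).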

The most emblematic ones code for the Golgi apparatus complex-localized VPS54 HOMOLOG, known to increase thermotolerance and membrane integrity under heat stress; NEDD8/RUB ubiquitin-like protein, involved in the post-translational modification of proteins by neddylation; ATE1, an ARGINYL-tRNA: PROTEIN TRANSFERASE linked to the N-end rule/Arg/N-degron protein degradation pathway of TFs and HSPs during heat stress; EMBRYO DEFECTIVE 3012 that participates in the stress-induced and ER-localized degradation of glycoproteins, in addition to several members of the TPR-like proteins known to participate in protein folding and/or degradation. 

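PLANT U-BOX 48 and ER-ADENINE NUCLEOTIDE TRANSPORTER 1 comprised 2 loci, of which 2 passed the filter on low counts. Both CAT 2 loci were compared with WT at an adjusted p under 0.01, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-11. Both CAT 2 loci were also compared with AhHAB4-PAI-1 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. PLANT U-BOX 48 (AT5G18340) averaged 118 ± 14.4 CPM (SD, n = 2) in Ah2880 OE plants and 70.2 ± 2.21 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.74 (standard error 0.18, adjusted p = 0.00191). AT5G18340 had a log2 fold change of 1.93 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.16, adjusted p = 2.22e-15). ER-ADENINE NUCLEOTIDE TRANSPORTER 1 (AT5G17400) averaged 85.5 ± 2.38 CPM (SD, n = 2) in Ah2880 OE plants and 61.0 ± 3.14 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.48 (standard error 0.17, adjusted p = 0.0489).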

HS-associated CAT 2 transcripts in *Ah2280* OE plants were fewer and code for the PLANT U-BOX 48 E3 ligase, a regulator of heat responsive signaling pathways, and for an ER-ADENINE NUCLEOTIDE TRANSPORTER 1 that controls ER stress and the unfolded protein response in rice.

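CAT 3 of Table S4 held 31 loci past the filter in AhHAB4-PAI-1 OE plants, of which 28 were higher and 0 lower even at an unadjusted p under 0.05 than in WT at HS-11. In Ah2880 OE plants it held 3 such loci, of which 1 was higher and 0 lower even at an unadjusted p under 0.05.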

CAT 3 transcripts also differentially accumulated in *AhHAB4-PAI-1* and *Ah2880* OE plants. Those belonging to the former code for various HS-relevant genes, including DAMAGED DNA BINDING PROTEIN 1B, a regulator of UV damage-repair and heat stress responses; AtTHO5, involved in miRNA and siRNA biosynthesis; SPT5-like, ATRX-like and SNF2 helicase-like proteins that participate in diverse DNA methylation mechanisms and PCF11P-SIMILAR PROTEIN 4, involved in thermo-morphogenic events via alternative polyadenylation. 

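DNA repair, small RNA and chromatin transcripts comprised 6 loci, of which 6 passed the filter on low counts. These DNA- and chromatin-related loci were compared with WT at an adjusted p under 0.01, and 6 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. These DNA- and chromatin-related loci were also compared with Ah2880 OE plants, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. DAMAGED DNA BINDING PROTEIN 1B (AT4G21100) averaged 39.1 ± 4.68 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 24.7 ± 1.95 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.68 (standard error 0.23, adjusted p = 0.00859). AT4G21100 did not pass the threshold at HS-11 with the WT R-3 libraries left out (log2 fold change 0.62) and with the libraries thinned to one depth (log2 fold change 0.56). AT4G21100 had a log2 fold change of 0.41 against Ah2880 OE plants at HS-11 (standard error 0.20, adjusted p = 0.0778). AtTHO5 (AT5G42920) averaged 146 ± 3.71 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 26.2 ± 1.73 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 2.46 (standard error 0.19, adjusted p = 1.64e-16).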

Additional significant transcripts were found to code for microRNAs known to affect the expression of CC-NBS-LRR receptor and of the AP2/ERF and AUXIN RESPONSIVE TF genes in heat stressed tomato plants; HEN1, a heat stress-promoter of miRNA and siRNA uridylation; an RNA polymerase III/ RNA polymerase C subunit, that hastens the synthesis of stress-related non-coding RNAs; Forkhead-associated domain protein, able to mediate DNA repair and transcriptional regulation; tRNA/rRNA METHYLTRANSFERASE, a catalyzer of tRNAs post-transcriptional modifications, and the LIKE AMP1 ER-metalloprotease that regulates translational repression by miRNAs. In contrast, the weak representation of germane CAT 3 transcripts in *Ah22880* OE plants code for MEDIATOR 19B of RNA polymerase II, involved in heat stress memory and associated histone modifications; a glycine-rich RNA-binding protein, associated with several heat tolerance-related RNA processes, and N-Lysine methyltransferase, a facilitator of histone methylation during stress responses.

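MicroRNAs, HEN1 and other RNA-related transcripts comprised 8 loci, of which 6 passed the filter on low counts. These RNA-related loci were compared with WT at an adjusted p under 0.01, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. These RNA-related loci were also compared with Ah2880 OE plants, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. AT5G04275, listed as miR172B, did not pass the filter on low counts, with 16 and 5 counts in AhHAB4-PAI-1 OE plants and 0 and 0 counts in WT at HS-11. AT1G12294, listed as miR472, averaged 6.40 ± 2.40 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 3 and 3 counts in the WT libraries at HS-11, a difference that did not pass the threshold (adjusted p = 0.0508).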

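The CAT 3 transcripts of Ah2880 OE plants comprised 3 loci, of which 3 passed the filter on low counts. Those CAT 3 loci were compared with WT at an adjusted p under 0.01, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-11. Those CAT 3 loci were also compared with AhHAB4-PAI-1 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. MEDIATOR 19B (AT5G19480) averaged 28.5 ± 7.01 CPM (SD, n = 2) in Ah2880 OE plants and 30.1 ± 3.65 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -0.087 (standard error 0.27, adjusted p = 0.894). AT5G19480 gave log2 fold changes of 0.28 without replicate 1 and -0.46 without replicate 2 of both groups at HS-11. AT5G19480 had a log2 fold change of 0.81 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.24, adjusted p = 0.00311). AT4G10330, listed as a glycine-rich RNA-binding protein, averaged 33.9 ± 6.05 CPM (SD, n = 2) in Ah2880 OE plants and 37.7 ± 1.04 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -0.18 (standard error 0.24, adjusted p = 0.685).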

CAT 4 transcripts also readily accumulated in *AhHAB4-PAI-1* OE plants. 

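Cellulose, wax, lignin and folate transcripts of CAT 4 comprised 5 loci, of which 3 passed the filter on low counts. Those cell wall loci were compared with WT at an adjusted p under 0.01, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. Those cell wall loci were also compared with Ah2880 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. CELLULOSE SYNTHASE INTERACTIVE 2 (AT1G44120) averaged 16.4 ± 0.320 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 1 and 0 counts in the WT libraries at HS-11, at least 6.47-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 8.03e-09). AT1G44120 was at least 8.47-fold higher than in Ah2880 OE plants at HS-11 (adjusted p = 2.73e-08). KCS21 (AT5G49070) did not pass the filter on low counts, with 21 and 12 counts in AhHAB4-PAI-1 OE plants and 1 and 1 counts in WT at HS-11.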

Pertinent ones code for CELLULOSE SYNTHASE INTERACTIVE 2, a mediator of stress-activated cellulose synthase activity; KCS21, involved in the biosynthesis of very long chain fatty acids; CLASS III PEROXIDASE that promotes tissue lignification; TRICHOME BIREFRINGENCE-LIKE, implicated in the synthesis and deposition of secondary wall cellulose, and the AtGGH2 activator of the tetrahydrofolate antioxidant synthesis. 

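N-ACETYLGLUTAMATE KINASE (AT3G57560) averaged 179.9 ± 19.9 CPM (SD, n = 2) in Ah2880 OE plants and 163 ± 5.69 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.15 (standard error 0.14, adjusted p = 0.550). AT3G57560 gave log2 fold changes of -0.0090 without replicate 1 and 0.29 without replicate 2 of both groups at HS-11. AT3G57560 had a log2 fold change of 2.14 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.14, adjusted p = 9.36e-19).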

The most significant CAT 4 transcripts detected in *Ah2280* OE plants code for the N-ACETYLGLUTAMATE KINASE promoter of arginine-related metabolite accumulation and antioxidant activity under heat stress.

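Ah2880 OE plants had 47 loci in Table S4, and 47 passed the filter on low counts. Of these, 4 were higher and 0 lower even at an unadjusted p under 0.05 than in WT at HS-11, and 4 higher and 0 lower when adjusted over the list alone. Their median log2 fold change against WT was 0.056, and the rotation test of the list gave an adjusted p of 0.0519. The number of loci that differed fell to 2 without the WT R-3 libraries in the fit. Against AhHAB4-PAI-1 OE plants, 45 were higher and 0 lower (1 at an unadjusted p under 0.05), with a median log2 fold change of 1.26 and an adjusted p of 8.77e-14 in the rotation test. In CAT 6, 0 were higher (3 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 than in WT among 24 loci.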

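Genes at each end of the log2 fold changes of Ah2880 OE plants at HS-11, among those with a mean of at least 50 counts per library in the higher group, were as follows. ACD6 (AT4G14400) had 46.1 ± 6.85 CPM (SD, n = 2) in Ah2880 OE plants and 4.18 ± 2.83 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 3.33 (standard error 0.33, adjusted p = 6.87e-11). AT4G14400 gave 2.60 without replicate 1 and 4.14 without replicate 2 of both groups on the log2 scale at HS-11. PUB19 (AT1G60190) had 39.7 ± 4.34 CPM (SD, n = 2) in Ah2880 OE plants and 6.01 ± 0.731 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 2.75 (standard error 0.34, adjusted p = 2.16e-08). AT3G15356 had 7.57 ± 1.41 CPM (SD, n = 2) in Ah2880 OE plants and 67.2 ± 16.6 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -3.21 (standard error 0.30, adjusted p = 5.32e-12). AT1G27020 had 7.89 ± 1.24 CPM (SD, n = 2) in Ah2880 OE plants and 73.3 ± 5.16 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -3.19 (standard error 0.29, adjusted p = 2.27e-12).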

CAT 6 transcripts were more abundant at the HS-11 stage in *Ah2880* OE plants. They code, mostly, for numerous ribosomal proteins and only for a few other heat-stress-related proteins. Those found among the latter included MALONYL-ACP that participates in thylakoid plastoglobuli formation that regulate lipid metabolism-related stress responses; chloroplast-localized CHAPERONIN 10, an enabler of protein folding during heat stress; plastidial THIOREDOXIN isoform, a provider of reducing power to a variety of stress-related enzymes, and PROHIBITIN 2, needed for mitochondrial dysfunction-activated retrograde stress signaling. 

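Ribosomal protein genes of Table S4 comprised 12 loci, of which 12 passed the filter on low counts. These ribosomal loci were compared with WT at an adjusted p under 0.01, and 0 were higher (2 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at HS-11. These ribosomal loci were also compared with AhHAB4-PAI-1 OE plants, and 12 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. AT1G08360, listed as a ribosomal protein, averaged 237 ± 37.3 CPM (SD, n = 2) in Ah2880 OE plants and 262 ± 11.6 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -0.14 (standard error 0.14, adjusted p = 0.555). AT1G08360 gave log2 fold changes of -0.36 without replicate 1 and 0.053 without replicate 2 of both groups at HS-11. AT1G08360 had a log2 fold change of 1.26 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.13, adjusted p = 8.86e-12). AT1G33120, listed as a ribosomal protein, averaged 790.0 ± 87.4 CPM (SD, n = 2) in Ah2880 OE plants and 649.7 ± 5.85 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.28 (standard error 0.13, adjusted p = 0.141).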

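Plastid and mitochondrial proteins of CAT 6 comprised 4 loci, of which 4 passed the filter on low counts. These organelle-targeted loci were compared with WT at an adjusted p under 0.01, and 0 were higher or lower even at an unadjusted p under 0.05 at HS-11. These organelle-targeted loci were also compared with AhHAB4-PAI-1 OE plants, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. MALONYL-ACP (AT2G30200) averaged 79.1 ± 8.30 CPM (SD, n = 2) in Ah2880 OE plants and 82.5 ± 13.5 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -0.074 (standard error 0.17, adjusted p = 0.852). AT2G30200 gave log2 fold changes of -0.33 without replicate 1 and 0.22 without replicate 2 of both groups at HS-11. AT2G30200 had the other sign at HS-11 with the libraries thinned to one depth (log2 fold change 0.087). AT2G30200 had a log2 fold change of 1.53 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.17, adjusted p = 1.42e-11). CHAPERONIN 10 (AT2G44650) averaged 50.7 ± 2.02 CPM (SD, n = 2) in Ah2880 OE plants and 56.1 ± 11.4 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -0.12 (standard error 0.19, adjusted p = 0.751). AT2G44650 gave log2 fold changes of 0.12 without replicate 1 and -0.38 without replicate 2 of both groups at HS-11.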

CAT 6 transcripts detected in *AhHAB4-PAI-1 OE* plants code for SIGNAL PEPTIDE PEPTIDASE 1, part of a protease complex involved in chloroplast heat acclimation processes, and for a TPR PLASTID PROTEIN FACTOR, engaged in stress-induced RNA editing, in mitochondria and plastids.

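SIGNAL PEPTIDE PEPTIDASE 1 and the TPR PLASTID PROTEIN FACTOR comprised 2 loci, of which 2 passed the filter on low counts. Both CAT 6 loci were compared with WT at an adjusted p under 0.01, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. Both CAT 6 loci were also compared with Ah2880 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. SIGNAL PEPTIDE PEPTIDASE 1 (AT1G73990) averaged 90.2 ± 3.49 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 59.9 ± 4.67 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.000727). AT1G73990 did not pass the threshold at HS-11 with the libraries thinned to one depth (log2 fold change 0.45). AT1G73990 had a log2 fold change of 0.46 against Ah2880 OE plants at HS-11 (standard error 0.14, adjusted p = 0.00405). TPR PLASTID PROTEIN FACTOR (AT3G63370) averaged 23.9 ± 2.29 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 2 and 1 counts in the WT libraries at HS-11, at least 9.53-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 4.99e-10).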

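CAT 7 of Table S4 held 5 loci past the filter in Ah2880 OE plants, of which 0 were higher (1 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 than in WT at HS-11. In AhHAB4-PAI-1 OE plants it held 14 such loci, of which 14 were higher and 0 lower even at an unadjusted p under 0.05.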

Transcripts corresponding to CAT 7 in *Ah2880* OE plants were found to code mostly for Ca^2+^ signaling-related proteins, while those coding for bioactive peptide hormones abounded in *AhHAB4-PAI-1* OE plants. Among the former were EVOLUTIONARILY CONSERVED C-TERMINAL REGION 1, that acts via its interaction with stress-responsive CALCINEURIN B-LIKE-INTERACTING PROTEIN KINASE1, and a CHCH domain protein that mediates mechano-transduction of Ca^2+^, ROS and electrical signals generated during (a)biotic stresses. 

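The Ca2+-related transcripts ECT1 and the CHCH domain protein comprised 2 loci, of which 2 passed the filter on low counts. Both CAT 7 loci were compared with WT at an adjusted p under 0.01, and 0 were higher or lower even at an unadjusted p under 0.05 at HS-11. Both CAT 7 loci were also compared with AhHAB4-PAI-1 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. EVOLUTIONARILY CONSERVED C-TERMINAL REGION 1 (AT3G03950) averaged 208 ± 2.03 CPM (SD, n = 2) in Ah2880 OE plants and 189 ± 17.0 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.14 (standard error 0.13, adjusted p = 0.517). AT3G03950 had a log2 fold change of 1.07 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.12, adjusted p = 9.72e-11). CHCH domain protein (AT5G64400) averaged 291 ± 16.2 CPM (SD, n = 2) in Ah2880 OE plants and 330.4 ± 16.4 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of -0.18 (standard error 0.14, adjusted p = 0.444).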

Transcripts coding for the CONSTANS-LIKE 3 regulator of plant thermo-morphogenic responses, were also relevant. 

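CONSTANS-LIKE 3 (AT2G24790) averaged 459.7 ± 17.0 CPM (SD, n = 2) in Ah2880 OE plants and 348 ± 12.5 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.40 (standard error 0.13, adjusted p = 0.0241). AT2G24790 passed the threshold at HS-11 with a fit of only the 4 libraries compared (log2 fold change 0.39). AT2G24790 had a log2 fold change of 1.27 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.12, adjusted p = 4.34e-13).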

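RGFR3, BUDDHA’S PAPER SEAL 2 and CLAVATA3/ESR-related 23 comprised 3 loci, of which 1 passed the filter on low counts. These peptide hormone loci were compared with WT at an adjusted p under 0.01, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-11. These peptide hormone loci were also compared with Ah2880 OE plants, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at HS-11. AT3G26540, listed as RGFR3, averaged 17.4 ± 1.86 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 2 and 1 counts in the WT libraries at HS-11, at least 6.87-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 1.28e-07). AT3G26540 did not pass the threshold at HS-11 with the libraries thinned to one depth. AT3G26540 had a log2 fold change of 2.92 against Ah2880 OE plants at HS-11 (standard error 0.45, adjusted p = 1.58e-07). BUDDHA’S PAPER SEAL 2 (AT2G21480) did not pass the filter on low counts, with 2 and 2 counts in AhHAB4-PAI-1 OE plants and 0 and 1 counts in WT at HS-11.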

Transcripts detected in the latter plants code for RGFR3, a receptor kinase that binds to the ROOT GROWTH FACTOR peptide hormones; BUDDHA’S PAPER SEAL 2 kinase that interacts with RALF4/19 peptide ligands and CLAVATA3/ ESR-related 23, a peptide signal involved in the regulation of the shoot apical meristem.

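CIS-CINNAMIC ACID RESPONSIVE PROTEIN (AT2G01520) averaged 76.2 ± 2.36 CPM (SD, n = 2) in Ah2880 OE plants and 71.3 ± 17.7 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 0.056 (standard error 0.18, adjusted p = 0.896). AT2G01520 gave log2 fold changes of -0.10 without replicate 1 and 0.34 without replicate 2 of both groups at HS-11. AT2G01520 had the other sign at HS-11 with the libraries thinned to one depth (log2 fold change -0.12). AT2G01520 had a log2 fold change of 2.62 against AhHAB4-PAI-1 OE plants at HS-11 (standard error 0.19, adjusted p = 6.16e-18).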

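Protein phosphatases 2C and other ABA signaling transcripts comprised 6 loci, of which 5 passed the filter on low counts. These ABA signaling loci were compared with WT at an adjusted p under 0.01, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. These ABA signaling loci were also compared with Ah2880 OE plants, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. PROTEIN PHOSPHATASE 2C (AT3G11410) averaged 302 ± 0.971 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 29.7 ± 3.59 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 3.32 (standard error 0.16, adjusted p = 2.69e-24). AT3G11410 had a log2 fold change of 1.85 against Ah2880 OE plants at HS-11 (standard error 0.13, adjusted p = 1.21e-17). AT5G59220, listed as a clade A PROTEIN PHOSPHATASE TYPE 2C, averaged 225 ± 4.51 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 3 and 2 counts in the WT libraries at HS-11, at least 89.0-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 1.96e-25).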

Compared to the presence of transcripts coding for CIS-CINNAMIC ACID RESPONSIVE PROTEIN, a latex-like protein involved in ABA-related stress responses, in *Ah2880* OE plants, its counterpart showed the accumulation of several ABA signaling-related transcripts coding for the PROTEIN PHOSPHATASE 2C and clade A PROTEIN PHOSPHATASE TYPE 2C negative ABA-regulators, and for the RPK1 receptor-like kinase, ABI 5 binding protein 3, ABA-INSENSITIVE PROTEIN KINASE 1 and ABA INSENSITIVE 1. Other indicative phytohormone-related transcripts detected in these plants code for the SNF1-related protein kinase 2 regulator of gibberellin, auxin, ET and cytokinin signaling; TAGK2 kinase, a controller of GA signaling acting through the inactivation of an E3 ubiquitin ligase; CML16, an ERF48-activated Ca^2+^ sensing protein that enhances stress tolerance, and the temperature-responsive AUXIN RESPONSE FACTOR 18.

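SnRK2, TAGK2, CML16 and AUXIN RESPONSE FACTOR 18 comprised 4 loci, of which 3 passed the filter on low counts. Those hormone-related loci were compared with WT at an adjusted p under 0.01, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. Those hormone-related loci were also compared with Ah2880 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. SNF1-RELATED PROTEIN KINASE 2 (AT4G40010) averaged 7.45 ± 0.0769 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries at HS-11, at least 2.95-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 4.62e-06). AT4G40010 was at least 3.86-fold higher than in Ah2880 OE plants at HS-11 (adjusted p = 5.72e-07). TAGK2 (AT3G19100) averaged 84.4 ± 4.27 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 14.3 ± 7.93 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 2.45 (standard error 0.21, adjusted p = 1.03e-14). AT3G19100 gave log2 fold changes of 1.99 without replicate 1 and 3.22 without replicate 2 of both groups at HS-11.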

Important in the context of their possible role in the generation of SGs, as proposed by the results shown previously in Fig. 6F and H, were a number of transcripts belonging to CAT 8 that accumulated in *AhHAB4-PAI-1* OE plants. These code for the STRESS RESPONSE SUPPRESSOR1 DExH box helicase; two RRM/RBD/RNP RNA binding proteins and a glycine-rich RNA binding protein, similar to other RNA-binding proteins that form part of SGs; an EXONUCLEASE 4-like protein detected in RNA processing bodies formed under heat stress, and various WD40 and ankyrin-repeat family proteins known to mediate protein–protein interactions.

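Helicase, RNA-binding, WD40 and ankyrin-repeat transcripts comprised 11 loci, of which 11 passed the filter on low counts. These RNA- and protein-binding loci were compared with WT at an adjusted p under 0.01, and 10 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. These RNA- and protein-binding loci were also compared with Ah2880 OE plants, and 10 were higher and 0 lower even at an unadjusted p under 0.05 at HS-11. STRESS RESPONSE SUPPRESSOR1 (AT1G31970) averaged 62.4 ± 0.0330 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 8.21 ± 3.92 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 2.82 (standard error 0.26, adjusted p = 1.01e-13). AT1G31970 had a log2 fold change of 1.11 against Ah2880 OE plants at HS-11 (standard error 0.19, adjusted p = 1.01e-06). AT2G28540, listed as a RRM/RBD/RNP RNA binding protein, averaged 68.2 ± 8.79 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 14.5 ± 1.06 CPM (SD, n = 2) in WT at HS-11, a log2 fold change of 2.24 (standard error 0.23, adjusted p = 3.22e-12).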

#### Response during recovery: R-1 and R-3

Transcript accumulation was significantly increased in *AH2880* OE plants during recovery. 

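Ah2880 OE plants had 276 loci in Table S5, of which 256 passed the filter on low counts. Among these 256 loci, 138 were higher and 0 lower (2 at an unadjusted p under 0.05) at R-1 and 19 were higher and 13 lower at R-3 than in WT. At R-3 this balance depended on the setting, with 16 higher and 19 lower with DESeq2’s size factors, 11 and 26 with DESeq2’s Wald test, 27 and 9 after thinning, 29 and 8 with no filter on low counts and 21 and 8 with edgeR’s exact test. When adjusted over the list alone, 149 higher and 1 lower were found at R-1 and 26 higher and 19 lower at R-3. Their median log2 fold change was 0.78 at R-1, with loci at the floor set at their bound. At R-3 only the WT libraries were at the floor in 111 loci, and the libraries of both groups in 5 more. The median with loci at the floor set at their bound was 0. The rotation test of the list gave an adjusted p of 9.96e-17 at R-1 and 0.943 at R-3. Against AhHAB4-PAI-1 OE plants, 158 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 156 were higher and 0 lower (3 at an unadjusted p under 0.05) at R-3.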

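Genes at each end of the log2 fold changes of Ah2880 OE plants in recovery, among those with a mean of at least 50 counts per library in the higher group, were as follows. PCK2 (AT5G65690) had 117 ± 20.2 CPM (SD, n = 2) in Ah2880 OE plants and 0 and 0 counts in the WT libraries at R-1, at least 158-fold higher in Ah2880 OE plants (adjusted p = 2.77e-25). AT5G48430 had 65.3 ± 7.97 CPM (SD, n = 2) in Ah2880 OE plants and 0 and 1 counts in the WT libraries at R-1, at least 91.7-fold higher in Ah2880 OE plants (adjusted p = 1.15e-22). MRD1 (AT1G53480) had 41.4 ± 6.58 CPM (SD, n = 2) in WT and 0 and 0 counts in the Ah2880 OE libraries at R-1, at least 15.4-fold lower in Ah2880 OE plants (adjusted p = 5.45e-14). AT5G44680 had 21.1 ± 2.50 CPM (SD, n = 2) in WT and 0 and 0 counts in the Ah2880 OE libraries at R-1, at least 7.86-fold lower in Ah2880 OE plants (adjusted p = 1.39e-10). RAB18 (AT5G66400) had 909 ± 55.4 CPM (SD, n = 2) in Ah2880 OE plants and 0 and 0 counts in the WT libraries at R-3, at least 25.5-fold higher in Ah2880 OE plants (adjusted p = 1.69e-14). RD22 (AT5G25610) had 714 ± 24.3 CPM (SD, n = 2) in Ah2880 OE plants and 0 and 0 counts in the WT libraries at R-3, at least 19.6-fold higher in Ah2880 OE plants (adjusted p = 1.43e-14). PCK2 (AT5G65690) had 93.2 ± 6.45 CPM (SD, n = 2) in Ah2880 OE plants and 819.6 ± 161 CPM (SD, n = 2) in WT at R-3, a log2 fold change of -3.13 (standard error 0.20, adjusted p = 2.18e-16). DIN2 (AT3G60140) had 369 ± 2.91 CPM (SD, n = 2) in Ah2880 OE plants and 2110.4 ± 80.4 CPM (SD, n = 2) in WT at R-3, a log2 fold change of -2.52 (standard error 0.14, adjusted p = 1.93e-19).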

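MYB, ERF, WRKY, bHLH and DOF TFs of groups 1 and 2 comprised 28 loci, of which 27 passed the filter on low counts. These TF loci were compared with WT at an adjusted p under 0.01, and 14 were higher and 0 lower (1 at an unadjusted p under 0.05) at R-1, and 0 were higher (2 at an unadjusted p under 0.05) and 2 lower at R-3. These TF loci were also compared with AhHAB4-PAI-1 OE plants, and 19 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 18 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. MYB2 (AT2G47190) averaged 25.9 ± 7.91 CPM (SD, n = 2) in Ah2880 OE plants and 4.41 ± 2.24 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 2.65 (standard error 0.33, adjusted p = 3.80e-09). AT2G47190 gave log2 fold changes of 3.17 without replicate 1 and 1.64 without replicate 2 of both groups at R-1. AT2G47190 had a log2 fold change of 1.82 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.32, adjusted p = 4.02e-06). At R-3, MYB2 averaged 25.0 ± 0.756 CPM (SD, n = 2) in Ah2880 OE plants and had 2 and 1 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.783). AT2G47190 had a log2 fold change of 1.63 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.26, adjusted p = 7.07e-07). MYB84 (AT3G49690) did not pass the filter on low counts, with 0 and 0 counts in Ah2880 OE plants and 2 and 3 counts in WT at R-1. At R-3, MYB84 did not pass the filter on low counts, with 0 and 2 counts in Ah2880 OE plants and 0 and 2 counts in WT.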

CAT 1 transcripts (groups 1 and 2; Table S5) code for several different TFs belonging to the MYB (4), ERF/DREB/AP2 (12), WRKY and stress-responsive WRKY-interacting and VQ proteins (9), bHLH (8), and DOF/cDOF (3) families. Also represented were 9 NAC TFs, some of which enhance heat tolerance by inducing the expression of HSFs, HSPs and ROS scavenging protein genes; a bromodomain-containing TF, similar to others that maintain gene expression during heat stress by combining with RNA polymerase II kinases; the SCARECROW-LIKE PROTEIN 1 and 3 GRAS TFs involved in gibberellin-signaling; zinc-binding PLATZ TF, associated with membrane protection, antioxidant enzymes activation and up-regulated expression of development and cell proliferation genes via the activation of cyclin, gibberellin and other phytohormone biosynthetic genes; ALFIN1-like, SOD7 and DP-E2F-like 2 TFs, able to control plant development, partly via cell cycle control, and various other TFs known to regulate circadian rhythms, particularly PSEUDO-RESPONSE REGULATOR 7, a component of the temperature sensitive circadian system that regulates several stress-recovery responses and the stimulation of heat-induced phase separation. 

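NAC and other TFs of Table S5 comprised 10 loci, of which 10 passed the filter on low counts. These NAC and other loci were compared with WT at an adjusted p under 0.01, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 1 was higher and 1 lower at R-3. These NAC and other loci were also compared with AhHAB4-PAI-1 OE plants, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. NAC19 (AT1G52890) averaged 159 ± 12.1 CPM (SD, n = 2) in Ah2880 OE plants and 115 ± 1.71 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.46 (standard error 0.14, adjusted p = 0.00761). AT1G52890 did not pass the threshold at R-1 with DESeq2's size factors (log2 fold change 0.40) and with the libraries thinned to one depth (log2 fold change 0.53). AT1G52890 had a log2 fold change of 0.62 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.15, adjusted p = 0.000559). At R-3, NAC19 averaged 159.9 ± 12.7 CPM (SD, n = 2) in Ah2880 OE plants and had 1 and 3 counts in the WT libraries, at least 4.36-fold higher in Ah2880 OE plants (adjusted p = 0.000106). AT1G52890 did not pass the threshold at R-3 with DESeq2's Wald test and with a fit of only the 4 libraries compared. AT1G52890 had a log2 fold change of 1.24 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.14, adjusted p = 5.46e-11). NAC03 (AT1G34180) averaged 12.8 ± 2.59 CPM (SD, n = 2) in Ah2880 OE plants and 1.58 ± 0.0799 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 2.95 (standard error 0.51, adjusted p = 5.25e-06). AT1G34180 gave log2 fold changes of 2.36 without replicate 1 and 2.69 without replicate 2 of both groups at R-1. At R-3, NAC03 averaged 11.5 ± 6.45 CPM (SD, n = 2) in Ah2880 OE plants and had 3 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.702).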

CAT 1 transcripts in *AhHAB4-PAI-1* OE plants (group 4; Table S5), were found to code predominantly for MYB TFs.

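AhHAB4-PAI-1 OE plants had 94 loci in Table S5, of which 81 passed the filter on low counts. Among these 81 loci, 20 were higher and 0 lower (1 at an unadjusted p under 0.05) at R-1 and 38 were higher and 1 lower at R-3 than in WT. When adjusted over the list alone, 29 higher and 0 lower were found at R-1 and 44 higher and 1 lower at R-3. Their median log2 fold change was 0.52 at R-1. At R-3 the WT libraries of 77 loci were at the floor, and the median with these at their bound was 0. The rotation test of the list gave an adjusted p of 8.11e-09 at R-1 and 9.77e-10 at R-3. Against Ah2880 OE plants, 57 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 78 were higher and 0 lower (1 at an unadjusted p under 0.05) at R-3.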

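Genes at each end of the log2 fold changes of AhHAB4-PAI-1 OE plants in recovery, among those with a mean of at least 50 counts per library in the higher group, were as follows. UF3GT (AT5G54060) had 20.8 ± 2.67 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 1.12 ± 0.348 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 4.25 (standard error 0.37, adjusted p = 4.26e-13). AT5G54060 gave 3.85 without replicate 1 and 3.21 without replicate 2 of both groups on the log2 scale at R-1. LDOX (AT4G22880) had 34.3 ± 6.48 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 2.39 ± 0.303 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 3.87 (standard error 0.29, adjusted p = 8.31e-16). MRD1 (AT1G53480) had 41.4 ± 6.58 CPM (SD, n = 2) in WT and 0 and 2 counts in the AhHAB4-PAI-1 OE libraries at R-1, at least 43.6-fold lower in AhHAB4-PAI-1 OE plants (adjusted p = 1.65e-18). HEI10 (AT1G53490) had 2.16 ± 2.103 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 43.9 ± 6.12 CPM (SD, n = 2) in WT at R-1, a log2 fold change of -3.88 (standard error 0.28, adjusted p = 1.85e-16). AT1G53490 gave -3.19 without replicate 1 and -5.09 without replicate 2 of both groups on the log2 scale at R-1. LHCB2.3 (AT3G27690) had 1453 ± 225 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 0 and 0 counts in the WT libraries at R-3, at least 38.6-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 3.96e-20). ELP (AT1G12090) had 1146 ± 241 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 0 and 0 counts in the WT libraries at R-3, at least 30.0-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 2.33e-17). PCK2 (AT5G65690) had 819.6 ± 161 CPM (SD, n = 2) in WT and 2 and 1 counts in the AhHAB4-PAI-1 OE libraries at R-3, at least 1273-fold lower in AhHAB4-PAI-1 OE plants (adjusted p = 2.33e-29). AT1G30720 had 4.96 ± 1.31 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 625 ± 45.9 CPM (SD, n = 2) in WT at R-3, a log2 fold change of -6.88 (standard error 0.25, adjusted p = 1.82e-29).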

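The MYB TFs of group 4 comprised 5 loci, of which 5 passed the filter on low counts. These MYB loci were compared with WT at an adjusted p under 0.01, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. These MYB loci were also compared with Ah2880 OE plants, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. MYB76 (AT5G07700) averaged 4.70 ± 0.0506 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 0.816 ± 0.383 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 2.40 (standard error 0.56, adjusted p = 0.00200). AT5G07700 gave log2 fold changes of 1.55 without replicate 1 and 2.07 without replicate 2 of both groups at R-1. AT5G07700 did not pass the threshold at R-1 with DESeq2's Wald test (log2 fold change 2.47). AT5G07700 was at least 1.76-fold higher than in Ah2880 OE plants at R-1 (adjusted p = 0.00108). At R-3, MYB76 averaged 8.45 ± 1.38 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.273). AT5G07700 was at least 4.89-fold higher than in Ah2880 OE plants at R-3 (adjusted p = 3.05e-07). MYB95 (AT1G74430) averaged 6.39 ± 3.30 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 6.04 ± 1.60 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.29 (standard error 0.32, adjusted p = 0.651). AT1G74430 gave log2 fold changes of 0.26 without replicate 1 and -0.23 without replicate 2 of both groups at R-1. At R-3, MYB95 averaged 11.1 ± 0.442 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.186).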

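CAT 2 of Table S5 held 39 loci past the filter in Ah2880 OE plants, of which 13 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 0 were higher (4 at an unadjusted p under 0.05) and 1 lower at R-3 than in WT. The AhHAB4-PAI-1 OE line had 2 such loci, of which 0 were higher (1 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at R-1 and 1 was higher and 0 lower even at an unadjusted p under 0.05 at R-3.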

The number of CAT 2 transcripts also increased significantly during recovery in *Ah2880* OE plants. They code for several proteins associated with ER-related functions and autophagy. Among them were RING finger E3 ubiquitin ligase acting on a temperature-responsive ER membrane-bound auxin binding protein; PRT1 E3 ubiquitin ligase, a component of the N-end rule pathway; VACUOLAR SORTING RECPTOR 7, a ER-Golgi transport regulator and contributor to heat stress tolerance; VPS9a, a component of the autophagosome-based protein degradation system; LIPID DROPLET AND ER-ASSOCIATED PROTEIN, an organizer of autophagy receptors for ER turnover; UDP-GALACTOSE TRANSPORTER 6, part of the ER quality control mechanism to ensure proper glycoproteins folding; HEAT STRESS TRANSCRIPTION FACTOR A4A, that induces stress-associated gene transcription via MPK3/6 and MPK4 phosphorylation cascades; SMAX1- LIKE 6, a PHYTOCHROME-INTERACTING FACTOR 4-regulated chaperonin required for thermotolerance; AUTOPHAGY-RELATED 2 that targets heat-denatured HSPs and other proteins for degradation; the ATG8-INTERACTING PROTEIN 2 and CLATHRIN LIGHT CHAIN autophagy-related proteins that promote the assembly of the Golgi apparatus, in addition to the TPRKB-LIKE protein, an inducer of heat stress-activated autophagy in the *Pleurotus giganteus* mushroom.

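ER- and autophagy-related transcripts comprised 11 loci, of which 11 passed the filter on low counts. These ER-related loci were compared with WT at an adjusted p under 0.01, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher (1 at an unadjusted p under 0.05) and 0 lower (3 at an unadjusted p under 0.05) at R-3. These ER-related loci were also compared with AhHAB4-PAI-1 OE plants, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. RING finger E3 ubiquitin ligase (AT4G28270) averaged 27.7 ± 7.06 CPM (SD, n = 2) in Ah2880 OE plants and 8.32 ± 0.215 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 1.68 (standard error 0.29, adjusted p = 5.60e-06). AT4G28270 had a log2 fold change of 0.58 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.27, adjusted p = 0.0780). At R-3, RING finger E3 ubiquitin ligase averaged 26.2 ± 0.287 CPM (SD, n = 2) in Ah2880 OE plants and 31.0 ± 27.5 CPM (SD, n = 2) in WT, a log2 fold change of -0.20 (standard error 0.70, adjusted p = 0.892). AT4G28270 gave log2 fold changes of 1.14 without replicate 1 and -0.94 without replicate 2 of both groups at R-3. AT4G28270 had the other sign at R-3 with no filter on low counts (log2 fold change 0.10). AT4G28270 had a log2 fold change of -0.12 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.21, adjusted p = 0.668). PRT1 (AT3G24800) averaged 34.3 ± 2.25 CPM (SD, n = 2) in Ah2880 OE plants and 23.6 ± 4.46 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.54 (standard error 0.21, adjusted p = 0.0362). AT3G24800 passed the threshold at R-1 with the WT R-3 libraries left out (log2 fold change 0.71) and with a fit of only the 4 libraries compared (log2 fold change 0.74). At R-3, PRT1 averaged 24.0 ± 0.379 CPM (SD, n = 2) in Ah2880 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.0471).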

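CAT 3 of Table S5 held 18 loci past the filter in Ah2880 OE plants, of which 8 were higher and 0 lower (1 at an unadjusted p under 0.05) at R-1 and 1 was higher and 1 lower at R-3 than in WT. CAT 4 of Table S5 held 45 loci past the filter in Ah2880 OE plants, of which 34 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 8 were higher and 4 lower at R-3 than in WT. CAT 5 of Table S5 held 57 loci past the filter in Ah2880 OE plants, of which 35 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 6 were higher and 2 lower at R-3 than in WT. CAT 6 of Table S5 held 2 loci past the filter in Ah2880 OE plants, of which 1 was higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 1 was higher and 0 lower even at an unadjusted p under 0.05 at R-3 than in WT. CAT 3 held 4 such loci in AhHAB4-PAI-1 OE plants, of which 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. CAT 4 held 14 such loci in AhHAB4-PAI-1 OE plants, of which 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 8 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. CAT 5 held 14 such loci in AhHAB4-PAI-1 OE plants, of which 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 4 were higher and 1 lower at R-3.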

CAT 3 to 6 transcripts were also much more abundant in *Ah2880* OE plants. 

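DNA repair, poly(A)-binding and chromatin transcripts of CAT 3 comprised 10 loci, of which 8 passed the filter on low counts. These CAT 3 loci of Table S5 were compared with WT at an adjusted p under 0.01, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher (1 at an unadjusted p under 0.05) and 1 lower at R-3. These CAT 3 loci of Table S5 were also compared with AhHAB4-PAI-1 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 3 were higher and 0 lower (1 at an unadjusted p under 0.05) at R-3. ESSENTIAL MEIOTIC ENDONUCLEASE 1B (AT2G22140) did not pass the filter on low counts, with 1 and 4 counts in Ah2880 OE plants and 4 and 4 counts in WT at R-1. At R-3, ESSENTIAL MEIOTIC ENDONUCLEASE 1B did not pass the filter on low counts, with 0 and 6 counts in Ah2880 OE plants and 0 and 0 counts in WT. MMZ3/UEV1C (AT2G36060) averaged 40.1 ± 10.2 CPM (SD, n = 2) in Ah2880 OE plants and 35.6 ± 5.84 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.14 (standard error 0.21, adjusted p = 0.626). At R-3, MMZ3/UEV1C averaged 30.1 ± 2.64 CPM (SD, n = 2) in Ah2880 OE plants and 83.9 ± 11.8 CPM (SD, n = 2) in WT, a log2 fold change of -1.46 (standard error 0.46, adjusted p = 0.0339). AT2G36060 passed the threshold at R-3 with DESeq2's Wald test (log2 fold change -1.71).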

Significant CAT 3 transcripts code for ESSENTIAL MEIOTIC ENDONUCLEASE 1B and MMZ3/UEV1C DNA repair proteins; class I POLY A-BINDING PROTEIN that regulates HS-responsive poly(A) tail length and HSP70 expression; CHROMATIN REMODELLING 12 and two SET domain containing proteins implicated in epigenetic and chromatin-based adaptations required for heat stress thermo-memory; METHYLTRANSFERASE G, a mediator of ribosomal RNA methylation and ribosome assembly during temperature stress; LUC7, a stress-responsive RNA alternative splicing regulator; miR163, a controller of heat stress-related gene expression, and the LOW protein, an RNA helicase that maintains rRNA homeostasis under high temperatures.

Relevant CAT 4 transcripts that accumulated in *Ah2880* OE plants code for numerous proteins that participate in enzymatic and non-enzymatic antioxidant stress-activated processes. Also detected were transcripts coding for the PDS1 plastoquinone and tocopherols biosynthetic enzyme; two TLD-domain containing nucleolar proteins that enhance photosynthesis efficiency via oxidative stress amelioration, and NUDIX HYDROLASE HOMOLOG 18, an adjuster of redox homeostasis and thermotolerance. 

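PDS1, TLD-domain and NUDIX transcripts comprised 4 loci, of which 4 passed the filter on low counts. These redox-related loci were compared with WT at an adjusted p under 0.01, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher (1 at an unadjusted p under 0.05) and 1 lower at R-3. These redox-related loci were also compared with AhHAB4-PAI-1 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. PDS1 (AT1G06570) averaged 219.5 ± 14.5 CPM (SD, n = 2) in Ah2880 OE plants and 131 ± 8.61 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.74 (standard error 0.14, adjusted p = 2.05e-05). AT1G06570 had a log2 fold change of 1.35 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.15, adjusted p = 6.02e-11). At R-3, PDS1 averaged 269 ± 16.4 CPM (SD, n = 2) in Ah2880 OE plants and 294 ± 24.1 CPM (SD, n = 2) in WT, a log2 fold change of -0.13 (standard error 0.24, adjusted p = 0.796). AT1G06570 had the other sign at R-3 with no filter on low counts (log2 fold change 0.17) and with the libraries thinned to one depth (log2 fold change 0.012). AT1G06570 had a log2 fold change of 1.07 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.13, adjusted p = 7.53e-10). AT5G39590, listed as a TLD-domain nucleolar protein, averaged 224 ± 1.13 CPM (SD, n = 2) in Ah2880 OE plants and 149 ± 5.85 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.59 (standard error 0.12, adjusted p = 7.01e-05). At R-3, AT5G39590 averaged 207 ± 2.76 CPM (SD, n = 2) in Ah2880 OE plants and 133 ± 25.4 CPM (SD, n = 2) in WT, a log2 fold change of 0.65 (standard error 0.27, adjusted p = 0.146).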

Others associated with cell wall-related events code for several proteins involved in xyloglucan biosynthesis/ metabolism processes linked to the control of cell wall extensibility; an auxin- and stress-inducible EPOXIDE HYDROLASE involved in cutin monomer synthesis; WSD6, required for cuticular wax formation linked to enhanced thermotolerance; Golgi membrane-localized CELLULOSE SYNTHASE, a generator cell wall structural changes in response to heat stress in cotton; an ER-localized SPHINGOID LONG-CHAIN BASE-1-PHOSPHATE LYASE, involved in signaling pathways leading to programmed cell death, and several more transcripts coding for lignin biosynthetic enzymes. 

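Xyloglucan, cutin, wax and lignin transcripts comprised 14 loci, of which 14 passed the filter on low counts. These wall- and wax-related loci were compared with WT at an adjusted p under 0.01, and 11 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 3 were higher and 1 lower at R-3. These wall- and wax-related loci were also compared with AhHAB4-PAI-1 OE plants, and 9 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 12 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. AT5G20950, listed as a xyloglucan-related protein, averaged 197 ± 8.33 CPM (SD, n = 2) in Ah2880 OE plants and 168 ± 0.965 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.22 (standard error 0.12, adjusted p = 0.128). AT5G20950 passed the threshold at R-1 with the WT R-3 libraries left out (log2 fold change 0.40) and with a fit of only the 4 libraries compared (log2 fold change 0.42). AT5G20950 had a log2 fold change of 0.36 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.12, adjusted p = 0.0124). At R-3, AT5G20950 averaged 191 ± 3.88 CPM (SD, n = 2) in Ah2880 OE plants and had 2 and 3 counts in the WT libraries, at least 5.28-fold higher in Ah2880 OE plants (adjusted p = 1.95e-06). AT5G20950 did not pass the threshold at R-3 with a fit of only the 4 libraries compared. AT5G20950 had a log2 fold change of 0.63 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.11, adjusted p = 4.65e-06). AT3G10740, listed as a xyloglucan-related protein, averaged 183 ± 0.483 CPM (SD, n = 2) in Ah2880 OE plants and 84.7 ± 1.50 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 1.11 (standard error 0.14, adjusted p = 2.28e-09). At R-3, AT3G10740 averaged 189 ± 23.0 CPM (SD, n = 2) in Ah2880 OE plants and 238 ± 87.2 CPM (SD, n = 2) in WT, a log2 fold change of -0.36 (standard error 0.25, adjusted p = 0.449). AT3G10740 gave log2 fold changes of -0.79 without replicate 1 and 0.22 without replicate 2 of both groups at R-3.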

Additional transcripts code for FASCICLIN-LIKE ARABINOGALACTAN PROTEIN, a mediator of stress-related changes in secondary cell walls, and others coding for membrane-related proteins including MYOTUBULARIN 1, required for membrane-associated stress responses; the ALA-INTERACTING SUBUNIT 5 lipid transporter that modifies membranes as part of heat-adaptation lipid signaling events, and the SEC14P-LIKE phosphatidylinositol transfer protein that confers heat stress tolerance by altering membrane lipid composition. 

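Arabinogalactan and membrane lipid transcripts comprised 4 loci, of which 4 passed the filter on low counts. These membrane-related loci were compared with WT at an adjusted p under 0.01, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher (1 at an unadjusted p under 0.05) and 0 lower (1 at an unadjusted p under 0.05) at R-3. These membrane-related loci were also compared with AhHAB4-PAI-1 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. FASCICLIN-LIKE ARABINOGALACTAN PROTEIN (AT1G15190) averaged 1.52 ± 0.613 CPM (SD, n = 2) in WT and had 2 and 3 counts in the Ah2880 OE libraries at R-1, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.664). At R-3, FASCICLIN-LIKE ARABINOGALACTAN PROTEIN had at most 3 counts in each library of both groups, so no fold change is given (adjusted p = 0.589). MYOTUBULARIN 1 (AT3G10550) averaged 49.2 ± 9.05 CPM (SD, n = 2) in Ah2880 OE plants and 23.9 ± 1.84 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 1.06 (standard error 0.19, adjusted p = 9.04e-06). At R-3, MYOTUBULARIN 1 averaged 47.4 ± 2.16 CPM (SD, n = 2) in Ah2880 OE plants and 85.0 ± 22.4 CPM (SD, n = 2) in WT, a log2 fold change of -0.84 (standard error 0.41, adjusted p = 0.225).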

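Extensin, MAPK and POLLEN OLE E1 transcripts comprised 5 loci, of which 4 passed the filter on low counts. These CAT 4 loci were compared with WT at an adjusted p under 0.01, and 1 was higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. These CAT 4 loci were also compared with Ah2880 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. EXTENSIN PROLINE-RICH 1 (AT1G03820) averaged 7.71 ± 2.29 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 3.15 ± 1.38 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 1.37 (standard error 0.33, adjusted p = 0.00267). AT1G03820 did not pass the threshold at R-1 with DESeq2's Wald test (log2 fold change 1.35) and with the libraries thinned to one depth (log2 fold change 2.44) and with a fit of only the 4 libraries compared (log2 fold change 1.34). AT1G03820 was at least 3.22-fold higher than in Ah2880 OE plants at R-1 (adjusted p = 2.70e-06). At R-3, EXTENSIN PROLINE-RICH 1 averaged 15.9 ± 0.177 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.0748). AT1G03820 was at least 9.64-fold higher than in Ah2880 OE plants at R-3 (adjusted p = 5.09e-11). MAPK 8 (AT1G18150) averaged 42.1 ± 2.13 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 35.6 ± 1.86 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.25 (standard error 0.16, adjusted p = 0.350). AT1G18150 had the other sign at R-1 with the libraries thinned to one depth (log2 fold change -0.11). At R-3, MAPK 8 averaged 56.8 ± 0.521 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 1 and 0 counts in the WT libraries, at least 1.57-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 0.00417). AT1G18150 did not pass the threshold at R-3 with DESeq2's size factors and with DESeq2's Wald test and with the libraries thinned to one depth and with a fit of only the 4 libraries compared.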

The much-reduced CAT 4 representation detected in *AhHAB4-PAI-1* OE plants included transcripts coding for the EXTENSIN PROLINE-RICH 1 cell wall modifier; MAPK 8, a stress-activator of Ca^2+^ release and ROS accumulation; GALACTOSE OXIDASE-LIKE enhancer of cell wall mechanical strength, and POLLEN OLE E1 proteins, involved in stress-responsive cell wall modifications.

Similarly abundant CAT 5 transcripts detected in *Ah2880* OE plants code for various heat stress-activated and ER-localized aquaporins; the NRT1.8, SLAH2, NIN Like Protein 7 and NLP7 modulators of nitrate transport, sensing and metabolism; PEPTIDE TRANSPORTER 1, CATIONIC AMINO ACID TRANSPORTER and ALANINE AMINOTRANSFERASE 2 that regulate N uptake, transport and utilization; the PLASMA MEMBRANE PROTON ATPase 2 cation channel that regulates Ca^2+^ influx during heat shock; three CYSTEINE-RICH RECEPTOR-LIKE PROTEIN KINASE modulators of UV radiation and heat stress responses via Ca^2+^ transport and ROS accumulation, and SULFATE TRANSPORTER 3, a mediator of the ET, H_2_S, and S cross-talk during heat stress responses. 

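Aquaporin, nitrate, amino acid and ion transport transcripts comprised 13 loci, of which 12 passed the filter on low counts. These transport loci were compared with WT at an adjusted p under 0.01, and 9 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 1 was higher and 0 lower (2 at an unadjusted p under 0.05) at R-3. These transport loci were also compared with AhHAB4-PAI-1 OE plants, and 9 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 10 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. ER-localized aquaporin (AT5G18290) did not pass the filter on low counts, with 2 and 6 counts in Ah2880 OE plants and 1 and 6 counts in WT at R-1. At R-3, ER-localized aquaporin did not pass the filter on low counts, with 3 and 4 counts in Ah2880 OE plants and 0 and 0 counts in WT. NRT1.8 (AT4G21680) averaged 308 ± 0.375 CPM (SD, n = 2) in Ah2880 OE plants and 192 ± 12.8 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.68 (standard error 0.12, adjusted p = 1.33e-05). At R-3, NRT1.8 averaged 301 ± 3.46 CPM (SD, n = 2) in Ah2880 OE plants and 179.9 ± 22.8 CPM (SD, n = 2) in WT, a log2 fold change of 0.74 (standard error 0.26, adjusted p = 0.0619). AT4G21680 passed the threshold at R-3 with no filter on low counts (log2 fold change 1.04).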

C and N metabolism-related CAT 5 transcripts code for the SUCROSE SYNTHASE 1, SUCROSE TRANSPORTER 4 and SUCROSE-PROTON SYMPORTER controllers of stress-regulated C allocation and growth during stress; the TREHALOSE-6-PHOSPHATE SYNTHASE 8 mediator of the trehalose 6-phosphate-related thermotolerance linked to C partitioning and sucrose homoeostasis; GLUCOKINASE, a controller of autophagy and/or programmed cell death; GLUTAMATE SYNTHETASE, positively correlated with heat tolerance in grasses;, and CHOLINE SYNTHASE, a glycine-betaine precursor that enhances antioxidant enzyme activity and PSII stability during heat stress. 

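Sucrose, trehalose and N metabolism transcripts comprised 7 loci, of which 6 passed the filter on low counts. These C and N loci were compared with WT at an adjusted p under 0.01, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. These C and N loci were also compared with AhHAB4-PAI-1 OE plants, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. SUCROSE SYNTHASE 1 (AT5G20830) averaged 320.1 ± 17.1 CPM (SD, n = 2) in Ah2880 OE plants and 185 ± 3.57 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.79 (standard error 0.12, adjusted p = 4.69e-07). AT5G20830 had a log2 fold change of 0.72 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.12, adjusted p = 3.41e-06). At R-3, SUCROSE SYNTHASE 1 averaged 306 ± 16.2 CPM (SD, n = 2) in Ah2880 OE plants and 238 ± 104 CPM (SD, n = 2) in WT, a log2 fold change of 0.34 (standard error 0.23, adjusted p = 0.427). AT5G20830 gave log2 fold changes of -0.081 without replicate 1 and 0.95 without replicate 2 of both groups at R-3. AT5G20830 had a log2 fold change of 1.92 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.13, adjusted p = 3.13e-19). SUCROSE TRANSPORTER 4 (AT1G09960) averaged 11.1 ± 0.204 CPM (SD, n = 2) in Ah2880 OE plants and 10.3 ± 0.788 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.11 (standard error 0.33, adjusted p = 0.822). At R-3, SUCROSE TRANSPORTER 4 averaged 12.7 ± 1.47 CPM (SD, n = 2) in Ah2880 OE plants and had 3 and 2 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.330).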

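SWEET13 (AT5G50800) averaged 3.65 ± 0.576 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 1.03 ± 0.691 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 1.62 (standard error 0.59, adjusted p = 0.0614). AT5G50800 gave log2 fold changes of 0.81 without replicate 1 and 1.88 without replicate 2 of both groups at R-1. AT5G50800 was at least 1.29-fold higher than in Ah2880 OE plants at R-1 (adjusted p = 0.00583). At R-3, SWEET13 averaged 7.70 ± 0.999 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.311). AT5G50800 was at least 4.50-fold higher than in Ah2880 OE plants at R-3 (adjusted p = 1.05e-06).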

The much fewer CAT 5 related transcripts detected in *AhHAB4-PAI-1* OE plants were found to code mostly for N and C transporters, including the SWEET13 sucrose efflux transporter that mediates gibberellin uptake for plant development. Also found in *AhHAB4-PAI-1* OE plants were transcripts that code for PHENYL ALANINE AMMONIA-LYASE 3, involved in the stress-activated biosynthesis of protective secondary metabolites, and ANTHRANILATE SYNTHASE 2, linked to the protective accumulation of tryptophan and phenylalanine in heat stressed plants.

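PAL3 and ANTHRANILATE SYNTHASE 2 comprised 2 loci, of which 2 passed the filter on low counts. Both secondary metabolism loci were compared with WT at an adjusted p under 0.01, and 0 were higher or lower even at an unadjusted p under 0.05 at R-1, and 0 were higher (2 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at R-3. Both secondary metabolism loci were also compared with Ah2880 OE plants, and 0 were higher (1 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at R-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. PHENYL ALANINE AMMONIA-LYASE 3 (AT5G04230) averaged 6.15 ± 1.05 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 6.94 ± 0.949 CPM (SD, n = 2) in WT at R-1, a log2 fold change of -0.10 (standard error 0.31, adjusted p = 0.897). AT5G04230 had the other sign at R-1 with the libraries thinned to one depth (log2 fold change 0.32). AT5G04230 had a log2 fold change of 0.87 against Ah2880 OE plants at R-1 (standard error 0.53, adjusted p = 0.185). At R-3, PHENYL ALANINE AMMONIA-LYASE 3 averaged 20.7 ± 3.57 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.0468). AT5G04230 had a log2 fold change of 2.45 against Ah2880 OE plants at R-3 (standard error 0.34, adjusted p = 2.02e-08). ANTHRANILATE SYNTHASE 2 (AT2G29690) averaged 25.3 ± 3.41 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 21.2 ± 1.65 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.21 (standard error 0.20, adjusted p = 0.585). At R-3, ANTHRANILATE SYNTHASE 2 averaged 30.7 ± 0.870 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 1 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.108).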

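CAT 6 of Table S5 held 2 loci past the filter in AhHAB4-PAI-1 OE plants, of which 0 were higher or lower even at an unadjusted p under 0.05 at R-1 and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3 than in WT. CAT 7 held 35 loci past the filter in Ah2880 OE plants, of which 18 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 1 was higher and 1 lower at R-3. The AhHAB4-PAI-1 OE plants had 24 CAT 7 loci past the filter, of which 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 11 were higher and 0 lower even at an unadjusted p under 0.05 at R-3.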

CAT 6 and CAT 7 were similarly represented in both transgenic plants. Germane CAT 6 transcripts in *Ah2880* OE plants code for CLPX, a CLP protease regulatory subunit that stabilizes HSP and ClpC1 chaperones in chloroplasts. 

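CLPX (AT5G53350) averaged 82.9 ± 5.45 CPM (SD, n = 2) in Ah2880 OE plants and 70.9 ± 2.55 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.22 (standard error 0.16, adjusted p = 0.297). AT5G53350 had a log2 fold change of 0.058 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.17, adjusted p = 0.809). At R-3, CLPX averaged 87.9 ± 3.19 CPM (SD, n = 2) in Ah2880 OE plants and 85.0 ± 22.4 CPM (SD, n = 2) in WT, a log2 fold change of 0.055 (standard error 0.40, adjusted p = 0.956). AT5G53350 gave log2 fold changes of 0.31 without replicate 1 and -0.16 without replicate 2 of both groups at R-3. AT5G53350 had the other sign at R-3 with DESeq2's size factors (log2 fold change -0.18) and with DESeq2's Wald test (log2 fold change -0.18) and with a fit of only the 4 libraries compared (log2 fold change -0.12). AT5G53350 had a log2 fold change of -0.15 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.15, adjusted p = 0.406).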

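COR414 THYLAKOID MEMBRANE 1 and LON DOMAIN-CONTAINING PROTEIN 1 comprised 2 loci, of which 2 passed the filter on low counts. Both chloroplast loci were compared with WT at an adjusted p under 0.01, and 0 were higher or lower even at an unadjusted p under 0.05 at R-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. Both chloroplast loci were also compared with Ah2880 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. COLD REGULATED 414 THYLAKOID MEMBRANE 1 (AT1G29395) averaged 29.4 ± 7.19 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 22.4 ± 1.00 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.29 (standard error 0.18, adjusted p = 0.346). AT1G29395 had a log2 fold change of 2.24 against Ah2880 OE plants at R-1 (standard error 0.34, adjusted p = 2.61e-07). At R-3, COLD REGULATED 414 THYLAKOID MEMBRANE 1 averaged 35.5 ± 5.92 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.00564). AT1G29395 did not pass the threshold at R-3 with DESeq2's size factors and with DESeq2's Wald test and with the libraries thinned to one depth and with a fit of only the 4 libraries compared. AT1G29395 had a log2 fold change of 2.22 against Ah2880 OE plants at R-3 (standard error 0.25, adjusted p = 1.27e-10). LON DOMAIN-CONTAINING PROTEIN 1 (AT1G19740) averaged 113 ± 13.8 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 96.9 ± 5.83 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.24 (standard error 0.13, adjusted p = 0.254). At R-3, LON DOMAIN-CONTAINING PROTEIN 1 averaged 179.5 ± 11.6 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 3 and 0 counts in the WT libraries, at least 4.89-fold higher in AhHAB4-PAI-1 OE plants (adjusted p = 1.31e-06).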

In *AhHAB4-PAI-1* OE plants, the most apropos CAT 6 transcripts code for the COLD REGULATED 414 THYLAKOID MEMBRANE 1 protein that maintains chloroplast photosynthetic activity after stress-related damage, and the chloroplast-localized LON DOMAIN-CONTAINING PROTEIN 1 that controls H_2_O_2_ levels and lignin polymerization.

CAT 7 was abundantly represented in both transgenic plants in this phase. 

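NDR1/HIN1-like 6, HVA22, COPPER AMINE OXIDASE1 and ABA-IMPORTING TRANSPORTER 1 comprised 4 loci, of which 3 passed the filter on low counts. These ABA-related transcripts were compared with WT at an adjusted p under 0.01, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher or lower even at an unadjusted p under 0.05 at R-3. These ABA-related transcripts were also compared with AhHAB4-PAI-1 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. NDR1/HIN1-like 6 (AT1G65690) averaged 53.2 ± 0.334 CPM (SD, n = 2) in Ah2880 OE plants and 9.03 ± 0.445 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 2.55 (standard error 0.24, adjusted p = 3.63e-13). AT1G65690 had a log2 fold change of 1.26 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.22, adjusted p = 4.16e-06). At R-3, NDR1/HIN1-like 6 averaged 51.6 ± 5.96 CPM (SD, n = 2) in Ah2880 OE plants and had 3 and 3 counts in the WT libraries, a difference that did not pass the threshold (adjusted p = 0.651). AT1G65690 had a log2 fold change of 1.19 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.19, adjusted p = 3.64e-07). HVA22 (AT5G62490) did not pass the filter on low counts, with 3 and 1 counts in Ah2880 OE plants and 6 and 3 counts in WT at R-1. At R-3, HVA22 did not pass the filter on low counts, with 1 and 3 counts in Ah2880 OE plants and 0 and 0 counts in WT.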

In the *Ah2880* OE plants, most of the relevant transcripts detected code for proteins involved in ABA biosynthesis, signaling and cross-talk with other phytohormones such as NDR1/HIN1-like 6, an activator of ABA signaling and biosynthesis; the HVA22 modulator of antioxidant responses; COPPER AMINE OXIDASE1, a mediator ABA- and polyamine-induced NO biosynthesis, and ABA-IMPORTING TRANSPORTER 1. Closely related transcripts code for DWARF 14, essential for strigolactone signaling, activation of temperature-stress responses and regulation of ABA and GA levels; CDL1, a regulator of brassinosteroids (BR) signaling and heat stress responses via a cross-talk with ABA, and two HSD1 11-β-hydroxysteroid dehydrogenases that mediate the BR-regulation of plant development. 

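DWARF 14, CDL1 and the HSD1 pair comprised 4 loci, of which 4 passed the filter on low counts. These strigolactone- and BR-related loci were compared with WT at an adjusted p under 0.01, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher or lower even at an unadjusted p under 0.05 at R-3. These strigolactone- and BR-related loci were also compared with AhHAB4-PAI-1 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. DWARF 14 (AT3G03990) averaged 149 ± 9.84 CPM (SD, n = 2) in Ah2880 OE plants and 85.3 ± 13.7 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.82 (standard error 0.16, adjusted p = 3.11e-05). AT3G03990 had a log2 fold change of 0.71 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.16, adjusted p = 0.000293). At R-3, DWARF 14 averaged 179 ± 17.2 CPM (SD, n = 2) in Ah2880 OE plants and 219 ± 114 CPM (SD, n = 2) in WT, a log2 fold change of -0.30 (standard error 0.29, adjusted p = 0.598). AT3G03990 gave log2 fold changes of -0.64 without replicate 1 and 0.27 without replicate 2 of both groups at R-3. AT3G03990 had the other sign at R-3 with no filter on low counts (log2 fold change 0.0014). AT3G03990 had a log2 fold change of 0.95 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.14, adjusted p = 1.57e-07). CDL1 (AT5G02800) averaged 36.5 ± 2.21 CPM (SD, n = 2) in Ah2880 OE plants and 21.6 ± 0.499 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.76 (standard error 0.22, adjusted p = 0.00401). AT5G02800 did not pass the threshold at R-1 with the libraries thinned to one depth (log2 fold change 0.85). At R-3, CDL1 averaged 39.5 ± 4.04 CPM (SD, n = 2) in Ah2880 OE plants and 43.6 ± 45.3 CPM (SD, n = 2) in WT, a log2 fold change of -0.073 (standard error 0.55, adjusted p = 0.957). AT5G02800 gave log2 fold changes of 1.81 without replicate 1 and -1.03 without replicate 2 of both groups at R-3. AT5G02800 had the other sign at R-3 with no filter on low counts (log2 fold change 0.23) and with the libraries thinned to one depth (log2 fold change 0.23).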

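JA, auxin, gibberellin, cytokinin and ET transcripts comprised 9 loci, of which 9 passed the filter on low counts. These phytohormone loci were compared with WT at an adjusted p under 0.01, and 5 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher (4 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at R-3. These phytohormone loci were also compared with AhHAB4-PAI-1 OE plants, and 8 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 7 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. CYP94B3 (AT3G48520) averaged 87.8 ± 3.10 CPM (SD, n = 2) in Ah2880 OE plants and 40.5 ± 6.04 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 1.11 (standard error 0.17, adjusted p = 2.72e-07). AT3G48520 had a log2 fold change of 0.62 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.17, adjusted p = 0.00207). At R-3, CYP94B3 averaged 79.1 ± 4.83 CPM (SD, n = 2) in Ah2880 OE plants and had 3 and 3 counts in the WT libraries, a difference that did not pass the threshold (adjusted p = 0.189). AT3G48520 had a log2 fold change of 2.17 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.17, adjusted p = 9.33e-16). GRETCHEN HAGEN 3.15 (AT5G13370) averaged 179 ± 1.95 CPM (SD, n = 2) in Ah2880 OE plants and 143 ± 5.47 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.33 (standard error 0.12, adjusted p = 0.0289). AT5G13370 passed the threshold at R-1 with no filter on low counts (log2 fold change 0.47) and with the WT R-3 libraries left out (log2 fold change 0.50) and with a fit of only the 4 libraries compared (log2 fold change 0.53). At R-3, GRETCHEN HAGEN 3.15 averaged 166 ± 12.2 CPM (SD, n = 2) in Ah2880 OE plants and 72.9 ± 21.6 CPM (SD, n = 2) in WT, a log2 fold change of 1.19 (standard error 0.33, adjusted p = 0.0140). AT5G13370 passed the threshold at R-3 with no filter on low counts (log2 fold change 1.49) and with the libraries thinned to one depth (log2 fold change 1.45).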

Others included CYP94B3, a jasmonoyl-isoleucine-12-hydroxylase attenuator of JA signaling and its involvement in plant thermo-tolerance; the GRETCHEN HAGEN 3.15 and ILR regulators of indole-3-acetic acid (IAA) and IAA conjugate levels, respectively, during heat stress; the SECRET AGENT O-GlcNAc transferase, RESPONSE REGULATOR 2 and MONOXYGENASE1 components of gibberellin, cytokinin and salicylic acid signaling, respectively and the ARGOS-LIKE TRANSMEMBRANE PROTEIN, ETHYLENE INSENSITIVE 1 and ETHYLENE INSENSITIVE 3 regulators of ET signaling during organ growth and/or thermotolerance. 

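Photoreceptor, clock and Ca2+-binding transcripts comprised 6 loci, of which 6 passed the filter on low counts. These light- and clock-related loci were compared with WT at an adjusted p under 0.01, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 1 was higher and 0 lower (1 at an unadjusted p under 0.05) at R-3. These light- and clock-related loci were also compared with AhHAB4-PAI-1 OE plants, and 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. PHYD (AT4G16250) averaged 62.0 ± 3.32 CPM (SD, n = 2) in Ah2880 OE plants and 42.0 ± 7.00 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.56 (standard error 0.19, adjusted p = 0.0132). AT4G16250 passed the threshold at R-1 with no filter on low counts (log2 fold change 0.70) and with the WT R-3 libraries left out (log2 fold change 0.74) and with the libraries thinned to one depth (log2 fold change 0.87) and with a fit of only the 4 libraries compared (log2 fold change 0.76). AT4G16250 had a log2 fold change of 0.62 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.19, adjusted p = 0.00756). At R-3, PHYD averaged 56.9 ± 7.00 CPM (SD, n = 2) in Ah2880 OE plants and had 2 and 3 counts in the WT libraries, a difference that did not pass the threshold (adjusted p = 0.394). AT4G16250 had a log2 fold change of 0.71 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.17, adjusted p = 0.000513). CPL2 (AT5G01270) averaged 38.5 ± 10.9 CPM (SD, n = 2) in Ah2880 OE plants and 27.6 ± 2.103 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.42 (standard error 0.21, adjusted p = 0.103). At R-3, CPL2 averaged 33.9 ± 8.99 CPM (SD, n = 2) in Ah2880 OE plants and 60.3 ± 3.79 CPM (SD, n = 2) in WT, a log2 fold change of -0.78 (standard error 0.50, adjusted p = 0.395).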

Other transcripts coding for heat stress-significant proteins included two NDR1/HIN1-like proteins, homologous to others induced in heat-stressed maize plants; PHYD, a red/far-red light photoreceptor that modulates the acclimation to extremely high temperatures; CPL, a circadian-regulated phosphatase induced in response to elevated temperatures; NIGHT LIGHT-INDUCIBLE AND CLOCK-REGULATED GENE 4, a circadian clock modulator of high-temperature tolerance; AtCP1, a Ca^2+^-binding protein that regulates growth and stress protection; PEROXIN11 that regulates peroxisomal H_2_O2 metabolism, among other functions, and the CASEIN KINASE I-LIKE 4 high-temperature TF-regulator.

In *AhHAB4-PAI-1* OE plants, detected CAT 7 transcripts mostly code for development-related proteins and peptide hormones. 

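SAP30 FUNCTION-RELATED 2 and the SOUL heme-binding protein comprised 2 loci, of which 2 passed the filter on low counts. Both clock-related loci were compared with WT at an adjusted p under 0.01, and 0 were higher (1 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher (2 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at R-3. Both clock-related loci were also compared with Ah2880 OE plants, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. SAP30 FUNCTION-RELATED 2 (AT1G19330) averaged 8.08 ± 0.904 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 5.44 ± 1.53 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.59 (standard error 0.30, adjusted p = 0.211). AT1G19330 was at least 3.17-fold higher than in Ah2880 OE plants at R-1 (adjusted p = 0.00398). At R-3, SAP30 FUNCTION-RELATED 2 averaged 19.2 ± 0.973 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.0480). AT1G19330 was at least 11.7-fold higher than in Ah2880 OE plants at R-3 (adjusted p = 2.44e-11). SOUL heme-binding protein (AT1G78460) averaged 14.7 ± 4.12 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 6.77 ± 0.0510 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.98 (standard error 0.29, adjusted p = 0.0190). AT1G78460 passed the threshold at R-1 with no filter on low counts (log2 fold change 0.95) and with edgeR's exact test (log2 fold change 0.98). At R-3, SOUL heme-binding protein averaged 31.2 ± 4.36 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.0251). AT1G78460 passed the threshold at R-3 with edgeR's exact test.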

Among the most significative were the circadian clock-related SAP30 FUNCTION-RELATED 2 and SOUL heme-binding proteins. 

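Development-related transcripts and peptide hormones comprised 14 loci, of which 11 passed the filter on low counts. These development loci were compared with WT at an adjusted p under 0.01, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 7 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. These development loci were also compared with Ah2880 OE plants, and 8 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 11 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. DP-E2F-like 1 (AT3G48160) did not pass the filter on low counts, with 3 and 13 counts in AhHAB4-PAI-1 OE plants and 3 and 5 counts in WT at R-1. At R-3, DP-E2F-like 1 did not pass the filter on low counts, with 17 and 8 counts in AhHAB4-PAI-1 OE plants and 0 and 0 counts in WT. JULGI1 (AT3G15680) averaged 14.0 ± 3.48 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and 9.41 ± 0.213 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.67 (standard error 0.25, adjusted p = 0.0631). At R-3, JULGI1 averaged 24.1 ± 1.07 CPM (SD, n = 2) in AhHAB4-PAI-1 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.0319). AT3G15680 passed the threshold at R-3 with edgeR's exact test.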

Others included DP-E2F-like 1, a preserver of the mitotic state of proliferating cells; JULGI1, an RNA-binding protein that enhances photosynthate allocation and plant growth; MEMBRANE-ASSOCIATED KINASE REGULATOR 3, which acts together with BRI1 KINASE INHIBITOR1 to influence phytohormones-mediated development; WALL-ASSOCIATED KINASE 2 that regulates cell growth and stress responses; LEUCINE-RICH REPEAT EXTENSIN 5, a controller of cell wall biogenesis and organization that interacts with RALF peptides; ROTUNDIFOLIA like 2 and ROTUNDIFOLIA like 16, small bioactive peptides that coordinate differentiation and growth; BES1/BZR1 homolog 1, BRASSINOSTEROID INSENSITIVE 1, BAK1-INTERACTING RECEPTOR-LIKE KINASE 3 and TCP DOMAIN PROTEIN 10 that regulate BR signaling during growth and stress responses; the GA-STIMULATED ARABIDOPSIS 6 peptide, antagonistically controlled by growth-promoting and stress-related hormones, respectively; ASPARTIC PROTEASE IN GUARD CELL 1, involved in ABA signaling and ROS degradation, and the SORTING NEXIN 2A regulator of ABA levels that operates together with the ATP BINDING CASETTE G25 ABA exporter.

CAT 8 transcripts were more prominently represented in *Ah2880* OE plants during the R phase. 

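CAT 8 of Table S5 held 13 loci past the filter in Ah2880 OE plants, of which 4 were higher and 0 lower even at an unadjusted p under 0.05 at R-1 and 1 was higher and 0 lower (3 at an unadjusted p under 0.05) at R-3 than in WT. AhHAB4-PAI-1 OE plants had 2 such loci, of which 0 were higher or lower even at an unadjusted p under 0.05 at R-1 and 0 were higher or lower even at an unadjusted p under 0.05 at R-3.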

Interest was focused on transcripts coding for proteins possibly involved in SGs assembly, which are theorized to have formed in these plants during recovery, as shown in Fig. 6F. Two relevant transcript types were identified; one codes for an ankyrin-repeat family protein similar to others that mediate protein–protein interactions and are also known to be part of heat stress-induced protein-RNA complexes; the other, for ALBA1, which together with other ALBA proteins, phase separate into SGs and processing bodies under heat stress. Also detected were three WD40 repeat-like and PHOX4 CC-TPR proteins known to mediate protein–protein interactions, the latter by interacting with the Hsp90/Hsp70 co-chaperones.

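The ankyrin-repeat protein and ALBA1 comprised 2 loci, of which 2 passed the filter on low counts. Both SG-related loci were compared with WT at an adjusted p under 0.01, and 0 were higher or lower even at an unadjusted p under 0.05 at R-1, and 0 were higher even at an unadjusted p under 0.05 and 0 lower (1 at an unadjusted p under 0.05) at R-3. Both SG-related loci were also compared with AhHAB4-PAI-1 OE plants, and 0 were higher or lower even at an unadjusted p under 0.05 at R-1, and 0 were higher or lower even at an unadjusted p under 0.05 at R-3. AT4G10720, listed as an ankyrin-repeat protein, averaged 5.57 ± 1.67 CPM (SD, n = 2) in Ah2880 OE plants and 3.32 ± 0.840 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.65 (standard error 0.53, adjusted p = 0.341). AT4G10720 had a log2 fold change of 0.63 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.55, adjusted p = 0.365). At R-3, AT4G10720 averaged 4.35 ± 2.49 CPM (SD, n = 2) in Ah2880 OE plants and had 0 and 0 counts in the WT libraries, a depth at which 3 counts set no bound on the fold change (adjusted p = 0.577). AT4G10720 had a log2 fold change of 0.21 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.49, adjusted p = 0.747). ALBA1 (AT1G76010) averaged 128 ± 6.55 CPM (SD, n = 2) in Ah2880 OE plants and 117 ± 3.25 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.12 (standard error 0.15, adjusted p = 0.538). At R-3, ALBA1 averaged 132 ± 3.95 CPM (SD, n = 2) in Ah2880 OE plants and 215 ± 124 CPM (SD, n = 2) in WT, a log2 fold change of -0.68 (standard error 0.29, adjusted p = 0.149). AT1G76010 gave log2 fold changes of 0.024 without replicate 1 and -1.16 without replicate 2 of both groups at R-3.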

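WD40 repeat-like proteins and PHOX4 comprised 4 loci, of which 4 passed the filter on low counts. These protein-binding loci were compared with WT at an adjusted p under 0.01, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 0 were higher (1 at an unadjusted p under 0.05) and 0 lower even at an unadjusted p under 0.05 at R-3. These protein-binding loci were also compared with AhHAB4-PAI-1 OE plants, and 3 were higher and 0 lower even at an unadjusted p under 0.05 at R-1, and 2 were higher and 0 lower even at an unadjusted p under 0.05 at R-3. AT1G15750, listed as a WD40 repeat-like protein, averaged 239 ± 3.33 CPM (SD, n = 2) in Ah2880 OE plants and 111 ± 0.334 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 1.11 (standard error 0.12, adjusted p = 1.24e-10). AT1G15750 had a log2 fold change of 1.20 against AhHAB4-PAI-1 OE plants at R-1 (standard error 0.13, adjusted p = 2.23e-11). At R-3, AT1G15750 averaged 220.1 ± 4.22 CPM (SD, n = 2) in Ah2880 OE plants and 181 ± 28.4 CPM (SD, n = 2) in WT, a log2 fold change of 0.28 (standard error 0.25, adjusted p = 0.563). AT1G15750 had a log2 fold change of 0.74 against AhHAB4-PAI-1 OE plants at R-3 (standard error 0.12, adjusted p = 4.35e-07). AT2G45540, listed as a WD40 repeat-like protein, averaged 146 ± 10.7 CPM (SD, n = 2) in Ah2880 OE plants and 82.5 ± 9.62 CPM (SD, n = 2) in WT at R-1, a log2 fold change of 0.83 (standard error 0.18, adjusted p = 0.000267). AT2G45540 did not pass the threshold at R-1 with DESeq2's Wald test (log2 fold change 0.77). At R-3, AT2G45540 averaged 137 ± 6.90 CPM (SD, n = 2) in Ah2880 OE plants and had 2 and 3 counts in the WT libraries, a difference that did not pass the threshold (adjusted p = 0.0164). AT2G45540 passed the threshold at R-3 with no filter on low counts and with edgeR's exact test and with the libraries thinned to one depth.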

## Discussion

This study revealed that the overexpression of two unknown function grain amaranth genes in *A. thaliana* plants significantly increased their capacity to recover from HS. The protective effect observed was in agreement with data suggesting their contribution to the high rates of survival observed in heat-shocked grain amaranths (Reyes-Rosales et al. 2023).

AhHAB4-PAI-1 is an RNA- and hyaluronan-binding protein. It is also similar to other proteins known to interact with CDC13, a single-strand telomeric DNA-binding protein and to associate with ribosomes and nuclear telomere cap complexes, a characteristic that supports its participation in several biological processes including abiotic stress responses (Van Dyke et al. 2004; Ambrosone et al. 2015). Likewise, the heat-responsiveness of *AhHAB4-PAI-1* in grain amaranth (Reyes-Rosales et al. 2023) as well as the protective effect against HS conferred to transgenic *A. thaliana* OE plants could be associated with the topology of its promoter region, which was found to be enriched in motifs previously identified in the regulatory region of several other heat stress-responsive plant genes. The presence of other distinctive motifs was also indicative of the often-found association between high light and heat stress (Zandalinas et al. 2020) (Table S2). Conversely, the abundance of DNA-binding One Zinc Finger (DOF) motifs in the promoter region of the *Ah2880* gene was congruent with findings reporting the heat-related induction of DOF TFs in wheat, Chinese cabbage and spinach (Table S2).

Likewise, the HS tolerance of *AhHAB4-PAI-1* OE plants was in agreement with evidence linking RNA-binding proteins with plant stress resistance, including extreme heat (Ambrosone et al. 2012, 2015; Nakaminami et al. 2012; Zhu et al. 2022). For instance, the glycine-rich D2 and D4 RNA-binding proteins have been found to be implicated in the heat stress-activated phase separation process that precedes the formation and subsequent accumulation of SGs that shield mRNA and proteins from damage during stressful conditions to permit subsequent adaptive and post-stress recovery cellular responses (Jain et al. 2016; Riback et al. 2017; Markmiller et al. 2018; Maruri-López et al. 2021; Zhu et al. 2022).Thus, SG formation is theorized to have contributed to the HS protection observed in *AhHAB4-PAI-1* OE plants. This argument is supported by the accumulation of fluorescent RNA-related granular signals observed in heat-shocked *AhHAB4-PAI-1* OE plants at HS-11, and less intensely, at R-1. In this sense, the transcriptomic data obtained at HS-11 and R-1 revealed the expression of a number of genes coding for possible SG protein components. It also supported the possibility that the enhanced HS tolerance shown by *AhHAB4-PAI-1* OE plants was further promoted by other properties attributed to RNA-binding proteins, such as AhHAB4-PAI-1. These entail their role in the activation of genes involved in the regulation of RNA metabolism, processing and transport (Muleya and Marondedze 2020) that was reflected by part of the transcriptomic data obtained at HS-11. Additional transcript accumulation patterns opened the possibility that complementary supporting mechanisms contributed to the increased HS tolerance observed in these plants, such as the rapid and sustained activation of the nuclear- and ER-centered HSFs and subsequent HSPs accumulation, together with the inducement of the unfolded protein response and several other protein-related responses associated with heat stress. Other likely scenarios incorporate epigenetic, miRNA, RNA splicing regulatory and/or protective mechanisms and diverse phytohormone signaling pathways, similar to others that have been found to be crucial for an efficient heat stress response in various plant models (Zhao et al. 2020; Doroodian and Hua 2021; Andrási et al. 2021; Lu et al. 2021; Singh et al. 2021).

The *Ah2880* grain amaranth gene is induced by various biotic and abiotic stress conditions (Délano-Frier et al. 2011; Cabrales-Orona and Délano-Frier 2021; Reyes-Rosales et al. 2023). This property was in agreement with the HS tolerance conferred to *Ah2880* OE plants. In this regard, it could be argued that the protective effect observed was somehow associated with the widespread expression of the GUS reporter gene during HS and with the distinct heat stress-dependent localization of GFP-Ah2880 proteins, mostly in membranes and nuclei of leaf cells, at HS-11, and in membranes and chloroplasts, at R-1. This time-course pattern was consistent with the temporality of *Ah2880’s* gene expression in heat-shocked grain amaranths (Reyes-Rosales et al. 2023). Correspondingly, the presence of a polyQ segment, embedded within the disordered region of Ah2880, which resembles those found in PrLDs, could have promoted thermotolerance through a mechanism similar to the one employed by EARLY FLOWERING 3 (ELF3) to regulate the circadian clock via light quality cues (Ronald et al. 2022). Furthermore, and relevant to the present study, was the association found between an integral polyQ repeat in ELF3 and its ability to act as a temperature sensor in *A. thaliana*, a role that involved phase separation and subsequent formation of liquid droplets, resembling SG formation (Jung et al. 2020; Hayes et al. 2021).

On the other hand, the Ah2880 protein secondary structure, predicted to consist of an N-terminal alpha-helix followed by an extended disordered region (Cabrales-Orona and Délano Frier 2021) was reminiscent of the structure of the OsDOF27 TF that was recently reported to confer thermotolerance in yeast and rice by still undefined mechanisms (Gandass et al. 2022). Moreover, the disordered C-terminal region of Ah2880 may have contributed to HS tolerance by protecting the integrity of membranes, similar to the *A. thaliana* VESICLE INDUCING PROTEIN IN PLASTID 1 (Zhang et al. 2016a), or by participating in SGs formation, which are rich in disordered proteins, and which appeared to accumulate in heat-shocked *Ah2880* OE plants at R-1. Additionally, transcriptomic data indicated that gene expression in these plants reached maximum levels during the HS-11 and R-1 phases. Transcript abundance at HS-11 was concentrated on three distinctive groups of genes involved in: i) cell wall/membrane re-modelling through secondary cell wall biogenesis, lignification, pectin modifications, cuticular wax deposition and other chemical modifications associated with changes in the plasticity, fluidity and/or rigidity of the cell wall/membrane structures known to enhance heat stress tolerance (Dos Santos et al. 2022; Xiang and Rathinasabapathi 2022); ii) reactive oxygen species-modulated heat stress acclimation responses acting together with ABA and other phytohormones to activate antioxidant and other heat-stress protective mechanisms (Devireddy et al. 2021), and iii) the accumulation of RPLs known to play an important role in stress-amelioration functions (Moin et al. 2016 and references therein). This property has been attributed to their participation as structural components of high-molecular weight complexes formed together with HSPs and/or as protein and RNA chaperones during heat stress conditions (Kang et al. 2016; Xiong et al. 2021). Some of the induced RPL genes also code for proteins required for proper chloroplast development and photosynthesis (Zhang et al. 2016b). Besides, transcript abundance detected in the R phase reflected a significant increase in the expression of genes encoding a great diversity of TFs, DNA repair and related mechanisms, cell wall modification and C and N metabolism proteins. This pattern suggested that the overexpression of *Ah2880* in *A. thaliana* plants provided an efficient heat stress-protective effect, by still to be defined mechanisms, that allowed them to resume vigorous growth under optimal post-stress conditions.

The present study generated data that proposed diverse mechanisms by means of which two unknown function grain amaranth proteins provided an increased tolerance to HS when overexpressed in *A. thaliana*. Their identification and validation will require further experimentation, which has the potential to uncover novel and meaningful strategies used by plants to withstand high temperature stress.

## Conclusions

This study revealed that the *AhHAB4-PAI-1* and *Ah2880* grain amaranth genes promote plant thermotolerance when overexpressed in *A. thaliana*. Microscopy analysis data suggested a link between the enhanced formation of RNA-enriched granular zones and the increased thermotolerance recorded in both transgenic plants. Moreover, a deep transcriptomic analysis provided evidence that the overexpression of *Ah2880* and *AhHAB4-PAI-1* activated widely different gene expression profiles in terms of the nature, abundance and temporality of the genes induced during the HS and R stages, a finding that supported the proposal that the heat stress-protective mechanisms observed in these plants were activated and executed by different mechanisms.

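Each OE line was tested for genes whose change from one stage to the next differed from the change in WT over the same stages. In Ah2880 OE plants 1028 genes differed in this way from HS-1 to HS-5, 2681 from HS-5 to HS-11, 3627 from HS-11 to R-1 and 2083 from R-1 to R-3. In AhHAB4-PAI-1 OE plants the numbers were 1479, 9395, 8725 and 2417 genes over the same steps. The changes of the transgenic lines against the same WT libraries were also compared with each other. The number of genes that differed from WT in both lines was 273 at HS-1, 1348 at HS-5, 1492 at HS-11, 762 at R-1 and 881 at R-3, and 32.6%, 52.5%, 94.0%, 34.4% and 98.8% of these changed in the same direction. A share without change is not available for these genes, since at most 1 gene differed in both lines in any simulation of unchanged groups. Over all genes, 53.4%, 53.4%, 70.5%, 49.1% and 86.5% changed in the same direction at these stages. Simulations of unchanged groups gave at least 60.9%, 60.9%, 71.7%, 60.0% and 90.9%, which is more at each stage. Pearson’s r of the log2 fold changes of both lines across genes was 0.104 at HS-1, 0.104 at HS-5, 0.615 at HS-11, -0.016 at R-1 and 0.908 at R-3. In 100 simulations, all lines of a stage, WT included, were drawn from the pooled mean of its libraries at their own totals. There r lay between 0.259 and 0.338 at HS-1, between 0.275 and 0.346 at HS-5 and between 0.664 and 0.714 at HS-11. It lay between 0.241 and 0.317 at R-1 and between 0.985 and 0.987 at R-3, since both comparisons share the simulated WT libraries. At R-3 the pooled mean comes almost wholly from OE libraries. These ranges reflect shared sampling noise, so values below them do not measure how unlike the transgenic lines are. From the differences in the nature, abundance and temporality of the genes in these lines, the paper proposes that their protection against HS rests on different mechanisms.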

Finally, the heat stress-protective nature of the two unknown-function grain amaranth proteins tested was in accordance with their main distinctive characteristics, i.e., RNA-binding capacity and possession of an intrinsically disordered structure, respectively.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

All transcriptomic data (30 libraries as well as the text table containing the count matrix for each gene in each library) were deposited at the NCBI within “Gene Expression Omnibus” (GEO) with the number of accession “GSE277320”. The URL for the accession is: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE277320

# Supplementary material for: Grain amaranth genes coding for an RNA-binding and a small, unknown function protein, respectively, enhance thermotolerance when overexpressed in Arabidopsis thaliana
**Source:** Physiol Mol Biol Plants. 2026 Jan 8;32(1):59–80. doi: 10.1007/s12298-025-01696-x
**Supplement:** Supplementary file 1 — Supplementary Material 1

## Supplemental Figures:

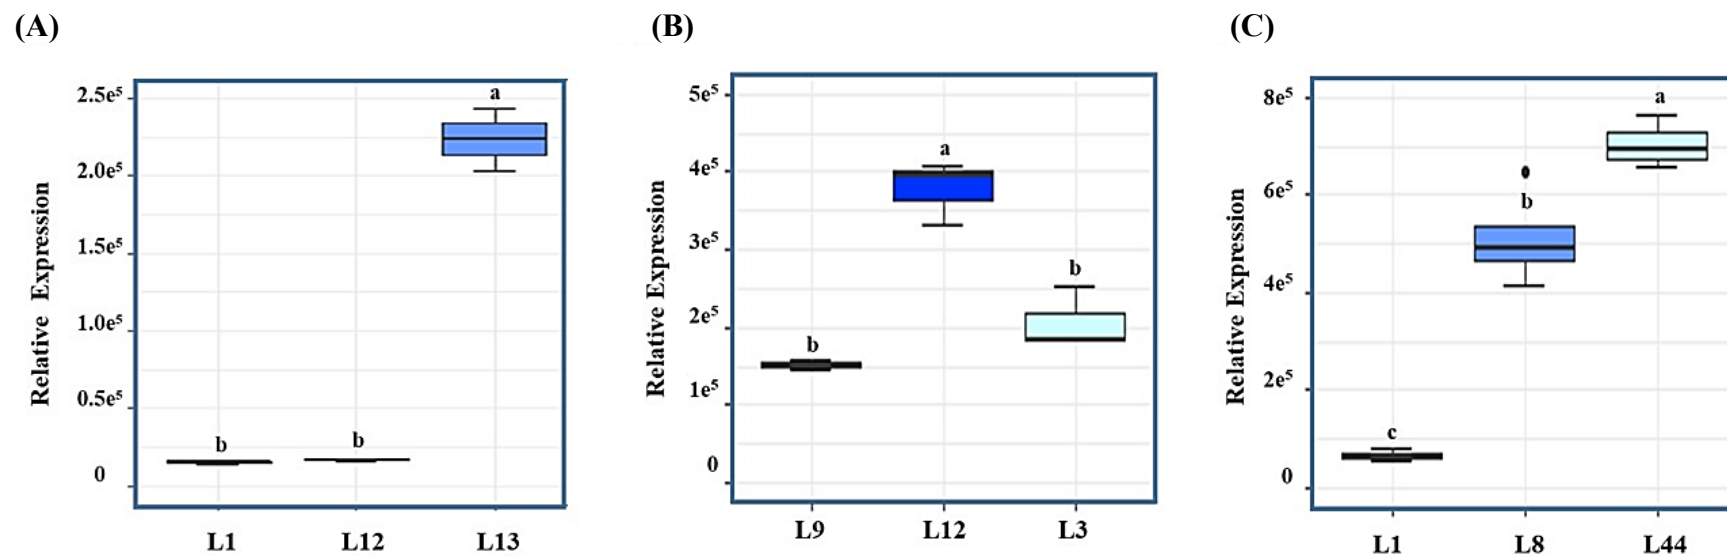

**Figure S1** Expression levels of (A) *AhHAB4-PAI-1*, (B) *Ah2880* and (C) *Ah2880::GFP* in three independent lines of transgenic *Arabidopsis thaliana* plants. Relative expression levels shown were quantified based on the  $2^{-\Delta\Delta C_T}$  calculation (Livak and Schmittgen 2001).  $C_T$  values for all genes were normalized to the  $C_T$  value of the *AtACT7* and *AtEF1a* housekeeping genes. Significantly different expression levels at  $P \leq 0.05$  are indicated by different letters over the bars (One-way ANOVA, Tukey HSD test)

- (B) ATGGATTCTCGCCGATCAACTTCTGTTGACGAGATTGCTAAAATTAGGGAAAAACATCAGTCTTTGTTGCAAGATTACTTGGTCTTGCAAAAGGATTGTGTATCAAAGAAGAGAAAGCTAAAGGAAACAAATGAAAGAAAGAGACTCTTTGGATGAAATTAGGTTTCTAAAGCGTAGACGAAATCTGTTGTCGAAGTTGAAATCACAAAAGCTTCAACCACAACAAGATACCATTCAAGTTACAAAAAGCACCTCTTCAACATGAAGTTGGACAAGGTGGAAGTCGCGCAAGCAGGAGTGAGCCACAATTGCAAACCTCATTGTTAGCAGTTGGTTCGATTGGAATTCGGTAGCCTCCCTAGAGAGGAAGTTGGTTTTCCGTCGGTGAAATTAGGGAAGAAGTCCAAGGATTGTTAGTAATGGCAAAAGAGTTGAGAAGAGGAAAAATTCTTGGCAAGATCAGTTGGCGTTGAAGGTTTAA
- (C) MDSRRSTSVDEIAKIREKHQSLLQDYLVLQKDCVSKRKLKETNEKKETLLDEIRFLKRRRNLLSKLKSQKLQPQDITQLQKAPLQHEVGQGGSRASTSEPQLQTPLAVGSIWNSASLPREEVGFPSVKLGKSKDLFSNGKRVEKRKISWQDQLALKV

**Figure S3** (A) The nucleotide sequence of the *Ah2880* gene; it contains four exons (shown in highlighted text) The 5'- and 3'-UTR are also shown in purple and orange text, respectively. (B) The coding sequence of the *Ah2880* gene. The start and end codons are highlighted in green and red letters, respectively whereas the assembled exons are shown in contrasting tones of blue. (C) Amino acid sequence of the *Ah2880* protein. Glutamine (Q) residues hypothesized to be part a polyQ repeat involved in thermo-responsiveness are highlighted in red

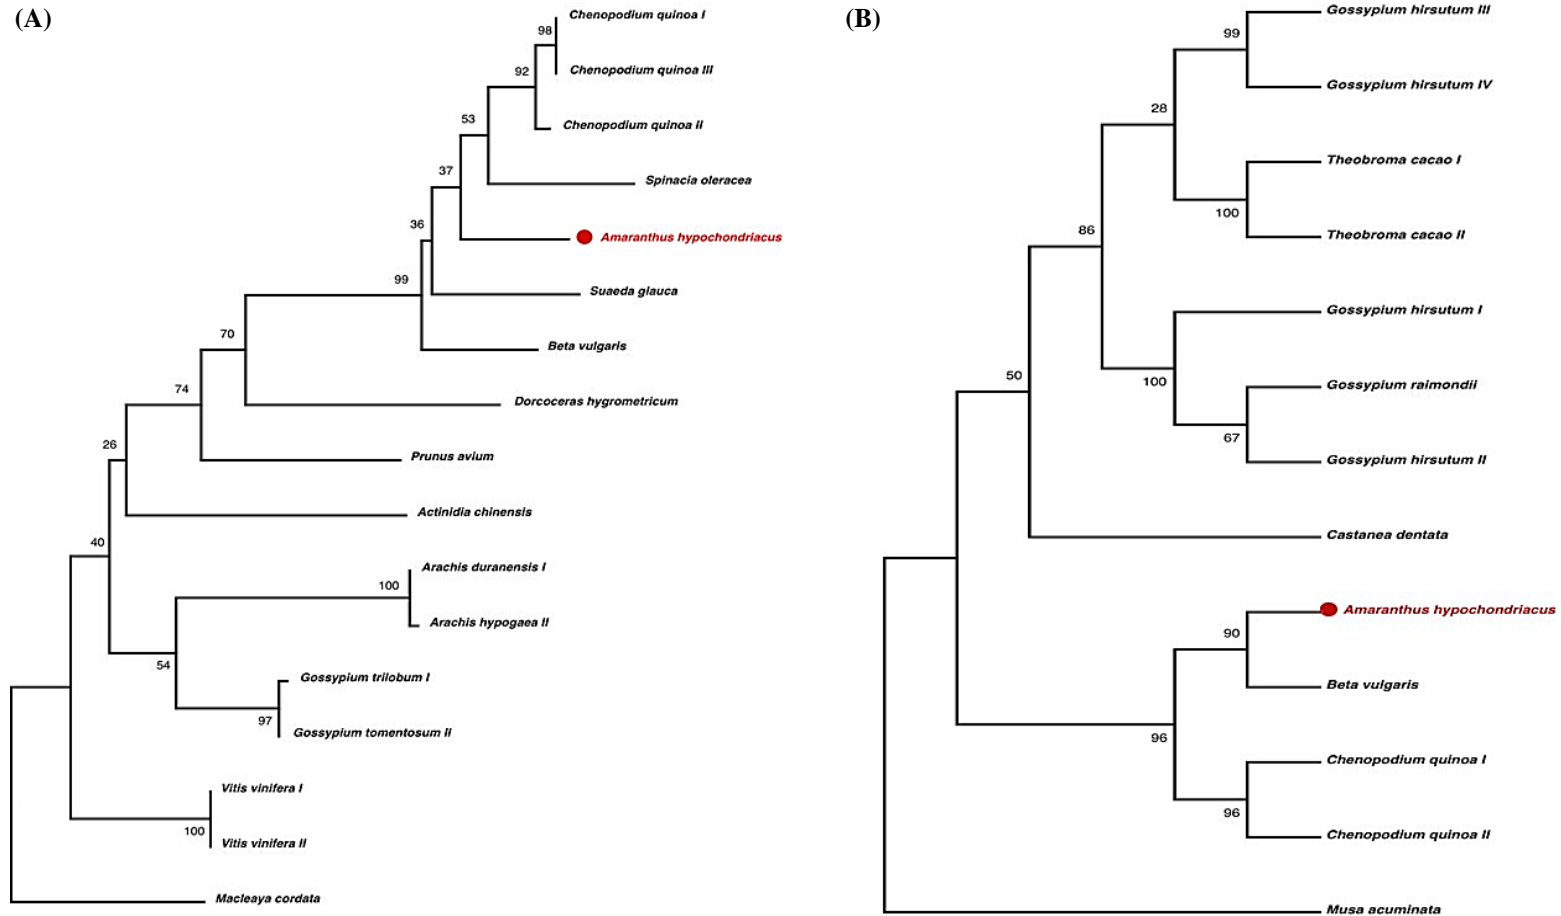

**Figure S4 Phylogenetic analysis of the AhHAB4-PAI-1 and Ah2880 proteins.** The phylogenies shown, obtained by the maximum likelihood method, show the relationship of the (A) AhHAB4-PAI-1 and (B) Ah2880 proteins, represented in the trees as *Amaranthus hypochondriacus*, in red text and marked with a red circle, with related proteins reported in closely related plant species (i.e., *Beta vulgaris*, *Chenopodium quinoa*, *Suaeda glauca* and *Spinacia oleracea*) and other dicot plants. The tree was built using MEGA software (version 11.0) using the maximum like-hood method based on the JTT matrix-based model (Jones et al. 1992). The bootstrap value next to the branches was estimated using the bootstrap test (1000 replicates)

## Supplemental tables:

**Table S1** Oligonucleotides utilized for the PCR amplifications required for the functional characterization of the *Ah2880* and *AhHAB4-PAI-1* genes in *A. thaliana*

<sup>a</sup>bp = base pairs

**Table S2** Most abundant cis-regulatory elements present in the 1600 bp up-stream promoter region of the *AhHAB4-PAI-1* and *Ah2880* genes

Abdullah-Zawawi M.R., Ahmad-Nizamuddin N.F., Govender N., Harun S., Mohd-Assaad N., Mohamed-Hussein Z.A., 2021. Comparative genome-wide analysis of WRKY, MADS-box and MYB transcription factor families in *Arabidopsis* and rice. Sci. Rep. 11, 19678. doi: 10.1038/s41598-021-99206-y

Abe M., Takahashi T., Komeda Y., 2001. Identification of a cis-regulatory element for L1 layer-specific gene expression, which is targeted by an L1-specific homeodomain protein. Plant J. 26, 487-94. doi: 10.1046/j.1365-3113x.2001.01047.x

Abe H., Urao T., Ito T., Seki M., Shinozaki K., Yamaguchi-Shinozaki, K., 2003. Arabidopsis AtMYC2 (bHLH) and AtMYB2 (MYB) function as transcriptional activators in abscisic acid signaling. Plant Cell 15, 63-78. doi: 10.1105/tpc.006130

Agarwal M., Hao Y., Kapoor A., Dong C.H., Fujii H., Zheng X., Zhu J.K., 2006. A R2R3 type MYB transcription factor is involved in the cold regulation of CBF genes and in acquired freezing tolerance. J. Biol. Chem. 281, 37636-37645. doi: 10.1074/jbc.M605895200

Baek K., Lee Y., Nam O., Park S., Sim S.J., Jin E., 2016. Introducing *Dunaliella* LIP promoter containing light-inducible motifs improves transgenic expression in *Chlamydomonas reinhardtii*. Biotechnol. J. 11, 384-392. doi: 10.1002/biot.201500269.

Bolduc N., Yilmaz A., Mejia-Guerra M.K., Morohashi K., O'Connor D., Grotewold E., Hake S., 2012. Unraveling the KNOTTED1 regulatory network in maize meristems. Genes Dev. 26, 1685-1690. <http://www.genesdev.org/cgi/doi/10.1101/gad.193433.112>.

Brown R.L., Kazan K., McGrath K.C., Maclean D.J., Manners J.M., 2003. A role for the GCC-box in jasmonate-mediated activation of the *PDF1.2* gene of Arabidopsis. Plant Physiol. 132, 1020- 1032. doi: 10.1104/pp.102.017814

Casaretto J.A., El-Kereamy A., Zeng B., Stieglmeier S.M., Chen X., Bi Y.M., Rothstein S.J., 2016. Expression of *OsMYB55* in maize activates stress-responsive genes and enhances heat and drought tolerance. BMC Genomics 2016 17, 312. doi: 10.1186/s12864-016-2659-5

Chakravarthy S., Tuori R.P., D'Ascenzo M.D., Fobert P.R., Despres C., Martin G.B., 2003. The tomato transcription factor Pti4 regulates defense-related gene expression via GCC box and non- GCC box cis elements. Plant Cell 15, 3033-3050. doi: 10.1105/tpc.01757

Cheng Z., Hou D., Liu J., Li X., Xie L., Ma Y., Gao J., 2018. Characterization of moso bamboo (*Phyllostachys edulis*) Dof transcription factors in floral development and abiotic stress responses. Genome 61, 151-156. doi: 10.1139/gen-2017-0189

Cheong Y.H., Moon B.C., Kim J.K., Kim C.Y., Kim M.C., Kim I.H., Park C.Y., Kim J.C., Park B.O., Koo S.C., Yoon H.W., Chung W.S., Lim C.O., Lee S.Y., Cho J., 2003. BWMK1, a rice mitogen- activated protein kinase, locates in the nucleus and mediates pathogenesis-related gene expression by activation of a transcription factor. *Plant Physiol.* 132, 1961-1972. doi: 10.1104/pp.103.023176 Chinnusamy V., Ohta M., Kanrar S., Lee B.H., Hong X., Agarwal, M. Zhu J.K., 2003. ICE1: a regulator of cold-induced transcriptome and freezing tolerance in Arabidopsis. *Genes Dev.* 17, 1043- 1054. doi: 10.1101/gad.1077503

Chinnusamy V., Schumaker K., Zhu, J.K., 2004. Molecular genetic perspectives on cross-talk and specificity in abiotic stress signalling in plants. *J. Exp. Bot.* 55, 225-236. doi: 10.1093/jxb/erh005 Deeba F., Sultana T., Majeed N., Naqvi S., 2020. Heterologous expression of a plant WRKY protein confers multiple stress tolerance in *E. coli*. *Turkish J. Biochem.* 45, 483. doi: 10.1515/tjb-2018- 0483

Dickinson P.J., Kumar M., Martinho C., Yoo S.J., Lan H., Artavanis G., Charoensawan V., Schöttler M.A., Bock R., Jaeger K.E., Wigge P.A., 2018. Chloroplast signaling gates thermotolerance in Arabidopsis. *Cell Rep.* 22, 1657-1665. doi: 10.1016/j.celrep.2018.01.054

Dietzen C., Koprivova A., Whitcomb S.J., Langen G., Jobe T.O., Hoefgen R., Kopriva S., 2020. The transcription factor EIL1 participates in the regulation of sulfur-deficiency response. *Plant Physiol.* 184, 2120-2136. <https://doi.org/10.1104/pp.20.01192>

Douglas S.J., Li B., Kliebenstein D.J., Nambara E., Riggs C.D., 2017. A novel *Filamentous Flower* mutant suppresses brevipedicellus developmental defects and modulates glucosinolate and auxin levels. *PLoS ONE* 12, e0177045. doi: 10.1371/journal.pone.0177045.

El-Esawi M.A., Al-Ghamdi A.A., Ali H.M., Ahmad M., 2019. Overexpression of *AtWRKY30* transcription factor enhances heat and drought stress tolerance in wheat (*Triticum aestivum* L.). *Genes (Basel)* 10, 163. doi: 10.3390/genes10020163

El-Kereamy A., Bi Y.M., Ranathunge K., Beatty P.H., Good A.G., Rothstein S.J., 2012. The rice R2R3-MYB transcription factor OsMYB55 is involved in the tolerance to high temperature and modulates amino acid metabolism. *PLoS ONE* 7, e52030. doi: 10.1371/journal.pone.0052030

Eulgem T., Rushton P.J., Robatzek S., Somssich I.E., 2000. The WRKY superfamily of plant transcription factors. *Trends Plant Sci.* 5, 199-206. doi: 10.1016/s1360-1385(00)01600-9

Eulgem T., Rushton P.J., Schmelzer E., Hahlbrock K., Somssich I.E., 1999. Early nuclear events in plant defence signalling: rapid gene activation by WRKY transcription factors. *EMBO J.* 18, 4689- 4499. doi: 10.1093/emboj/18.17.4689

Fujimoto S.Y., Ohta M., Usui A., Shinshi H., Ohme-Takagi M., 2000. Arabidopsis ethylene-responsive element binding factors act as transcriptional activators or repressors of GCC box-mediated gene expression. *Plant Cell* 12, 393-404. doi: 10.1105/tpc.12.3.393

Gilmartin P.M., Memelink J., Hiratsuka K., Kay S.A., Chua N.H., 1992. Characterization of a gene encoding a DNA binding protein with specificity for a light-responsive element. *Plant Cell* 4, 839- 849. doi: 10.1105/tpc.4.7.839

Hart C.M., Nagy F., Meins F. Jr., 1993. A 61 bp enhancer element of the tobacco beta-1,3-glucanase B gene interacts with one or more regulated nuclear proteins. *Plant Mol. Biol.* 21, 121-131. doi: 10.1007/BF00039623

Hartmann U., Sagasser M., Mehrtens F., Stracke R., Weisshaar B., 2005. Differential combinatorial interactions of cis-acting elements recognized by R2R3-MYB, BZIP, and BHLH factors control light-responsive and tissue-specific activation of phenylpropanoid biosynthesis genes. *Plant Mol. Biol.* 57, 155-171. doi: 10.1007/s11103-004-6910-0

Hayami N., Sakai Y., Kimura M., Saito T., Tokizawa M., Iuchi S., Kurihara Y., Matsui M., Nomoto M., Tada Y., Yamamoto Y.Y., 2015. The responses of Arabidopsis *Early Light-Induced Protein2* to ultraviolet B, high light, and cold stress are regulated by a transcriptional regulatory unit composed of two elements. *Plant. Physiol.* 169, 840-855. <https://doi.org/10.1104/pp.15.00398>

He N.Y., Chen L.S., Sun A.Z., Zhao Y., Yin S.N., Guo F.Q., 2022. A nitric oxide burst at the shoot apex triggers a heat-responsive pathway in Arabidopsis. *Nat. Plants.* 8, 434-450. doi: 10.1038/s41477- 022-01135-9.

Hudson M.E., Quail, P.H., 2003. Identification of promoter motifs involved in the network of phytochrome A-regulated gene expression by combined analysis of genomic sequence and microarray data. *Plant Physiol.* 133, 1605-1616. doi: 10.1104/pp.103.030437.

Krzeszowiec W., Novokreshchenova M., Gabryś, H., 2020. Chloroplasts in C3 grasses move in response to blue-light. *Plant Cell Rep.* 39, 1331-1343. doi: 10.1007/s00299-020-02567-3

Lau S., Slane D., Herud O., Kong J., Jürgens G., 2012. Early embryogenesis in flowering plants: Setting up the basic body pattern. *Annu. Rev. Plant Biol.* 63, 483-506. <https://doi.org/10.1146/annurev-arplant-042811-105507>

Lawton M.A., Dean S.M., Dron M., Kooter J.M., Kragh K.M., Harrison M.J., Yu L., Tanguay L., Dixon R.A., Lamb C.J., 1991. Silencer region of a chalcone synthase promoter contains multiple binding sites for a factor, SBF-1, closely related to GT-1. *Plant Mol. Biol.* 16, 235-249. doi: 10.1007/BF00020555

Li Y., Li Y., Su Q., Wu Y., Zhang R., Li Y., Ma Y., Ma H., Guo X., Zhu L., Min L., Zhang X., 2022. High temperature induces male sterility via MYB66-MYB4-Casein kinase I signaling in cotton. *Plant Physiol.* 189, 2091-2109. doi: 10.1093/plphys/kiac213

Liao C.C., Zheng Y., Guo Y., 2017. MYB30 transcription factor regulates oxidative and heat stress responses through ANNEXIN-mediated cytosolic calcium signaling in Arabidopsis. *New Phytol.* 216, 163-177. doi: 10.1111/nph.14679

Lee B.H., Henderson D.A., Zhu, J.K., 2005. The Arabidopsis cold-responsive transcriptome and its regulation by ICE1. *Plant Cell* 17, 3155-3375. doi: 10.1105/tpc.105.035568

Ling Q., Broad W., Trösch R., Töpel M., Demiral Sert T., Lymeropoulos P., Baldwin A., Jarvis R.P., 2019. Ubiquitin-dependent chloroplast-associated protein degradation in plants. *Science* 363, eaav4467. doi: 10.1126/science.aav4467

Liu Y., Liu N., Deng X., Liu D., Li M., Cui D., Hu Y., Yan Y., 2020. Genome-wide analysis of wheat DNA-binding with one finger (Dof) transcription factor genes: evolutionary characteristics and diverse abiotic stress responses. *BMC Genomics* 21, 276. doi: 10.1186/s12864-020-6691-0

Ma J., Li M.Y., Wang F., Tang J., Xiong A.S., 2015. Genome-wide analysis of Dof family transcription factors and their responses to abiotic stresses in Chinese cabbage. *BMC Genomics* 16, 33. <https://doi.org/10.1186/s12864-015-1242-9>

Majewska M., Kuźma Ł., Szymczyk P., 2022. Isolation and comprehensive in silico characterisation of a new 3-hydroxy-3-methylglutaryl-coenzyme A reductase 4 (HMGR4) gene promoter from *Salvia miltiorrhiza*: comparative analyses of plant HMGR promoters. *Plants (Basel)*, 11, 1861. doi: 10.3390/plants11141861

Maruyama-Nakashita A., Nakamura Y., Watanabe-Takahashi A., Inoue E., Yamaya T., Takahashi H., 2005. Identification of a novel cis-acting element conferring sulfur deficiency response in Arabidopsis roots. *Plant J.* 42, 305-314. doi: 10.1111/j.1365-313X.2005.02363.x

Maruyama-Nakashita A., Nakamura Y., Watanabe-Takahashi A., Yamaya T., Takahashi H., 2004. Induction of SULTR1;1 sulfate transporter in Arabidopsis roots involves protein phosphorylation/dephosphorylation circuit for transcriptional regulation. *Plant Cell Physiol.* 45, 340-345. <https://doi.org/10.1093/pcp/pch029>.

Meng L., Liu X., He C., Xu B., Li Y., Hu Y., 2020. Functional divergence and adaptive selection of *KNOX* gene family in plants. *Open Life Sci.* 15, 346-363. doi: 10.1515/biol-2020-0036

Min L., Li Y., Hu Q., Zhu L., Gao W., Wu Y., Ding Y., Liu S., Yang X., Zhang X., 2014. Sugar and auxin signaling pathways respond to high-temperature stress during anther development as revealed by transcript profiling analysis in cotton. *Plant Physiol.* 164, 1293-308. doi: 10.1104/pp.113.232314

Miura K., Sato A., Shiba H., Kang S.W., Kamada H., Ezura H., 2012b. Accumulation of antioxidants and antioxidant activity in tomato, *Solanum lycopersicum*, are enhanced by the transcription factor *SlICE1*. *Plant Biotechnol.* 29, 261-269. <http://dx.doi.org/10.5511/plantbiotechnology.12.0303b>

Miura K., Shiba H., Ohta M., Kang S.W., Sato A., Yuasa T., Iwaya-Inoue M., Kamada H. Ezura H., 2012a. SlICE1 encoding a MYC-type transcription factor controls cold tolerance in tomato, *Solanum lycopersicum*. *Plant*

Biotechnol. 29, 253-260. doi: [10.5511/plantbiotechnology.12.0303a](https://doi.org/10.5511/plantbiotechnology.12.0303a)

Mukherjee K., Brocchieri L., Bürglin T.R., 2009. A comprehensive classification and evolutionary analysis of plant homeobox genes. Mol. Biol. Evol. 26, 2775-2794. doi: 10.1093/molbev/msp201 Nakamura M., Tsunoda T., Obokata, J., 2002. Photosynthesis nuclear genes generally lack TATA-boxes: a tobacco photosystem I gene responds to light through an initiator. Plant J. 29, 1-10. doi: 10.1046/j.0960-7412.2001.01188.x

Nakashima K., Fujita Y., Katsura K., Maruyama K., Narusaka Y., Seki M., Shinozaki K., Yamaguchi-Shinozaki K., 2006. Transcriptional regulation of ABI3- and ABA-responsive genes including RD29B and RD29A in seeds, germinating embryos, and seedlings of Arabidopsis. Plant Mol. Biol. 60, 51-68. doi: 10.1007/s11103-005-2418-5

Noguero M., Atif R.M., Ochatt S., Thompson R.D., 2013. The role of the DNA-binding One Zinc Finger (DOF) transcription factor family in plants. Plant Sci. 209, 32-45. doi: 10.1016/j.plantsci.2013.03.016

Oh S.J., Song S.I., Kim Y.S., Jang H.J., Kim S.Y., Kim M., Kim Y.K., Nahm B.H., Kim J.K., 2005. Arabidopsis CBF3/DREB1A and ABF3 in transgenic rice increased tolerance to abiotic stress without stunting growth. Plant Physiol. 138, 341-351. doi: 10.1104/pp.104.059147

Ohme-Takagi M., Suzuki K., Shinshi H., 2000. Regulation of ethylene-induced transcription of defense genes. Plant Cell Physiol. 41, 1187-1192. <https://doi.org/10.1093/pcp/pcd057> Park H.C., Kim M.L., Kang Y.H., Jeon J.M., Yoo J.H., Kim M.C., Park C.Y., Jeong J.C., Moon B.C., Lee J.H., Yoon H.W., Lee S.H., Chung W.S., Lim C.O., Lee S.Y., Hong J.C., Cho M.J., 2004. Pathogen- and NaCl-induced expression of the SCaM-4 promoter is mediated in part by a GT-1 box that interacts with a GT-1-like transcription factor. Plant Physiol. 135, 2150-2161. doi: 10.1104/pp.104.041442

Ristova D., Kopriva S., 2022. Sulfur signaling and starvation response in Arabidopsis. iScience 25, 104242. doi: 10.1016/j.isci.2022.104242

Rombolá-Caldentey B., Rueda-Romero P., Iglesias-Fernández R., Carbonero P., Oñate-Sánchez L., 2014. Arabidopsis DELLA and two HD-ZIP transcription factors regulate GA signaling in the epidermis through the L1 box cis-element. Plant Cell 26, 2905-2919. doi: 10.1105/tpc.114.127647

Rus Alvarez-Canterbury A.M., Flores D.J., Keymanesh K., To K., Brusslan J.A., 2014. A double SORLIP1 element is required for high light induction of ELIP genes in *Arabidopsis thaliana*. Plant Mol. Biol. 84, 259-267. <https://doi.org/10.1007/s11103-013-0130-4>

Rushton P.J., Reinstädler A., Lipka V., Lippok B., Somssich I.E., 2002. Synthetic plant promoters containing defined regulatory elements provide novel insights into pathogen- and wound-induced signaling. Plant Cell 14, 749-762. doi: 10.1105/tpc.010412

Sato F., Kitajima S., Koyama T., Yamada, Y., 1996. Ethylene-induced gene expression of osmotin-like protein, a neutral isoform of tobacco PR-5, is mediated by the AGCCGCC cis-sequence. Plant Cell Physiol. 37, 249-255. doi: 10.1093/oxfordjournals.pcp.a028939

Sehar Z., Gautam H., Iqbal N., Alvi A.F., Jahan B., Fatma M., Albaqami M., Khan N.A., 2022. The functional interplay between ethylene, hydrogen sulfide, and sulfur in plant heat stress tolerance. Biomolecules 12, 678. <https://doi.org/10.3390/biom12050678>

Shekhawat U.K., Ganapathi T.R., Srinivas L., 2011. Cloning and characterization of a novel stress-responsive WRKY transcription factor gene (*MusaWRKY71*) from *Musa* spp. cv. Karibale Monthan (ABB group) using transformed banana cells. Mol. Biol. Rep. 38, 4023-4035. doi: 10.1007/s11033-010-0521-4

Shi C.L., Stenvik G.E., Vie A.K., Bones A.M., Pautot V., Proveniers M., Aalen R.B., Butenko M.A., 2011. Arabidopsis class I KNOTTED-like homeobox proteins act downstream in the IDA-HAE/HSL2 floral abscission signaling pathway. Plant Cell 23, 2553-2567. doi: 10.1105/tpc.111.084608

Simpson S.D., Nakashima K., Narusaka Y., Seki M., Shinozaki K., Yamaguchi-Shinozaki K., 2003. Two different novel cis-acting elements of erd1, a clpA homologous Arabidopsis gene function in induction by dehydration stress and dark-induced senescence. Plant J. 33, 259-270. doi: 10.1046/j.1365-313x.2003.01624.x

Smalle J., Kurepa J., Haegman, M., Gielen J., Van Montagu M., Van Der Straeten D., 1998. The trihelix DNA-binding motif in higher plants is not restricted to the transcription factors GT-1 and GT-2. Proc. Natl. Acad. Sci. USA 95, 3318-3322. doi: 10.1073/pnas.95.6.331

Solano R., Nieto C., Avila J., Cañas L., Diaz I., Paz-Ares J., (1995. Dual DNA binding specificity of a petal epidermis-specific MYB transcription factor (MYB.Ph3) from *Petunia hybrida*. EMBO J. 14, 1773-1784. doi: 10.1002/j.1460-2075

Sun S., Wang B., Jiang Q., Li Z., Jia S., Wang Y., Guo H., 2021. Genome-wide analysis of *BpDof* genes and the tolerance to drought stress in birch (*Betula platyphylla*). PeerJ. 9, e11938. doi: 10.7717/peerj.11938

Trindade M., Tada M., Smith, J.C., 1999. DNA-binding specificity and embryological function of Xom (Xvent-2). Dev. Biol. 216, 442-456. doi: 10.1006/dbio.1999.9507

Terzaghi W.B., Cashmore A.R., 1995. Light-regulated transcription. Annu Rev. Plant Physiol. Plant Mol. Biol. 46, 445-474. <https://doi.org/10.1146/annurev.pp.46.060195.002305>

Urao T., Yamaguchi-Shinozaki K., Urao S., Shinozaki K., 1993. An Arabidopsis MYB homolog is induced by dehydration stress and its gene product binds to the conserved MYB recognition sequence. Plant Cell 5, 1529-1539. doi: 10.1105/tpc.5.11.1529

von Gromoff E.D., Schroda M., Oster U., Beck C.F., 2006. Identification of a plastid response element that acts as an enhancer within the *Chlamydomonas* HSP70A promoter. Nucleic Acids Res. 34, 4767-4779. doi: 10.1093/nar/gkl602

Wu G., Tian N., She F., Cao A., Wu W., Zheng S., Yang N., 2022. Characteristics analysis of *Early-Responsive-to-Dehydration* genes in *Arabidopsis thaliana* (*AtERD*). Plant Signal. Behav. 2, 2105021. doi: 10.1080/15592324.2022.2105021

Xie Z., Zhang Z.L., Zou X., Huang J., Ruas P., Thompson D., Shen Q.J., 2005. Annotations and functional analyses of the rice WRKY gene superfamily reveal positive and negative regulators of abscisic acid signaling in aleurone cells. Plant Physiol. 137, 176-189. doi: 10.1104/pp.104.054312

Yu H., Ma Y., Lu Y., Yue J., Ming, R., 2021. Expression profiling of the Dof gene family under abiotic stresses in spinach. Sci. Rep. 11, 14429. doi: 10.1038/s41598-021-93383-6

Zhang H., Huang Z., Xie B., Chen Q., Tian X., Zhang X., Zhang H., Lu X., Huang D., Huang R., 2004a. The ethylene-, jasmonate-, abscisic acid- and NaCl-responsive tomato transcription factor JERF1 modulates expression of GCC box-containing genes and salt tolerance in tobacco. Planta 220, 262-270. doi: 10.1007/s00425-004-1347-x

Zhang Z.L., Xie Z., Zou X., Casaretto J., Ho T.H., Shen Q.J., 2004b. A rice WRKY gene encodes a transcriptional repressor of the gibberellin signaling pathway in aleurone cells. Plant Physiol. 134, 1500-1513. doi: 10.1104/pp.103.034967

Zhao H., Wang Y., Zhao S., Fu Y., Zhu L., 2021. HOMEBOX PROTEIN 24 mediates the conversion of indole-3-butyric acid to indole-3-acetic acid to promote root hair elongation. New Phytol. 232, 2057-2070. <https://doi.org/10.1111/nph.17719>

**Table S3.** Early transcriptional responses (1 and 5 h) to heat shock in *AhHAB4-PAI-1* and *Ah2880* overexpressing *A. thaliana* plants.

Dalal, V. K. (2022). Transcriptome of laser micro dissected tissue from SAM of tomato reveals genes responsible for chloroplast biogenesis. *Int. J. Agri. Res. Env. Sci.* 2: 1-6. doi: 10.51626/ijares.2022.03.00014.

Eysholdt-Derzsó, E., Renziehausen, T., Frings, S., Frohn, S., von Bongartz, K., Igisch, C.P., Mann, J., Häger, L., Macholl, J., Leisse, D., et al. (2023). Endoplasmic reticulum-bound ANAC013 factor is cleaved by RHOMBOID-LIKE 2 during the initial response to hypoxia in *Arabidopsis thaliana*. *Proc. Natl. Acad. Sci. USA.* 120: e2221308120. doi: 10.1073/pnas.2221308120

Guo T, Wang S, Li Y, Yuan J, Xu L, Zhang T, Chao Y, and Han L. (2020). Expression of a *NGATHA1* gene from *Medicago truncatula* delays flowering time and enhances stress tolerance. *Int. J. Mol. Sci.* 21:2384. doi: 10.3390/ijms21072384.

Hu, S., Ding, Y., and Zhu, C. (2020). Sensitivity and responses of chloroplasts to heat stress in plants. *Front. Plant Sci.* 11: 375. doi: 10.3389/fpls.2020.00375

Hwang, J.E., Lim, C.J., Chen, H., Je, J., Song, C., and Lim, C.O. (2012). Overexpression of *Arabidopsis* dehydration- responsive element-binding protein 2C confers tolerance to oxidative stress. *Mol. Cells.* 33: 135-140. doi: 10.1007/s10059-012-2188-2.

Iqbal, N., Umar, S., Khan, N.A., and Corpas, F.J. (2021). Crosstalk between abscisic acid and nitric oxide under heat stress: exploring new vantage points. *Plant Cell Rep.* 40: 1429-1450. doi: 10.1007/s00299-021-02695-4.

Joubès, J., Raffaele, S., Bourdenx, B., Garcia, C., Laroche-Traineau, J., Moreau, P., Domergue, F., and Lessire, R. (2008). The VLCFA elongase gene family in *Arabidopsis thaliana*: phylogenetic analysis, 3D modelling and expression profiling. *Plant Mol. Biol.* 67: 547-66. doi: 10.1007/s11103-008-9339-z

Kim, M.G., Macoy, D.M., Lee, J.Y., Cha, J.Y., and Kim, W.Y. (2021). Interactions between plant immunity, temperature, light, and circadian rhythm. *J. Plant Biochem. Physiol.* 9: 260.

Kim, J.Y., Jang, I.C., and Seo, H.S. (2016). COP1 controls abiotic stress responses by modulating AtSIZ1 function through Its E3 ubiquitin ligase activity. *Front. Plant Sci.* 7: 1182. doi: 10.3389/fpls.2016.01182.

Korte, P., Unzner, A., Damm, T., Berger, S., Krischke, M., and Mueller, M.J. (2023). High triacylglycerol turnover is required for efficient opening of stomata during heat stress in *Arabidopsis*. *Plant J.* 115: 81-96. doi: 10.1111/tpj.16210.

Ku, Y.S., Cheng, S.S., Cheung, M.Y., Law, C.H., and Lam, H.M. (2022). The re-localization of proteins to or away from membranes as an effective strategy for regulating stress tolerance in plants. *Membranes (Basel)* 12: 1261. doi: 10.3390/membranes12121261.

Kumar, V., Pandita, S., Singh Sidhu, G.P., Sharma, A., Khanna, K., Kaur, P., Bali, A.S., and Setia, R. (2021). Copper bioavailability, uptake, toxicity and tolerance in plants: A comprehensive review. *Chemosphere* 262: 127810. doi: 10.1016/j.chemosphere.2020.127810

Lee, S.B., Go, Y.S., Bae, H.J., Park, J.H., Cho, S.H., Cho, H.J., Lee, D.S., Park, O.K., Hwang, I., and Suh, M.C. (2009). Disruption of glycosylphosphatidylinositol-anchored lipid transfer protein gene altered cuticular lipid composition, increased plastoglobules, and enhanced susceptibility to infection by the fungal pathogen *Alternaria brassicicola*. *Plant Physiol.* 150:42-54. doi: 10.1104/pp.109.137745.

Ling, Y., Mahfouz, M.M., Zhou, S. (2021) Pre-mRNA alternative splicing as a modulator for heat stress response in plants. *Trends Plant Sci.* 26: 1153-1170. doi: 10.1016/j.tplants.2021.07.008.

Liu, T., Arsenaault, J., Vierling, E., and Kim, M. (2021). Mitochondrial ATP synthase subunit d, a component of the peripheral stalk, is essential for growth and heat stress tolerance in *Arabidopsis thaliana*. *Plant J.* 107: 713-726. doi: 10.1111/tpj.15317.

Liu, M., Cui, Y., Peng, F., Wang, S., Cui, R., Liu, X., Zhang, Y., Huang, H., Fan, Y., Jiang, T., et al. (2023). Antioxidant system was triggered to alleviate salinity stress by cytokinin oxidase/dehydrogenase gene GhCKX6b-Dt in cotton. *Environ. Sci. Eur.* 35: 82. <https://doi.org/10.1186/s12302-023-00788-3>.

Liu, X., Zhao, Z., Yang, Y., Xu, H., Bi, Q., and Wang, L. (2022). Genome-wide identification and expression analysis of the KCS gene family in yellow horn reveal their putative function on abiotic stress responses and wax accumulation. *Horticulturae* 9: 25. <https://doi.org/10.3390/horticulturae9010025>.

Lopez, A.J., Narvaez-Ortiz, H.Y., Rincon-Benavides, M.A., Pulido, D.C., Fuentes Suarez, L.E., and Zimmermann, B.H. (2023). New Insights into rice pyrimidine catabolic enzymes. *Front. Plant Sci.* 14: 1079778. doi: 10.3389/fpls.2023.1079778. PMID: 36818891.

Lubovská Z, Dobrá J, Storchová H, Wilhelmová N, Vanková R. (2014). Cytokinin oxidase/dehydrogenase overexpression modifies antioxidant defense against heat, drought and their combination in *Nicotiana tabacum* plants. *J. Plant Physiol.* 171: 1625-1633. doi: 10.1016/j.jplph.2014.06.021

Mishra, D., Shekhar, S., Chakraborty, S., and Chakraborty, N. (2018). Carboxylate clamp tetratricopeptide repeat (TPR) domain containing Hsp90 cochaperones in *Triticaceae*: An insight into structural and functional diversification. *Environ. Exp. Bot.* 155: 31-44. <https://doi.org/10.1016/j.envexpbot.2018.06.020>

Mishra, V., Singh, A., Gandhi, N., Sarkar Das, S., Yadav, S., Kumar, A., Sarkar, A.K. (2022). A unique miR775-GALT9 module regulates leaf senescence in *Arabidopsis* during post-submergence recovery by modulating ethylene and the abscisic acid pathway. *Development* 149: dev199974. doi: 10.1242/dev.199974.

Ogawa, T., Ishikawa, K., Harada, K., Fukusaki, E., Yoshimura, K., and Shigeoka, S. (2009). Overexpression of an ADP-ribose pyrophosphatase, AtNUDX2, confers enhanced tolerance to oxidative stress in *Arabidopsis* plants. *Plant J.* 57: 289-301. doi: 10.1111/j.1365-3113X.2008.03686.x

Polacco, J.C., Mazzafera, P., and Tezotto, T. (2013). Opinion: nickel and urease in plants: still many knowledge gaps. *Plant Sci.* 199-200: 79-90. doi: 10.1016/j.plantsci.2012.10.010.

Printz, B., Lutts, S., Hausman, J.F., and Sergeant, K. (2016). Copper trafficking in plants and its implication on cell wall dynamics. *Front. Plant Sci.* 7: 601. doi: 10.3389/fpls.2016.00601.

Rahman, T., Shao, M., Pahari, S., Venglat, P., Soolanayakanahally, R., Qiu, X., Rahman, A., and Tanino, K. (2021). Dissecting the roles of cuticular wax in plant resistance to shoot dehydration and low-temperature stress in *Arabidopsis*. *Int. J. Mol. Sci.* 22: 1554. doi: 10.3390/ijms22041554.

Rodor, J., Letellier, I., Holuigue, L., and Echeverria, M. (2010). Nucleolar RNPs: from genes to functional snoRNAs in plants. *Biochem. Soc. Trans.* 38: 672-676. doi: 10.1042/BST0380672.

Salvi, P., Kamble, N.U. and Majee, M. (2018). Stress-inducible galactinol synthase of chickpea (CaGOLS) is implicated in heat and oxidative stress tolerance through reducing stress-induced excessive reactive oxygen species accumulation. *Plant Cell Physiol.* 59: 155-166. doi: 10.1093/pcp/pcx170.

Shaheenuzzam, M., Shi, S., Sohail, K., Wu, H., Liu, T., An, P., Wang, Z., and Hasanuzzaman, M. (2021). Regulation of cuticular wax biosynthesis in plants under abiotic stress. *Plant Biotechnol. Rep.* 15: 1-12. <https://doi.org/10.1007/s11816-020-00656-z>.

Shiva, S., Samarakoon, T., Lowe, K.A., Roach, C., Vu, H.S., Colter, M., Porras, H., Hwang, C., Roth, M.R., Tamura, P., et al. (2020). Leaf lipid alterations in response to heat stress of *Arabidopsis thaliana*. *Plants (Basel)* 9: 845. doi: 10.3390/plants9070845.

Sinha, R., Induri, S.P., Peláez-Vico, M.Á., Tukuli, A., Shostak, B., Zandalinas, S.I., Joshi, T., Fritschi, F.B., and Mittler, R. (2023). The transcriptome of soybean reproductive tissues subjected to water deficit, heat stress, and a combination of water deficit and heat stress. *Plant J.* 116: 1064-1080. doi: 10.1111/tpj.1622.

Song, Y., Feng, L., Alyafei, M.A.M., Jaleel, A., and Ren, M. (2021). Function of chloroplasts in plant stress responses. *Int. J. Mol. Sci.* 22: 13464. doi: 10.3390/ijms222413464.

Wang, M., Xu, Z., Ahmed, R.I., Wang, Y., Hu, R., Zhou, G., and Kong, Y. (2019). Tubby-like Protein 2 regulates homogalacturonan biosynthesis in *Arabidopsis* seed coat mucilage. *Plant Mol. Biol.* 99: 421-436. doi: 10.1007/s11103-019-00827-9.

Syed, A., Tainer, J.A. (2018) The MRE11-RAD50-NBS1 complex conducts the orchestration of damage signaling and outcomes to stress in DNA replication and repair. *Annu. Rev. Biochem.* 87: 263-294. doi: 10.1146/annurev-biochem-062917-012415.

Wu, J.R., Wang, T.Y., Weng, C.P., Duong, N.K.T., and Wu, S.J. (2019). AtJ3, a specific HSP40 protein, mediates protein farnesylation-dependent response to heat stress in *Arabidopsis*. *Planta* 250: 1449-1460. doi: 10.1007/s00425-019-03239-7.

Wu, Y., Li, X., Zhang, J., Zhao, H., Tan, S., Xu, W., Pan, J., Yang, F., and Pi, E. (2022). ERF subfamily transcription factors and their function in plant responses to abiotic stresses. *Front. Plant Sci.* 13: 1042084. doi: 10.3389/fpls.2022.1042084.

Xie, H., Zhao, W., Li, W., Zhang, Y., Hajný, J., and Han, H. (2022). Small signaling peptides mediate plant adaptations to abiotic environmental stress. *Planta* 255: 72. doi: 10.1007/s00425-022-03859-6.

Yang, X., Xie, H., Weng, Q., Liang, K., Zheng, X., Guo, Y., and Sun, X. (2022). Rice OsCASP1 orchestrates Casparian strip formation and suberin deposition in small lateral roots to maintain nutrient homeostasis. *Front. Plant Sci.* 13: 1007300. doi: 10.3389/fpls.2022.1007300.

Zhang, X.C., Millet, Y.A., Cheng, Z., Bush, J. and Ausubel, F.M. (2015). Jasmonate signalling in *Arabidopsis* involves SGT1b-HSP70-HSP90 chaperone complexes. *Nat. Plants* 1: 15049. doi: 10.1038/nplants.2015.49.

Zhang, X., Li, J., Liu, A., Zou, J., Zhou, X., Xiang, J., Rerksiri, W., Peng, Y., Xiong, X., and Chen, X. (2012). Expression profile in rice panicle: insights into heat response mechanism at reproductive stage. *PLoS ONE* 7: e49652. doi: 10.1371/journal.pone.0049652

Zhang, Q., Luo, F., Zhong, Y., He, J., and Li, L. (2020). Modulation of NAC transcription factor NST1 activity by XYLEM NAC DOMAIN1 regulates secondary cell wall formation in *Arabidopsis*. *J. Exp. Bot.* 71: 1449-

1458. doi: 10.1093/jxb/erz513.

Zhang, Y., Wang, Y., Liu, J., Ding, Y., Wang, S., Zhang, X., Liu, Y., and Yang, S. (2017). Temperature-dependent autoimmunity mediated by chs1 requires its neighboring TNL gene SOC3. *New Phytol.* 213: 1330-1345. doi: 10.1111/nph.14216.

Zhang, H., Zhang, K., Liu, T., Zhang, Y., Tang, Z., Dong, J., and Wang, F. (2022). The characterization and expression analysis under stress conditions of PCST1 in Arabidopsis. *Plant Signal. Behav.* 17: 2134675. doi: 10.1080/15592324.2022.2134675

Zhao, Y., Qin, Q., Chen, L., Long, Y., Song, N., Jiang, H., and Si, W. (2022). Characterization and phylogenetic analysis of multiple C2 domain and transmembrane region proteins in maize. *BMC Plant Biol.* 22: 388. doi: 10.1186/s12870-022-03771-x

Zhu, Q., Feng, Y., Xue, J., Chen, P., Zhang, A., and Yu, Y. (2023) Advances in receptor-like protein kinases in balancing plant growth and stress responses. *Plants (Basel)* 12: 427. doi: 10.3390/plants1203

**Table S4.** Intermediate transcriptional responses (11 h) to heat shock in *AhHAB4-PAI-1* and *Ah2880* overexpressing *A. thaliana* plants.

*SUPPRESSOR1*, a DEXH box helicase (AT1G31970; Kant et al. 2007; Kalinina et al. 2018); two RRM/RBD/RNP RNA binding protein genes (AT2G28540 and AT1G31600) and an additional GLYCINE-RICH RNA BINDING protein gene (AT4G27850; Yan et al. 2022); *EXONUCLEASE FAMILY PROTEIN* (AT2G48100), similar to *EXONUCLEASE 4* (Weber et al., 2008); *ATP BINDING MICROTUBULE (MT) MOTOR FAMILY PROTEIN* (AT5G42490) that modulates MT organization and structural interaction of MTs with other cell structures (Krtková et al. 2016); *Nem1/TMEM194A* (AT3G49840; Fang and Gu 2023); *MINIYO* (AT4G38440) a regulator of molecule trafficking to the nucleus (Muñoz-Díaz and Sáez-Vasquez 2022); WD40 protein genes (AT1G49450, AT5G19920, AT3G21540, AT5G43930) and ankyrin-repeat family protein genes (AT2G04740, AT2G39580) (Sharma and Pandey 2016).

- Arae, T., Morita, K., Imahori, R., Suzuki, Y., Yasuda, S., Sato, T., Yamaguchi, J., and Chiba, Y. (2019). Identification of *Arabidopsis* CCR4-NOT complexes with Pumilio RNA-binding proteins, APUM5 and APUM2. *Plant Cell Physiol.* 60: 2015-2025. doi: 10.1093/pcp/pcz089.
- Arribas-Hernández, L., Rennie, S., Schon, M., Porcelli, C., Enugutti, B., Andersson, R., Nodine, M.D., and Brodersen, P. (2021). The YTHDF proteins ECT2 and ECT3 bind largely overlapping target sets and influence target mRNA abundance, not alternative polyadenylation. *Elife* 10: e72377. doi: 10.7554/eLife.72377.
- Arzac, M.I., Fernández-Marín, B., and García-Plazaola, J.I. (2022). More than just lipid balls: quantitative of plastoglobule attributes and their stress-related responses. *Planta* 255: 62. doi: 10.1007/s00425-022-03848-9.
- Ban Z, and Estelle, M. (2021). CUL3 E3 ligases in plant development and environmental response. *Nat. Plants* 7: 6-16. doi: 10.1038/s41477-020-00833-Bergler, J., and Hoth, S. (2011). Plant U- box armadillo repeat proteins AtPUB18 and AtPUB19 are involved in salt inhibition of germination in *Arabidopsis*. *Plant Biol.* 13: 725-730. doi: 10.1111/j.1438-8677.2010.00431.x.
- Brasil JN, Cabral LM, Eloy NB, Primo LM, Barroso-Neto IL, Grangeiro LP, Gonzalez, N., Inzé, D., Ferreira, P.C., and Hemerly, A.S. (2015). AIP1 is a novel Agenet/Tudor domain protein from *Arabidopsis* that interacts with regulators of DNA replication, transcription and chromatin remodeling. *BMC Plant Biol.* 15: 270. doi: 10.1186/s12870-015-0641-z.
- Brosnan, C.A., and Voinnet, O. (2011). Cell-to-cell and long-distance siRNA movement in plants: mechanisms and biological implications. *Curr. Opin. Plant Biol.* 14: 580-587. doi: 10.1016/j.pbi.2011.07.011.
- Casal, J.J., and Balasubramanian, S. (2019). Thermomorphogenesis. *Annu. Rev. Plant Biol.* 70: 321-346.
- Chen, M., Dai, Y., Liao, J., Wu, H., Lv, Q., Huang, Y., Liu, L., Feng, Y., Lv, H., Zhou, B., et al. (2024). TARGET OF MONOPTEROS: key transcription factors orchestrating plant development and environmental response. *J. Exp. Bot.* 75: 2214-2234. doi: 10.1093/jxb/erae005.
- Crawford, T., Siebler, L., Sulkowska, A., Nowack, B., Jiang, L., Pan, Y., Lämke, J., Kappel, C., and Bäurle, I. (2024). The Mediator kinase module enhances polymerase activity to regulate transcriptional memory after heat stress in *Arabidopsis*. *EMBO J.* 43: 437-461. doi: 10.1038/s44318-023-00024-x.
- Deka, K., and Saha, S. (2021). Heat stress induced arginylation of HuR promotes alternative polyadenylation of Hsp70.3 by regulating HuR stability and RNA binding. *Cell Death Differ.* 28:730-747. doi: 10.1038/s41418-020-00619-5.
- Darriere, T., Jobet, E., Zavala, D., Escande, M.L., Durut, N., de Bures, A., Blanco-Herrera, F., Vidal, E.A., Rompais, M., Carapito, C., et al. (2022). Upon heat stress processing of ribosomal RNA precursors into mature rRNAs is compromised after cleavage at primary P site in *Arabidopsis thaliana*. *RNA Biol.* 19: 719-734. doi: 10.1080/15476286.2022.2071517.
- Du, Y., Scheres, B. (2018) Lateral root formation and the multiple roles of auxin. *J. Exp. Bot.* 69:155-167. doi: 10.1093/jxb/erx223. PMID: 28992266.
- Fang, Y., and Gu, Y. (2023). Dynamic nucleoskeleton in stress. *Nat Plants* 9: 1010-1011. doi: 10.1038/s41477-023-01458-1.
- Fristedt, R. (2017). Chloroplast function revealed through analysis of GreenCut2 genes. *J. Exp. Bot.* 68: 2111-2120. doi: 10.1093/jxb/erx082. PMID: 28369575.
- Gorelova, V., De Lepeleire, J., Van Daele, J., Pluim, D., Mei, C., Cuypers, A., Leroux, O., Rébeillé, F., Schellens, J.H.M., Blancaquaert, D., et al. (2017). Dihydrofolate reductase/thymidylate synthase fine-tunes the folate status and controls redox homeostasis in plants. *Plant Cell* 29 :2831-2853. doi: 10.1105/tpc.17.00433.
- Guo, D., Wong, W.S., Xu, W.Z., Sun, F.F., Qing, D.J., and Li, N. (2011). Cis-cinnamic acid-enhanced 1 gene plays a role in regulation of *Arabidopsis* bolting. *Plant Mol. Biol.* 75: 481-495. doi: 10.1007/s11103-011-9746-4.
- Herdean, A., Teardo, E., Nilsson, A.K., Pfeil, B.E., Johansson, O.N., Ünneper, R., Nagy, G., Zsiros, O., Dana, S., Solymosi, K., et al. (2016). A voltage-dependent chloride channel fine-tunes photosynthesis in plants. *Nat. Commun.* 7: 11654. doi: 10.1038/ncomms11654.
- Hallmark, H.T., and Rashotte, A.M. (2019). Review-cytokinin response factors: Responding to more than cytokinin. *Plant Sci.* 289: 110251. doi: 10.1016/j.plantsci.2019.110251.
- Han, X., Liu, K., Yuan, G., He, S., Cong, P., and Zhang, C. (2022). Genome-wide identification and characterization of AINTEGUMENTA-LIKE (AIL) family genes in apple (*Malus domestica* Borkh.). *Genomics* 114: 110313. doi: 10.1016/j.ygeno.2022.110313.
- Hao, W., Liu, G., Wang, W., Shen, W., Zhao, Y., Sun, J., Yang, Q., Zhang, Y., Fan, W., Pei, S., et al. (2021). RNA editing and its roles in plant organelles. *Front. Genet.* 12: 757109. doi: 10.3389/fgene.2021.757109.
- He, Y., Yang, T., Yan, S., Niu, S., and Zhang, Y. (2022). Identification and characterization of the BEL1-like genes reveal their potential roles in plant growth and abiotic stress response in tomato. *Int. J. Biol. Macromol.* 200 :193-205. doi: 10.1016/j.ijbiomac.2021.12.175.
- Hermann, A., Gowher, H., and Jeltsch, A. (2004). Biochemistry and biology of mammalian DNA methyltransferases. *Cell Mol. Life Sci.* 61: 2571-2587. doi: 10.1007/s00018-004-4201-1.
- Hertig, C., Rutten, T., Melzer, M., Schippers, J.H.M., and Thiel, J. (2023). Dissection of developmental programs and regulatory modules directing endosperm transfer cell and aleurone identity in the syncytial endosperm of barley. *Plants (Basel)* 12: 1594. doi: 10.3390/plants12081594.
- Jung, H., Chung, P.J., Park, S.H., Redillas, M.C.F.R., Kim, Y.S., Suh, J.W., and Kim, J.K. (2017). Overexpression of OsERF48 causes regulation of OsCML16, a calmodulin-like protein gene that enhances root growth and drought tolerance. *Plant Biotechnol. J.* 15: 1295-1308. doi: 10.1111/pbi.12716.
- Jung, J.H., Barbosa, A.D., Hutin, S., Kumita, J.R., Gao, M., Derwort, D., Silva, C.S., Lai, X., Pierre, E., Geng, F., et al. (2020). A prion-like domain in ELF3 functions as a thermo-sensor in *Arabidopsis*. *Nature* 585: 256-260. doi: 10.1038/s41586-020-2644-7.
- Kalinger, R.S., Pulsifer, I.P., Hepworth, S.R., and Rowland, O. (2020). Fatty Acyl synthetases and thioesterases in plant lipid metabolism: Diverse functions and biotechnological applications. *Lipids* 55: 435-455. doi: 10.1002/lipid.12226.

Kalinina, N.O., Makarova, S., Makhotenko, A., Love, A.J., and Taliansky, M. (2018). The multiple functions of the nucleolus in plant development, disease and stress responses. *Front. Plant Sci.* 9: 132. doi: 10.3389/fpls.2018.00132.

Kang, L., Li, C., Qin, A., Liu, Z., Li, X., Zeng, L., Yu, H., Wang, Y., Song, J., and Chen, R. (2024). Identification and expression analysis of the Nucleotidyl Transferase Protein (NTP) family in soybean (*Glycine max*) under various abiotic stresses. *Int. J. Mol. Sci.* 25: 1115. doi: 10.3390/ijms25021115.

Kant, P., Kant, S., Gordon, M., Shaked, R., and Barak, S. (2007). STRESS RESPONSE SUPPRESSOR1 and STRESS RESPONSE SUPPRESSOR2, two DEAD-box RNA helicases that attenuate *Arabidopsis* responses to multiple abiotic stresses. *Plant Physiol.* 145: 814-830. doi: 10.1104/pp.107.099895.

Keller, M., Schleiff, E., and Simm, S. (2020). miRNAs involved in transcriptome remodeling during pollen development and heat stress response in *Solanum lycopersicum*. *Sci. Rep.* 10: 10694. doi: 10.1038/s41598-020-67833-6.

Khan, G.A., Deforges, J., Reis, R.S., Hsieh, Y.F., Montpetit, J., Antosz, W., Santuari, L., Hardtke, C.S., Grasser, K.D., and Poirier, Y. (2020). The transcription and export complex THO/TREX contributes to transcription termination in plants. *PLoS Genet.* 16: e1008732. doi: 10.1371/journal.pgen.

Kesten, C., Menna, A., and Sánchez-Rodríguez, C. (2017). Regulation of cellulose synthesis in response to stress. *Curr. Opin. Plant Biol.* 40:106-113. doi: 10.1016/j.pbi.2017.08.010.

Knopf, R.R., and Adam, Z. (2012). Rhomboid proteases in plants - still in square one? *Physiol. Plant.* 145:41-51. doi: 10.1111/j.1399-3054.2011.01532.x.

Kovacs, D., Rakacs, M., Agoston, B., Lenkey, K., Semrad, K., Schroeder, R., and Tompa, P. (2009). Janus chaperones: assistance of both RNA- and protein-folding by ribosomal proteins. *FEBS Lett.* 583: 88-92. doi: 10.1016/j.febslet.2008.11.049.

Krämer, M., Dörfer, E., Hickl, D., Bellin, L., Scherer, V., and Möhlmann, T. (2022). Cytidine triphosphate synthase four from *Arabidopsis thaliana* attenuates drought stress effects. *Front. Plant Sci.* 13: 842156. doi: 10.3389/fpls.2022.842156.

Krtková, J., Benáková, M., and Schwarzerová, K. (2016). Multifunctional microtubule-associated proteins in plants. *Front. Plant Sci.* 7: 474. doi: 10.3389/fpls.2016.00474.

Lavell, A., Froehlich, J.E., Baylis, O., Rotondo, A.D., and Benning, C. (2019). A predicted plastid rhomboid protease affects phosphatidic acid metabolism in *Arabidopsis thaliana*. *Plant J.* 99: 978- 987. doi: 10.1111/tbj.14377.

Li, J., Kong, D., Song, T., Hu, Z., Li, Q., Xiao, B., Kessler, F., Zhang, Z., and Xie, G. (2023). OsFBN7-OsKAS I module promotes formation of plastoglobules clusters in rice chloroplasts. *New Phytol.* 239:1771-1789. doi: 10.1111/nph.19081.

Li, X.L., Hu, Y.X., Yang, X., Yu, X.D., and Li Q.L. (2014). A novel zinc-finger HIT protein with an additional PAPA-1-like region from *Suaeda liaotungensis* K. enhanced transgenic *Arabidopsis* drought and salt stresses tolerance. *Mol. Biotechnol.* 56: 1089-1099. doi: 10.1007/s12033-014-9789-2.

Li, Z., Shi, Y., Xiao, X., Song, J., Li, P., Gong, J., Zhang, H., Gong, W., Liu, A., Peng, R., et al. (2023). Genome-wide characterization of trichome birefringence-like genes provides insights into fiber yield improvement. *Front. Plant Sci.* 14: 1127760. doi: 10.3389/fpls.2023.1127760.

Liu, Z.W., Simmons, C.H., and Zhong, X. (2022). Linking transcriptional silencing with chromatin remodeling, folding, and positioning in the nucleus. *Curr. Opin. Plant Biol.* 69: 102261. doi: 10.1016/j.pbi.2022.102261.

Ma, J., Wang, D., She, J., Li, J., Zhu, J.K., and She, Y.M. (2016). Endoplasmic reticulum-associated N-glycan degradation of cold-upregulated glycoproteins in response to chilling stress in *Arabidopsis*. *New Phytol.* 212:282-96. doi: 10.1111/nph.14014.

Ma, L., Cheng, K., Li, J., Deng, Z., Zhang, C., and Zhu, H. (2021). Roles of plant glycine-rich RNA-binding proteins in development and stress responses. *Int. J. Mol. Sci.* 22: 5849. doi: 10.3390/ijms22115849.

Mahajan, A., Yuan, C., Lee, H., Chen, E.S., Wu, P.Y., and Tsai, M.D. (2008). Structure and function of the phosphothreonine-specific FHA domain. *Sci. Signal.* 1: re12. doi: 10.1126/scisignal. Mchdi, S.M.M., Szczesniak, M.W., and Ludwików, A. (2023). The Bro1-like domain-containing protein, AtBro1, modulates growth and abiotic stress responses in *Arabidopsis*. *Front. Plant Sci.* 14: 1157435. doi: 10.3389/fpls.2023.1157435.

Mishra, D., Shekhar, S., Chakraborty, S., and Chakraborty, N. (2018). Carboxylate clamp tetratricopeptide repeat (TPR) domain containing Hsp90 cochaperones in *Triticaceae*: An insight into structural and functional diversification. *Environ. Exp. Bot.* 155: 31-44. <https://doi.org/10.1016/j.envexpbot.2018.06.020>.

Miwa, H., Kinoshita, A., Fukuda, H., and Sawa, S. (2009). Plant meristems: CLAVATA3/ESR-related signaling in the shoot apical meristem and the root apical meristem. *J. Plant Res.* 122: 31-39. doi: 10.1007/s10265-008-0207-3.

Mu, C., Chen, N., Li, X., Jia, P., Wang, Z., and Liu, H. (2010). F-box protein arabidillo-1 promotes lateral root development by depressing the functioning of GA3 in *Arabidopsis*. *J. Plant Biol.* 53: 374–380. <https://doi.org/10.1007/s12374-010-9125-8>.

Muñoz-Díaz, E., and Sáez-Vásquez, J. (2022). Nuclear dynamics: Formation of bodies and trafficking in plant nuclei. *Front. Plant Sci.* 23: 13:984163. doi: 10.3389/fpls.2022.984163.

Nobusawa, T., Kamei, M., Ueda, H., Matsushima, N., Yamatani, H., and Kusaba, M. (2021). Highly pleiotropic functions of CYP78As and AMP1 are regulated in non-cell-autonomous/organ-specific manners. *Plant Physiol.* 186: 767-781. doi: 10.1093/plphys/kiab067.

Ohira, T., and Suzuki, T. (2024). Transfer RNA modifications and cellular thermotolerance. *Mol. Cell* 84: 94-106. doi: 10.1016/j.molcel.2023.11.041.

Osakabe, Y., Mizuno, S., Tanaka, H., Maruyama, K., Osakabe, K., Todaka, D., Fujita, Y., Kobayashi, M., Shinozaki, K., and Yamaguchi-Shinozaki, K. (2010). Overproduction of the membrane-bound receptor-like protein kinase 1, RPK1, enhances abiotic stress tolerance in *Arabidopsis*. *J. Biol. Chem.* 285: 9190-9201. doi: 10.1074/jbc.M109.051938.

Ok, S.H., Jeong, H.J., Bae, J.M., Shin, J.S., Luan, S., and Kim, K.N. (2005). Novel CIPK1-associated proteins in *Arabidopsis* contain an evolutionarily conserved C-terminal region that mediates nuclear localization. *Plant Physiol.* 139: 138-150. doi: 10.1104/pp.105.065649.

Ou, Y., Tao, B., Wu, Y., Cai, Z., Li, H., Li, M., He, K., Gou, X., and Li, J. (2022). Essential roles of SERKs in the ROOT MERISTEM GROWTH FACTOR-mediated signaling pathway. *Plant Physiol.* 189 :165-177. doi: 10.1093/plphys/kiac036.

Pareek, A., Mishra, D., Rath, D., Verma, J.K., Chakraborty, S., and Chakraborty, N. (2021). The small heat shock proteins, chaperonin 10, in plants: an evolutionary view and emerging functional diversity. *Environ. Exp. Bot.* 182: 104323. doi: 10.1111/ppl.12080.

Periappuram, C., Steinhauer, L., Barton, D.L., Taylor, D.C., Chatson, B., and Zou, J. (2000). The plastidic phosphoglucomutase from *Arabidopsis*. A reversible enzyme reaction with an important role in metabolic control. *Plant Physiol.* 122: 1193-1199. doi: 10.1104/pp.122.4.1193.

Perrella, G., Bäurle, I., and van Zanten, M. (2022). Epigenetic regulation of thermomorphogenesis and heat stress tolerance. *New Phytol.* 234: 1144-1160. doi: 10.1111/nph.17970.

Praat, M., De Smet, I., van Zanten, M. (2021) Protein kinase and phosphatase control of plant temperature responses. *J. Exp. Bot.* 72: 7459-7473. doi: 10.1093/jxb/erab345.

Qiao, D., Zhang, Y., Xiong, X., Li, M., Cai, K., Luo, H., and Zeng, B. (2020). Transcriptome analysis on responses of orchardgrass (*Dactylis glomerata* L.) leaves to a short-term flooding. *Hereditas* 157: 20. doi: 10.1186/s41065-020-00134-0.

Qu, L., Liu, M., Zheng, L., Wang, X., and Xue, H. (2023). Data-independent acquisition-based global phosphoproteomics reveal the diverse roles of casein kinase 1 in plant development. *Sci. Bull. (Beijing)* 68: 2077-2093. doi: 10.1016/j.scib.2023.08.017.

Qu, L., Sun, M., Li, X., He, R., Zhong, M., Luo, D., Liu, X., and Zhao, X. (2020). The *Arabidopsis* F-box protein FOF2 regulates ABA-mediated seed germination and drought tolerance. *Plant Sci.* 301: 110643. doi: 10.1016/j.plantsci.2020.110643.

Ramakrishnan, M., Rajan, K.S., Mullasser, S., Palakkal, S., Kalpana, K., Sharma, A., Zhou, M., Vinod, K.K., Ramasamy, S., and Wei, Q. (2022). The plant epitranscriptome: revisiting pseudouridine and 2'-O-methyl RNA modifications. *Plant Biotechnol. J.* 20: 1241-1256. doi: 10.1111/pbi.13829.

Ren, Y., Wang, Y., Zhang, Y., Pan, T., Duan, E., Bao, X., Zhu, J., Teng, X., Zhang, P., Gum C., et al. (2022). Endomembrane-mediated storage protein trafficking in plants: Golgi-dependent or Golgi-independent? *FEBS Lett.* 596: 2215-2230. doi: 10.1002/1873-3468.14374.

Robles, P., and Quesada, V. (2022). Unveiling the functions of plastid ribosomal proteins in plant development and abiotic stress tolerance. *Plant Physiol. Biochem.* 189: 35-45. doi: 10.1016/j.plaphy.2022.07.029.

Saravanan, R.S., Slabaugh, E., Singh, V.R., Lapidus, L.J., Haas, T., and Brandizzi, F. (2009). The targeting of the oxysterol-binding protein ORP3a to the endoplasmic reticulum relies on the plant VAP33 homolog PVA12. *Plant J.* 58: 817-830. doi: 10.1111/j.1365-313X.2009.03815.x.

Schalk, C., Drevensek, S., Kramdi, A., Kassam, M., Ahmed, I., Cognat, V., Graindorge, S., Bergdoll, M., Baumberger, N., Heintz, D., et al. (2016). DNA DAMAGE BINDING PROTEIN2 Shapes the DNA Methylation Landscape. *Plant Cell* 28: 2043-2059. doi: 10.1105/tpc.16.00474.

Shao, J., Huang, K., Batool, M., Idrees, F., Afzal, R., Haroon, M., Noushahi, H.A., Wu, W., Hu, Q., Lu, X., et al. (2022). Versatile roles of polyamines in improving abiotic stress tolerance of plants. *Front. Plant Sci.* 13: 1003155. doi: 10.3389/fpls.2022.1003155.

Shao, C., Wu, Q., Qiu, J., Jin, S., Zhang, B., Qian, J., Chen, M., and Meng, Y. (2013). Identification of novel microRNA-like-coding sites on the long-stem microRNA precursors in Arabidopsis. *Gene* 527: 477-483. doi: 10.1016/j.gene.2013.06.070.

Shao, Y.J., Zhu, Q.Y., Yao, Z.W., and Liu, J.X. (2021). Phosphoproteomic analysis of thermomorphogenic responses in Arabidopsis. *Front. Plant Sci.* 12: 753148. doi: 10.3389/fpls.2021.753148. Sharma, M., and Pandey, G.K. (2016). Expansion and function of repeat domain proteins during stress and development in plants. *Front. Plant Sci.* 6: 1218. doi: 10.3389/fpls.2015.01218.

Singh, R.K., Prasad, A., Maurya, J., and Prasad, M. (2022). Regulation of small RNA-mediated high temperature stress responses in crop plants. *Plant Cell Rep.* 41:765-773. doi: 10.1007/s00299-021-02745-x.

Sun, A., Yu, B., Zhang, Q., Peng, Y., Yang, J., Sun, Y., Qin, P., Jia, T., Smeekens, S., and Teng, S. (2020). MYC2-Activated TRICHOME BIREFRINGENCE-LIKE37 acetylates cell walls and enhances herbivore resistance. *Plant Physiol.* 184: 1083-1096. doi: 10.1104/pp.20.00683.

Trösch, R., Ries, F., Westrich, L.D., Gao, Y., Herkt, C., Hopstädter, J., Heck-Roth, J., Mustas, M., Scheuring, D., Choquet, Y., et al. (2022). Fast and global reorganization of the chloroplast protein biogenesis network during heat acclimation. *Plant Cell* 34: 1075-1099. doi: 10.1093/plcell/koab317.

Verherbruggen Y, Yin L, Oikawa A, and Scheller, H.V. (2011). Mannan synthase activity in the CSLD family. *Plant Signal. Behav.* 6: 1620-1623. doi: 10.4161/psb.6.10.17989. Wang, M.B., and Dennis, E.S. (2009). SPT5-like, a new component in plant RdDM. *EMBO Rep.* 10: 573-575. doi: 10.1038/embor.2009.101.

Wang, C., Aubé, F., Quadrado, M., Dargel-Graffin, C., and Mireau, H. (2018). Three new pentatricopeptide repeat proteins facilitate the splicing of mitochondrial transcripts and complex I biogenesis in Arabidopsis. *J. Exp. Bot.* 69: 5131-5140. doi: 10.1093/jxb/ery275.

Wang, L., Sadeghnezhad, E., Guan, P., and Gong, P. (2021). Review: Microtubules monitor calcium and reactive oxygen species signatures in signal transduction. *Plant Sci.* 304: 110589. doi: 10.1016/j.plantsci.2020.110589.

Wang, L.C., Tsai, M.C., Chang, K.Y., Fan, Y.S., Yeh, C.H., and Wu, S.J. (2011). Involvement of the Arabidopsis HIT1/AtVPS53 tethering protein homologue in the acclimation of the plasma membrane to heat stress. *J. Exp. Bot.* 62: 3609-3620. doi: 10.1093/jxb/err060.

Weber, C., Nover, L., and Fauth, M. (2008). Plant stress granules and mRNA processing bodies are distinct from heat stress granules. *Plant J.* 56: 517-530. doi: 10.1111/j.1365-313X.2008.03623.x. Wei, K., and Han, P. (2016). Pentatricopeptide repeat proteins in maize. *Mol. Breeding* 36: 170. <https://doi.org/10.1007/s11032-016-0596-2>.

Wei, M., Duan, P., Zhao, S., Gou, B., Wang, Y., Yang, N., Ma, Y., Ma, Z., Zhang, G., and Wei B. (2023). Genome-wide identification of RUB activating enzyme and conjugating enzyme gene families and their expression analysis under abiotic stresses in *Capsicum annuum*. *Protoplasma* 260: 821-837. doi: 10.1007/s00709-022-01816-4.

Wu, J., Okada, T., Fukushima, T., Tsudzuki, T., Sugiura, M., and Yukawa, Y. (2012). A novel hypoxic stress-responsive long non-coding RNA transcribed by RNA polymerase III in Arabidopsis. *RNA Biol.* 9: 302-313. doi: 10.4161/rna.19101.

Xing, D., Zhao, H., Xu, R., and Li, Q.Q. (2008). Arabidopsis PCFS4, a homologue of yeast polyadenylation factor Pcf11p, regulates FCA alternative processing and promotes flowering time. *Plant J.* 54: 899-910. doi: 10.1111/j.1365-313X.2008.03455.x.

Xiong, F., Liu, H.H., Duan, C.Y., Zhang, B.K., Wei, G., Zhang, Y., and Li, S. (2019). Arabidopsis JANUS regulates embryonic pattern formation through Pol II-mediated transcription of WOX2 and PIN7. *iScience* 19: 1179-1188. doi: 10.1016/j.isci.2019.09.004.

Yan, Y., Gan, J., Tao, Y., Okita, T.W., and Tian, L. (2022). RNA-binding proteins: The key modulator in stress granule formation and abiotic stress response. *Front. Plant Sci.* 13: 882596. doi: 10.3389/fpls.2022.882596.

Yang, L., Peng, X., and Sun, M.X. (2011). AtNG1 encodes a protein that is required for seed germination. *Plant Sci.* 181: 457-464. doi: 10.1016/j.plantsci.2011.07.011.

Yang, S., Zhang, F., Wang, Y., Xue, H., Jiang, Q., Shi, J., Dai, H., Zhang, Z., Li, L., He, P., et al. (2020). MdHAL3, a 4'-phosphopantothienoylcysteine decarboxylase, is involved in the salt tolerance of autotetraploid apple. *Plant Cell Rep.* 39: 1479-1491. doi: 10.1007/s00299-020-02576-2.

Yu, T.Y., Xu, C.X., Li, W.J., and Wang, B. (2022). Peptides/ receptors signaling during plant fertilization. *Front. Plant Sci.* 13: 1090836. doi: 10.3389/fpls.2022.1090836.

Zagorchev, L., Seal, C.E., Kranner, I., and Odjakova, M. (2013). A central role for thiols in plant tolerance to abiotic stress. *Int. J. Mol. Sci.* 14: 7405-7432. doi: 10.3390/ijms14047405.

Zeng, Y., Pan, Z., Wang, L., Ding, Y., Xu, Q., Xiao, S., and Deng, X. (2014). Phosphoproteomic analysis of chromoplasts from sweet orange during fruit ripening. *Physiol. Plant.* 150: 252-270. doi: 10.1111/ppl.12080.

Zhang, H., Rundle, C., Winter, N., Miricescu, A., Mooney, B.C., Bachmair, A., Graciet, E., and Theodoulou, F.L. (2024). BIG enhances Arg/N-degron pathway-mediated protein degradation to regulate Arabidopsis hypoxia responses and suberin deposition. *Plant Cell Apr* 12:koae117. doi: 10.1093/plcell/koae117.

Zhang, J., Yuan, H., Yang, Y., Fish, T., Lyi, S.M., Thannhauser, T.W., Zhang, L., and Li, L. (2016). Plastid ribosomal protein S5 is involved in photosynthesis, plant development, and cold stress tolerance in Arabidopsis. *J. Exp. Bot.* 67: 2731-2744. doi: 10.1093/jxb/erw106.

Zhao, Y., Qin, Q., Chen, L., Long, Y., Song, N., Jiang, H., and Si, W. (2022) Characterization and phylogenetic analysis of multiple C2 domain and transmembrane region proteins in maize. *BMC Plant Biol.* 22: 388. doi: 10.1186/s12870-022-03771-x.

Zhou, H., Duan, H., Liu, Y., Sun, X., Zhao, J., and Lin, H. (2019). Patellin protein family functions in plant development and stress response. *J. Plant Physiol.* 234-235: 94-97. doi: 10.1016/j.jplph.2019.01.012.

Zhou, X., Li, Y., Wang, J., Zhao, Y., Wang, H., Han, Y., and Lin, X. (2024). Genome-wide identification of U-box gene family and expression analysis in response to saline-alkali stress in foxtail millet (*Setaria italica* L. Beauv). *Front. Genet.* 15: 1356807. doi: 10.3389/fgene.2024.1356807.

Zhou, H., Liu, Y., Liang, Y., Zhou, D., Li, S., Lin, S., Dong, H., and Huang, L. The function of histone lysine methylation related SET domain group proteins in plants. *Protein Sci.* 29: 1120-1137. doi: 10.1002/pro.3849.

Zhu, L., Chu, L.C., Liang, Y., Zhang, X.Q., Chen, L.Q., and Ye, D. (2018). The Arabidopsis CrRLK1L protein kinases BUPS1 and BUPS2 are required for normal growth of pollen tubes in the pistil. *Plant J.* 95: 474-486. doi: 10.1111/tpj.13963.

Zuo, Z.F., He, W., Li, J., Mo, B., and Liu, L. (2021). Small RNAs: The essential regulators in plant thermotolerance. *Front. Plant Sci.* 12: 726762. doi: 10.3389/fpls.2021.726762.

**Table S5.** Transcriptional responses during recovery (1 and 3 days-post-HS) in *AhHAB4-PAI-1* and *Ah2880* overexpressing *A. thaliana* plants.

Allakhverdiev, S.I., Kreslavski, V.D., Klimov, V.V., Los, D.A., Carpentier, R., and Mohanty, P. (2008). Heat stress: an overview of molecular responses in photosynthesis. *Photosynth. Res.* 98: 541-550. doi: 10.1007/s11120-008-9331-0.

Amato, V., Mahalath, S., Zhang, L., Rushon, P. J., & Shen, Q. J. (2025). Structure and functions of NDR1/HIN1-Like (NHL) proteins in plant development and response to environmental stresses. *Plant Cell Environ.* 48: 5897-5908. <https://doi.org/10.1111/pce.15569>

Anderson, C.M., Wagner, T.A., Perret, M., He, Z.H., He, D., and Kohorn, B. D. (2001). WAKs: cell wall-associated kinases linking the cytoplasm to the extracellular matrix. *Plant Mol. Biol.* 47: 197-206. doi: 10.1023/A:1010691701578

Andrási, N., Rigó, G., Zsigmond, L., Pérez-Salamó, I., Papdi, C., Klement, E., Pettkó-Szandtner, A., Baba, A.I., Ayaydin, F., Dasari, R., et al. (2019). The mitogen-activated protein kinase 4- phosphorylated heat shock

factor A4A regulates responses to combined salt and heat stresses. *J. Exp. Bot.* 70: 4903-4918. doi: 10.1093/jxb/erz217.

Arae, T., Morita, K., Imahori, R., Suzuki, Y., Yasuda, S., Sato, T., Yamaguchi, J., and Chiba, Y. (2019). Identification of Arabidopsis CCR4-NOT complexes with Pumilio RNA-binding proteins, APUM5 and APUM2. *Plant Cell Physiol.* 60: 2015-2025. doi: 10.1093/pcp/pcz089.

Balfagón D, Gómez-Cadenas A, Rambla JL, Granell A, de Ollas C, Bassham DC, Mittler R, and Zandalinas, S.I. (2022).  $\gamma$ -Aminobutyric acid plays a key role in plant acclimation to a combination of high light and heat stress. *Plant Physiol.* 188: 2026-2038. doi: 10.1093/plphys/kiac010.

Bechtaoui, N., Rabiou, M.K., Raklami, A., Oufdou, K., Hafidi, M., and Jemo, M. (2021). Phosphate-dependent regulation of growth and stresses management in plants. *Front. Plant Sci.* 12: 679916. doi: 10.3389/fpls.2021.679916

Boccalandro, H.E., De Simone, S.N., Bergmann-Honsberger, A., Schepens, I., Fankhauser, C., and Casal, J.J. (2008). PHYTOCHROME KINASE SUBSTRATE1 regulates root phototropism and gravitropism. *Plant Physiol.* 146 :108-115. doi: 10.1104/pp.107.106468.

Böddeker, T.J., Rusch, A., Leeners, K., Murrell, M.P., Dufresne, E.R. (2023). Actin and microtubules position stress granules. *PRX Life* 1: 023010. doi: <https://doi.org/10.1103/PRXLife.1.023010>

Bordoloi, K., Dihingia, P., Krishnatreya, D., and Agarwala, N. (2021). Genome-wide identification, characterization and expression analysis of the expansin gene family under drought stress in tea (*Camellia sinensis* L.). *Plant Sci. Today* 8: 32-44. DOI: <https://doi.org/10.14719/pst.2021.8.1.923>.

Burroughs, A.M., and Aravind, L. (2014). A highly conserved family of domains related to the DNA-glycosylase fold helps predict multiple novel pathways for RNA modifications. *RNA Biol.* 11: 360-372. doi: 10.4161/rna.28302.

Calderón, A., Sevilla, F., and Jiménez, A. (2018). Redox protein thioredoxins: Function under salinity, drought and extreme temperature conditions. In: Gupta, D., Palma, J., Corpas, F. (eds) *Antioxidants and Antioxidant Enzymes in Higher Plants*. Springer, Cham. [https://doi.org/10.1007/978-3-319-75088-0\\_7](https://doi.org/10.1007/978-3-319-75088-0_7).

Cavalier, D.M., Lerouxel, O., Neumetzler, L., Yamauchi, K., Reinecke, A., Freshour, G., Zabotina, O.A., Hahn, M.G., Burgert, I., Pauly, M., et al. (2008) Disrupting two Arabidopsis thaliana xylosyltransferase genes results in plants deficient in xyloglucan, a major primary cell wall component. *Plant Cell* 20: 1519-1537. doi: 10.1105/tpc.108.059873.

Cecchini, N.M., Torres, J.R., López, I.L., Cobo, S., Nota, F., and Alvarez, M.E. (2022). Alternative splicing of an exon determines the subnuclear localization of the Arabidopsis DNA glycosylase MBD4L under heat stress. *Plant J.* 110: 377-388. doi: 10.1111/tpj.15675.

Chang, S., Huang, G., Wang, D., Zhu, W., Shi, J., Yang, L., Liang, W., Xie, Q., and Zhang, D. (2022) Rice SIAH E3 ligases interact with RMD Formin and affect plant morphology. *Rice (N Y)* 15: 6. doi: 10.1186/s12284-022-00554-8.

Chen, L.Q., Chhajed, S., Zhang, T., Collins, J.M., Pang, Q., Song, W., He, Y., Chen, S. (2021). Protein complex formation in methionine chain-elongation and leucine biosynthesis. *Sci Rep.* 11: 3524. doi: 10.1038/s41598-021-82790-4.

Chen JG, Wang S. (2017). Involvement of PACLOBUTRAZOL RESISTANCE6/KIDARI, an atypical bHLH transcription factor, in auxin responses in Arabidopsis. *Front Plant Sci.* 8: 1813. <https://doi.org/10.3389/fpls.2017.01813>

Chen, M., Xu, J., Devis, D., Shi, J., Ren, K., Searle, I., and Zhang, D. (2016). Origin and functional prediction of pollen allergens in plants. *Plant Physiol.* 172: 341-357. doi: 10.1104/pp.16.00625. Chen, B., Wang, X., Yu, H., Dong, N., Li, J., Chang, X., Wang, J., Jiang, C., Liu, J., Chi, X. et al. (2024). Genome-wide analysis of UDP-glycosyltransferases family and identification of UGT genes involved in drought stress of *Platycodon grandiflorus*. *Front. Plant Sci.* 15: 1363251. doi: 10.3389/fpls.2024.1363251.

Chi, C., Xu, X., Wang, M., Zhang, H., Fang, P., Zhou, J., Xia, X., Shi, K., Zhou, Y., Yu, J. (2021). Strigolactones positively regulate abscisic acid-dependent heat and cold tolerance in tomato. *Hortic Res.* 8: 237. doi: 10.1038/s41438-021.

Chirinos-Arias, M.C., and Spampinato, C.P. (2021). Role of the mismatch repair protein MSH7 in Arabidopsis adaptation to acute salt stress. *Plant Physiol. Biochem.* 169: 280-290. doi: 10.1016/j.plaphy.2021.11.029.

Cho Y, Kim Y, Lee H, Kim S, Kang J, Kadam US, Ju Park S, Sik Chung W, and Chan Hong, J. (2024). Cellular and physiological functions of SGR family in gravitropic response in higher plants. *J. Adv. Res.* 1: S2090-1232(24)00039-0. doi: 10.1016/j.jare.2024.01.026.

Chiu, T.Y., Lao, J., Manalansan, B., Loqué, D., Roux, S.J., and Heazlewood, J.L. (2015). Biochemical characterization of Arabidopsis APYRASE family reveals their roles in regulating endomembrane NDP/NMP homeostasis. *Biochem. J.* 472: 43-54. doi: 10.1042/BJ20150235.

Cocolo, D., and Lionetti, V. (2022). The plant invertase/pectin methylesterase inhibitor superfamily. *Front. Plant Sci.* 13: 863892. doi: 10.3389/fpls.2022.863892.

Colombatti, F., Mencia, F., Garcia, L., Mansilla, N., Alemanno, S., Andrade, A.M., Gonzalez, D.H., and Welchen, E. (2019). The mitochondrial oxidation resistance protein AtOXR2 increases plant biomass and tolerance to oxidative stress. *J. Exp. Bot.* 70: 3177-3195. doi: 10.1093/jxb/erz147.

Covington, M.F., Maloof, J.N., Straume, M., Kay, S.A., and Harmer, S.L. (2008). Global transcriptome analysis reveals circadian regulation of key pathways in plant growth and development. *Genome Biol.* 9: R130. doi: 10.1186/gb-2008-9-8-r130.

Daněk, M., Valentová, O., Martinec, J. (2016). Flotillins, Erlins, and HIRs: from animal base camp to plant new horizons. *Crit. Rev. Plant Sci.* 35: 191-214. <https://doi.org/10.1080/07352689.2016.1249690>.

Dean, P.J., Siwec, T., Waterworth, W.M., Schlögelhofer, P., Armstrong, S.J., and West, C.E. (2009). A novel ATM-dependent X-ray-inducible gene is essential for both plant meiosis and gametogenesis. *Plant J.* 58: 791-802. doi: 10.1111/j.1365-313X.2009.03814.x

de Francisco Amorim, M., Willing, E.M., Szabo, E.X., Francisco-Mangilet, A.G., Droste-Borel, I., Maček, B., Schneeberger, K., and Laubinger, S. (2018). The U1 snRNP subunit LUC7 modulates plant development and stress responses via regulation of alternative splicing. *Plant Cell* 30: 2838-2854. doi: 10.1105/tpc.18.00244.

Denzler, A. (2022). Initiating polar growth in plant cells-Functions of RopGEFs during root hair development in Arabidopsis thaliana (Doctoral dissertation, Ruperto Carola University Heidelberg, Germany). doi: 10.11588/heidok.00030005.

Ding, Y., Ndamukong, I., Zhao, Y., Xia, Y., Riethoven, J.J., Jones, D.R., Divecha, N., and Avramova, Z. (2012). Divergent functions of the myotubularin (MTM) homologs AtMTM1 and AtMTM2 in Arabidopsis thaliana: evolution of the plant MTM family. *Plant J.* 70: 866-878. doi: 10.1111/j.1365-313X.2012.04936.x.

Diyang, Q., Rui, H., Ji, L., Ying, L., Jierong, D., Kuai, X., Xuhua, Z., Zhongming, F., and Mingyong, Z. (2023). Peptide transporter OsNPF8. 1 contributes to sustainable growth under salt and drought stresses, and grain yield under nitrogen deficiency in rice. *Rice Sci.* 30: 113-126. <https://doi.org/10.1016/j.rsci.2023.01.004>.

Ezquer, I., Salameh, I., Colombo, L., and Kalaitzis, P. (2020). Plant cell walls tackling climate change: Biotechnological strategies to improve crop adaptations and photosynthesis in response to global warming. *Plants* 9: 212. doi:10.3390/plants9020212.

Figueroa, C., Taylor, J., and Vojtek, A.B. (2001). Prenylated Rab acceptor protein is a receptor for prenylated small GTPases. *J. Biol. Chem.* 276: 28219-28225. doi: 10.1074/jbc.M101763200. Fortunato, S., Lasorella, C., Dipierro, N., Vita, F., and de Pinto, M.C. (2023). Redox signaling in plant heat stress response. *Antioxidants (Basel)* 12: 605. doi: 10.3390/antiox12030605.

Fu, X., Yu, L.J., Mao-Teng, L., Wei, L., Wu, C., and Yun-Feng, M. (2008). Evolution of structure in gamma-class carbonic anhydrase and structurally related proteins. *Mol. Phylogenet. Evol.* 47: 211-220. doi: 10.1016/j.ympev.2008.01.005.

Gallego-Giraldo, L., Liu, C., Pose-Albacete, S., Pattathil, S., Peralta, A.G., Young, J., Westpheling, J., Hahn, M.G., Rao, X., Knox, J.P., et al., (2020). ARABIDOPSIS DEHISCENCE ZONE POLYGALACTURONASE 1 (ADPG1) releases latent defense signals in stems with reduced lignin content. *Proc. Natl. Acad. Sci. USA* 117: 3281-3290. doi: 10.1073/pnas.1914422117.

Gelová, Z., Gallei, M., Pernisová, M., Brunoud, G., Zhang, X., Glanc, M., Li, L., Michalko, J., Pavlovičová, Z., Verstraeten, I., et al. (2021). Developmental roles of auxin binding protein 1 in *Arabidopsis thaliana*. *Plant Sci.* 303: 110750. doi: 10.1016/j.plantsci.2020.110750.

Grinevich, D.O., Desai, J.S., Stroup, K.P., Duan, J., Slabaugh, E., and Doherty, C.J. (2019). Novel transcriptional responses to heat revealed by turning up the heat at night. *Plant Mol. Biol.* 101: 1-19. doi: 10.1007/s11103-019-00873-3.

Grisson, M.S., Kirk, P., Brault, M.L., Wu, X.N., Schulze, W.X., Benitez-Alfonso, Y., Immel, F., and Bayer, E.M. (2019). Plasma membrane-associated receptor-like kinases relocate to plasmodesmata in response to osmotic stress. *Plant Physiol.* 181: 142-160. doi: 10.1104/pp.19.00473

Goodfellow, B.J., Freire, F., Carvalho, A.L., Aveiro, S.S., Charbonnier, P., Moulis, J.M., Delgado, L., Ferreira, G.C., Rodrigues, J.E., Poussin-Courmontagne, P.P., et al. (2021). The SOUL family of heme-binding proteins: Structure and function 15 years later. *Coor. Chem. Rev.* 448: 214189. <https://doi.org/10.1016/j.ccr.2021.214189>.

Haider, S., Iqbal, J., Shaukat, M., Naseer, S., and Mahmood, T. (2021). The epigenetic chromatin-based regulation of somatic heat stress memory in plants. *Plant Gene* 27: 100318. <https://doi.org/10.1016/j.plgene.2021.100318>.

Han, G., Qiao, Z., Li, Y., Yang, Z., Wang, C., Zhang, Y., Liu, L., and Wang, B. (2022). RING zinc finger proteins in plant abiotic stress tolerance. *Front. Plant Sci.* 13: 877011. doi: 10.3389/fpls.2022.877011.

He, J., Zhao, H., Cheng, Z., Ke, Y., Liu, J., and Ma, H. (2019). Evolution analysis of the Fasciclin-like arabinogalactan proteins in plants shows variable Fasciclin-AGP domain constitutions. *Int. J. Mol. Sci.* 20: 1945. doi: 10.3390/ijms20081945.

Henriet, C., Balliau, T., Aimé, D., Le Signor, C., Kreplak, J., Zivy, M., Gallardo, K., and Vernoud, V. (2021). Proteomics of developing pea seeds reveals a complex antioxidant network underlying the response to sulfur deficiency and water stress. *J. Exp. Bot.* 72: 2611-2626. doi:10.1093/jxb/eraa571.

Herger, A., Dünser, K., Kleine-Vehn, J., and Ringli, C. (2019). Leucine-rich repeat extensin proteins and their role in cell wall sensing. *Curr. Biol.* 29: R851-R858. doi: 10.1016/j.cub.2019.07.039.

Hirakawa, T., Tanno, S., and Ohara, K. (2023). N-acetylglutamic acid alleviates oxidative stress based on histone acetylation in plants. *Front. Plant Sci.* 14: 1165646. doi: 10.3389/fpls.2023.1165646.

Hsiao AS, and Huang, J.Y. (2023). Microtubule regulation in plants: From morphological development to stress adaptation. *Biomolecules* 13: 627. doi: 10.3390/biom13040627.

Hsu, P.K., Takahashi, Y., Merilo, E., Costa, A., Zhang, L., Kernig, K., Lee, K.H., and Schroeder, J.I. (2021). Raf-like kinases and receptor-like (pseudo)kinase GHR1 are required for stomatal vapor pressure difference response. *Proc. Natl. Acad. Sci. USA* 118: e2107280118. doi: 10.1073/pnas.2107280118. PMID: 34799443.

Hu, Y., Liu, Y., Lu, L., Tao, J. J., Cheng, T., Jin, M., Wang, Z.Y., Wei, J.J., Jiang, Z.H., Sun, W.C., Liu, C.L., Gao, F., Zhang, Y., Li, W., Bi, Y.D., Lai, Y.C., Zhou, B., Yu, D.Y., Yin, C.C., Wei, W., Zhang, W.K., Chen, S.Y., Zhang, J.S. (2023). Global analysis of seed transcriptomes reveals a novel PLATZ regulator for seed size and weight control in soybean. *New Phytol.* 240: 2436-2454. <https://doi.org/10.1111/nph.19316>

Islam, M.N., Rabby, M.G., Hossen, M.M., Bonny, M., and Hasan, M.M. (2024). Genome-wide identification following functional analysis of amino acid permease and cationic amino acid transporter gene families in maize and their role in drought stress. *S. Afr. J. Bot.* 168: 360-371. <https://doi.org/10.1016/j.sajb.2024.03.029>.

Isono, K., Tsukimoto, R., Iuchi, S., Shinozawa, A., Yotsui, I., Sakata, Y., and Taji, T. (2021). An ER-Golgi tethering factor SLOH4/MIP3 is involved in long-term heat tolerance of Arabidopsis. *Plant Cell Physiol.* 62: 272-279. doi: 10.1093/pcp/pcaa157.

Jiang, J., Zhang, C., and Wang, X. (2013). Ligand perception, activation, and early signaling of plant steroid receptor brassinosteroid insensitive 1. *J. Integr. Plant Biol.* 55: 1198-211. doi: 10.1111/jipb.12081.

Janda, T., Prerostová, S., Vanková, R., and Darkó, É. (2021). Crosstalk between light- and temperature-mediated processes under cold and heat stress conditions in plants. *Int. J. Mol. Sci.* 22: 8602. doi: 10.3390/ijms22168602.

Jang, J.H., Nguyen, N.Q., Légeret, B., Beisson, F., Kim, Y.J., Sim, H.J., and Lee, O.R. (2020). Phospholipase pLAI1 $\alpha$  increases germination rate and resistance to Turnip Crinkle Virus when overexpressed. *Plant Physiol.* 184: 1482-1498. doi: 10.1104/pp.20.00630.

Jin, R., Yang, H., Muhammad, T., Li, X., Tuerdiyusufu, D., Wang, B., and Wang, J. (2024). Involvement of Alfin-like transcription factors in plant development and stress response. *Genes (Basel)* 15: 184. doi: 10.3390/genes15020184.

Jung, J. H., Lee, S., Yun, J., Lee, M., Park, C. M. (2014). The miR172 target TOE3 represses *AGAMOUS* expression during *Arabidopsis* floral patterning. *Plant Sci.* 215: 29-38. <https://doi.org/10.1016/j.indcrop.2021.113853> <https://doi.org/10.1016/j.plantsci.2013.10.010>

Kan, Y., Mu, X.R., Zhang, H., Gao, J., Shan, J.X., Ye, W.W., and Lin, H.X. (2022). TT2 controls rice thermotolerance through SCT1-dependent alteration of wax biosynthesis. *Nat. Plants* 8: 53-67. <https://doi.org/10.1038/s41477-021-01039-0>.

Kane, E.I., and Spratt, D.E. (2021). Structural insights into ankyrin repeat-containing proteins and their influence in ubiquitylation. *Int. J. Mol. Sci.* 22: 609. <https://doi.org/10.3390/ijms22020609>.

Kanno, Y., Hanada, A., Chiba, Y., Ichikawa, T., Nakazawa, M., Matsui, M., Koshiba, T., Kamiya, Y., and Seo, M. (2012). Identification of an abscisic acid transporter by functional screening using the receptor complex as a sensor. *Proc. Natl. Acad. Sci. USA* 109: 9653-9658. doi: 10.1073/pnas.1203567109.

Kanno, Y., Oikawa, T., Chiba, Y., Ishimaru, Y., Shimizu, T., Sano, N., Koshiba, T., Kamiya, Y., Ueda, M., and Seo, M. (2016). AtSWEET13 and AtSWEET14 regulate gibberellin-mediated physiological processes. *Nat. Commun.* 7: 13245. doi: 10.1038/ncomms13245.

Kapoor, R.T., Alam, P., Chen, Y., and Ahmad, P. (2024). Strigolactones in plants: from development to abiotic stress management. *J. Plant Growth Regul.* 43: 903-919. <https://doi.org/10.1007/s00344-023-11148-z>.

Ke, S., Jiang, Y., Zhou, M., and Li, Y. (2023). Genome-wide identification, evolution, and expression analysis of the WD40 subfamily in *Oryza* Genus. *Int. J. Mol. Sci.* 24: 15776. <https://doi.org/10.3390/ijms242115776>.

Khan, M.N., Ahmed, I., Ud Din, I., Noureldeen, A., Darwish, H., and Khan, M. (2022). Proteomic insight into soybean response to flooding stress reveals changes in energy metabolism and cell wall modifications. *PLoS ONE* 17: e0264453. doi: 10.1371/journal.pone.0264453.

Kidokoro, S., Hayashi, K., Haraguchi, H., Ishikawa, T., Soma, F., Konoura, I., Toda, S., Mizoi, J., Suzuki, T., Shinozaki, K., et al. (2021). Posttranslational regulation of multiple clock-related transcription factors triggers cold-inducible gene expression in Arabidopsis. *Proc. Natl. Acad. Sci. USA* 118: e2021048118. doi: 10.1073/pnas.2021048118.

Kirschner, G.K., Rosignoli, S., Guo, L., Vardanega, I., Imani, J., Altmüller, J., Milner, S.G., Balzano, R., Nagel, K.A., Pflugfelder, D., et al. (2021). ENHANCED GRAVITROPISM 2 encodes a STERILE ALPHA MOTIF-containing protein that controls root growth angle in barley and wheat. *Proc. Natl. Acad. Sci. USA* 118: e2101526118. doi: 10.1073/pnas.2101526118.

Kishorekumar, R., Bulle, M., Wany, A., and Gupta, K.J. (2020) An overview of important enzymes involved in nitrogen assimilation of Plants. *Methods Mol. Biol.* 2057: 1-13. doi: 10.1007/978-1-4939-9790-9\_1.

Kok, Z., Kuo, Y.W., Soh, Z.T., Huang, H.C., Tseng, B.S., Hsieh, H.C., Tsai, W.A., Jeng, S.T., Chen, S.P., and Lin, J.S. (2023). Regulatory roles of microRNA163 in responses to stresses in Arabidopsis. *Physiol. Plant.* 175: e14053. <https://doi.org/10.1111/pp1.14053>.

Kono, A., and Yin, Y. (2020). Updates on BES1/BZR1 regulatory networks coordinating plant growth and stress responses. *Front. Plant Sci.* 11: 617162. doi: 10.3389/fpls.2020.617162

Korte, P., Unzner, A., Damm, T., Berger, S., Kriskche, M., and Mueller, M.J. (2023). High triacylglycerol turnover is required for efficient opening of stomata during heat stress in *Arabidopsis*. *Plant*

How the deposited data were processed for this re-analysis (not part of the article)

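RNA-seq libraries from leaves of WT, Ah2880 OE (line L12) and AhHAB4-PAI-1 OE (line L13) A. thaliana plants were analyzed. The 30 libraries came from 15 treatments, which combined 3 lines with 5 stages (HS-1, HS-5, HS-11, R-1 and R-3), with 2 biological replicates of 10 plants per treatment. Each library's line, stage and replicate were taken from its label. The labels give 5.5 h of HS and plants of 4 weeks where the main text gives 5 h and 3 weeks. Libraries from plants without HS are not among the samples.

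The values are counts per gene, which the authors deposited without normalization. The authors aligned clean reads to TAIR10 with Bowtie2, sorted the alignments with Samtools, removed duplicate reads with Picard and counted reads per gene with Subread. The Supplemental Experimental Procedures describe the counted reads as uniquely mapped. The text of the paper does not name the annotation release or the strand setting. The count table holds 37513 entries, of which 28253 have at least 1 count. Of these entries, 3884 have the name of another entry with a suffix added, and 1111 of the 1112 such pairs with counts hold equal counts. They carry 0.270% of the counts, were kept, and were left out in 1 alternative. Sums of counts per treatment matched those of the Supplemental Experimental Procedures within 1 read.

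Between 46825 and 5739590 counts were assigned per library. The other libraries than WT R-3 held at least 686550. Groups whose libraries all hold at most 3 counts of a gene were treated as at the floor. Folds against them are lower bounds with 3 counts set in each such library. These bounds are no confidence limits, and leave little or no room for counting error where such libraries held nearly 3 counts.

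Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15. Genes were kept by edgeR's filterByExpr with the 15 treatments as groups, which left 19761 genes. TMM factors, dispersions (estimateDisp) and a quasi-likelihood fit (glmQLFit with legacy set to FALSE, glmQLFTest) were computed for a model with 1 mean per treatment and no replicate block. The common dispersion was 0.00596, the biological coefficient of variation 0.0772, the prior degrees of freedom 37.2 and the residual degrees of freedom 15. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, and the threshold was an adjusted p under 0.01. Standard errors were obtained as the size of the log2 fold change divided by the square root of the F statistic. CPM of single genes are counts scaled to a common library total after adjustment of that total by the TMM factor, and log2 CPM used the same totals with a prior count of 2. CPM without TMM scaling were used only to find the treatment with the largest value of a gene. The plan named the defaults of edgeR 4 for the test, and its legacy form as the alternative, but the installed version has the legacy form as its default. The form that is not legacy was chosen after a first look at counts from the legacy form.

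Each OE line was compared with WT and with the other OE line at each stage. R-3 was compared with R-1 within each line, the 15 treatments were compared in 105 pairs, and the change from one stage to the next in each OE line was compared with that in WT. Loci of Tables S3 to S5 were counted at the line and stage of their table, also adjusted over the list alone, and tested as sets with limma's fry over 20 set tests. The 60 loci of Table S6 were compared with WT at the line and stage given there, which is the reading that its title gives, since the table does not state its contrast. For the 61 TFs in 13 groups, mean CPM without TMM scaling was standardized over the 15 treatments. These CPM stand there for FPKM, because the length of a gene cancels in the standardization. With 2 libraries per group, no test was made on single comparisons outside the models across all genes, no split of the libraries into other groups was counted and no group was large enough to test for outlying libraries.

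The genes named in the text were chosen by a rule that had 4 parts. They are each locus that Tables S3 to S5 pair with a transcript named in a sentence of the results, the loci of Table S6, the TFs of the groups, and for each OE line and stage the 2 highest and 2 lowest log2 fold changes against WT. The last were taken among genes past the threshold with both OE libraries on one side of both WT libraries in CPM and a mean of at least 50 counts per library in the higher group. Full statistics are printed for the first 2 loci of a sentence and line, and counts for the others. The paper's tables gave a locus for 299 named transcripts, and names without a locus in these tables were left out. Gene symbols are from the paper's tables or from the gene table of the assembly TAIR10.1, which was used only for names, for neighboring genes and for the GC content of exons. No coordinates are given.

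A heat shock list of 21 genes, a circadian clock list of 11, a nuclear photosynthesis list of 13 and a senescence list of 9 were written from general knowledge, not chosen on these libraries, and tested with fry over 40 set tests.

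The tests were run on simulated counts, with 200 genes changed by known folds among 18811 and with random seed 20. All lines of a stage had the WT means of that stage at the totals of the libraries. The means of WT R-1 stood in for those of WT R-3. The changed genes were drawn among those with a mean of at least 20 counts. Unchanged groups were simulated 100 times for the comparison of both lines against the same WT group. All lines of a stage, WT included, were drawn from the pooled mean of its libraries. A first version of that simulation held the WT counts fixed and was corrected, before any text was written, to draw them too.

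Alternatives were DESeq2's size factors, DESeq2's Wald test, no filter on low counts, only the 4 libraries compared, all libraries but WT R-3, a replicate block, edgeR's exact test, the legacy quasi-likelihood test, nuclear genes only, thinned libraries, other thresholds and the omission of each replicate in turn. For maxima and correlations, they were means of log2(CPM + 1), TMM-scaled CPM, 14 treatments and Spearman's rho. The omission of repeated entries was chosen after seeing the data. Several replicate pairs differed by little more than sampling noise, with a chi-square per degree of freedom from 1.04 to 5.20 over 15 pairs, and were analyzed as deposited without being merged. A margin for the comparison of HS-5 libraries with WT that had first been chosen after seeing the values was replaced by the range between libraries. A control of random sets of 11 genes for the clock test was chosen after the clock values were seen, as was the rule that picked 8 genes outside the paper's tables. For the 3 of these genes that belong to R-3, all libraries were also thinned to the smallest total of WT R-3, a test chosen after seeing the data. Means of TF groups that had first been typed without a source were removed before use, and the paper's values in the supplement were read from its text.

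Microscopy, PCR and plant measurements of the paper, the amaranth transgenes themselves and alignment of reads are not analysed here.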

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

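The tests of library depth and of the state of the WT R-3 leaves for the differences between stages, and of library depth for 3 genes at R-3, were chosen only after the results were seen, as was the rule that picked the 8 genes outside the tables of the paper.

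The change from one stage to the next differed between an OE line and WT, by a direct test of that difference, in 1028 genes from HS-1 to HS-5, 2681 from HS-5 to HS-11, 3627 from HS-11 to R-1 and 2083 from R-1 to R-3 in Ah2880 OE plants. In AhHAB4-PAI-1 OE plants the numbers were 1479, 9395, 8725 and 2417. These counts were singled out because the differences of an OE line from WT differed between stages. A difference in library depth would leave no gene in the 6 comparisons without WT R-3 after thinning to one total, but between 191 and 5160 genes were left in them. Calls made by the test without any difference numbered at most 3 genes in 5 simulated differences between stages without change, and at most 6 in 100 simulations of an unchanged OE group against WT at each stage, both fewer than the smallest count. In the 2 comparisons from R-1 to R-3, the transgene and the state of the WT R-3 leaves cannot be told apart, since the only WT libraries of R-3 come from those leaves, and 2417 genes for AhHAB4-PAI-1 OE plants rest on them. With 2 libraries per treatment, a difference in harvest or handling between treatments stays open as well, and it was not tested. Ah2880 was sequenced in line L12 only and AhHAB4-PAI-1 in line L13 only. An effect of the line therefore cannot be told apart from one of the transgene. A biological explanation is a hypothesis only: the transgenes, or the lines that carry them, may change how leaves pass through HS and recovery. The design names line and stage.

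Among the genes with the largest changes, 8 that the tables of the paper do not list had at most 3 counts in each WT library of the stage and were higher in an OE line. NAP (AT1G69490) and MYB34 (AT5G60890) were at least 15.4-fold and at least 12.1-fold higher in AhHAB4-PAI-1 OE plants at HS-11. LHCB2.3 (AT3G27690) and ELP (AT1G12090) were at least 38.6-fold and at least 30.0-fold higher in AhHAB4-PAI-1 OE plants at R-3. PER64 (AT5G42180) and CYP96A15 (AT1G57750) were at least 44.6-fold and at least 34.2-fold higher in Ah2880 OE plants at HS-5. PCK2 (AT5G65690) was at least 157.8-fold higher in Ah2880 OE plants at R-1, but lower than in WT at R-3 (log2 fold change -3.13). RAB18 (AT5G66400) was at least 25.5-fold higher in Ah2880 OE plants at R-3. These genes were singled out as a signal above the level in the WT libraries in genes that the paper does not report. After thinning of the libraries other than WT R-3 to one total, 5 of the 5 genes of HS-5, HS-11 and R-1 were still past the threshold, which argues against a difference in library depth as the whole cause. For PER64, CYP96A15 and PCK2 the WT libraries were also the deeper ones, with at least 4297900 counts at HS-5 and 2797785 at R-1, against at most 3525411 and 1044829 in Ah2880 OE libraries. With all libraries thinned to the smallest total of WT R-3, 3 of the 3 genes of R-3 were past the threshold (adjusted p at most 2.47e-18), with at least 50 counts in each OE library and 0 in each WT library, which argues against depth there as well. The genes were chosen for large differences with both OE libraries above both WT libraries, so neither the size of these differences nor the number of libraries that show them is independent evidence. Reads shared between paralogs were not tested. For LHCB2.3, ELP and RAB18, the transgene and the state of the WT R-3 leaves cannot be told apart. The only WT libraries of R-3 come from those leaves. The design names line and stage, and a higher level of these transcripts in OE plants may be a biological difference, which stays a hypothesis. An effect of line L12 or L13 cannot be told apart from one of its transgene.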

How the results depend on the processing

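The alternatives were set before the data were examined, except for 1 that left out repeated entries of the count table, which was chosen after seeing the data. As reported elsewhere, the results come from TMM normalization, edgeR’s filter on low counts, the quasi-likelihood test and a fit to 30 libraries. The plan named the defaults of edgeR 4 with the legacy form of the test as the alternative, but the installed version has the legacy form as its default. The non-legacy form was therefore taken as the reported one after a first look at counts from the legacy form, such as 2638 against 2670 genes for AhHAB4-PAI-1 OE against WT at HS-1. Except where a value is given for it here, each count of genes stayed within 1.5 times the reported count under the alternatives that could be run for it, and each of the 221 log2 fold changes of single genes kept its direction under the alternatives with a test.

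With DESeq2’s size factors, log2 fold changes against WT with the opposite sign were -0.18 for AT5G53350 in Ah2880 OE plants at R-3. With their direction kept, 3 single genes were no longer past the threshold and 3 came to pass it. The total counts of genes and of listed loci stayed within 1.5 times the reported ones. The median log2 fold change of all genes at R-3 moved from 1.51 to 1.23 for AhHAB4-PAI-1 OE and from 1.03 to 0.79 for Ah2880 OE plants. With DESeq2’s Wald test, the genes different between AhHAB4-PAI-1 OE and WT numbered 2070 at R-3. Between Ah2880 OE and WT, 673 genes differed at R-3. The genes with a line-by-stage difference in AhHAB4-PAI-1 OE plants numbered 1468 from R-1 to R-3. The listed loci past the threshold numbered 17 of Table S5 for AhHAB4-PAI-1 OE against WT at R-3. Log2 fold changes against WT with the opposite sign were -0.18 for AT5G53350 in Ah2880 OE plants at R-3. With their direction kept, 11 single genes were no longer past the threshold and 6 came to pass it. The reported number of these loci was 39. The median log2 fold change of all genes at R-3 was 0.53 and 0.14 under this test. The cause was not tested.

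Whether more genes were higher or lower depended on the setting in 13 of the 15 comparisons of lines at a stage, each of which had more genes on the other side under at least 1 alternative. With DESeq2’s Wald test, 777 genes were higher and 1293 lower in AhHAB4-PAI-1 OE plants than in WT at R-3, against 2309 and 890 as reported, and 257 were higher and 416 lower in Ah2880 OE plants, against 811 and 220. For Ah2880 OE against WT at R-1, 2196 higher and 3565 lower genes are reported, but 2751 and 2735 were found with no filter on low counts, 2918 and 2614 without the WT R-3 libraries and 3076 and 2492 in a fit of the 4 libraries compared, and thinning also left more genes higher than lower. The loci of Table S5 for Ah2880 OE plants against WT at R-3, 19 higher and 13 lower as reported, numbered 16 and 19 with DESeq2’s size factors, 11 and 26 with DESeq2’s Wald test, 29 and 8 with no filter on low counts, 27 and 9 after thinning and 21 and 8 with edgeR’s exact test. The cause was not tested.

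With no filter on low counts, the genes different between R-3 and R-1 numbered 8 in Ah2880 OE. Log2 fold changes against WT with the opposite sign were 0.10 for AT4G28270 in Ah2880 OE plants at R-3, 0.17 for AT1G06570 in Ah2880 OE plants at R-3, 0.0014 for AT3G03990 in Ah2880 OE plants at R-3 and 0.23 for AT5G02800 in Ah2880 OE plants at R-3. With their direction kept, 1 single gene was no longer past the threshold and 9 came to pass it. As reported, 0 genes differed between R-3 and R-1 in Ah2880 OE plants, with 1073 at an unadjusted p under 0.05. The cause was not tested. With the WT R-3 libraries left out, the listed loci past the threshold numbered 2 of Table S4 for Ah2880 OE against WT at HS-11. Log2 fold changes against WT with the opposite sign were 0.0083 for ATCG00150 in AhHAB4-PAI-1 OE plants at HS-5. With their direction kept, 2 single genes were no longer past the threshold and 4 came to pass it. The reported number of these loci was 4. This alternative applies only to comparisons that do not use WT at R-3, and the cause of the changes was not tested.

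In fits of only the 4 libraries compared, the genes different between Ah2880 OE and WT numbered 2047 at HS-1 and 228 at R-3. Between AhHAB4-PAI-1 OE and WT, 752 genes differed at R-1 and 1711 at R-3. Between R-3 and R-1, 722 genes differed in WT, 7 in Ah2880 OE and 1860 in AhHAB4-PAI-1 OE. The listed loci past the threshold numbered 6 of Table S3 for Ah2880 OE against WT at HS-1, 12 of Table S5 for AhHAB4-PAI-1 OE against WT at R-1, 19 of Table S5 for AhHAB4-PAI-1 OE against WT at R-3 and 7 of Table S5 for Ah2880 OE against WT at R-3. Log2 fold changes against WT with the opposite sign were 0.024 for AT3G20310 in Ah2880 OE plants at HS-1, 0.022 for AT5G59030 in Ah2880 OE plants at HS-1, 0.027 for ATCG00150 in AhHAB4-PAI-1 OE plants at HS-5 and -0.12 for AT5G53350 in Ah2880 OE plants at R-3. With their direction kept, 8 single genes were no longer past the threshold and 10 came to pass it. These fits estimate the spread from 4 libraries in place of 30, and they cannot give a difference between stages in 2 lines. Whether the number of libraries alone caused the changes was not tested.

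With the libraries other than WT R-3 thinned to the total of the smallest, the genes different between AhHAB4-PAI-1 OE and WT numbered 1024 at HS-1, 1290 at HS-5, 6223 at HS-11 and 444 at R-1. Between Ah2880 OE and WT, 137 genes differed at HS-1, 1237 at HS-5, 689 at HS-11 and 3625 at R-1. Between AhHAB4-PAI-1 OE and Ah2880 OE plants, 1409 genes differed at HS-1, 2445 at HS-5, 5034 at HS-11, 4272 at R-1 and 4828 at R-3. Between R-3 and R-1, 1408 genes differed in AhHAB4-PAI-1 OE. The genes with a line-by-stage difference in Ah2880 OE plants numbered 191 from HS-1 to HS-5, 901 from HS-5 to HS-11 and 1728 from HS-11 to R-1. The genes with a line-by-stage difference in AhHAB4-PAI-1 OE plants numbered 492 from HS-1 to HS-5, 5160 from HS-5 to HS-11 and 4596 from HS-11 to R-1. The listed loci past the threshold numbered 0 of Table S3 for Ah2880 OE against WT at HS-1, 11 of Table S3 for Ah2880 OE against the other OE line at HS-1, 13 of Table S3 for Ah2880 OE against WT at HS-5, 15 of Table S3 for Ah2880 OE against the other OE line at HS-5, 61 of Table S4 for AhHAB4-PAI-1 OE against WT at HS-11, 57 of Table S4 for AhHAB4-PAI-1 OE against the other OE line at HS-11, 2 of Table S4 for Ah2880 OE against WT at HS-11, 6 of Table S5 for AhHAB4-PAI-1 OE against WT at R-1 and 35 of Table S5 for AhHAB4-PAI-1 OE against the other OE line at R-1. Of the loci of Table S6, 36 could still be compared and had the sign opposite to the table. Log2 fold changes against WT with the opposite sign were 0.49 for AT1G17600 in AhHAB4-PAI-1 OE plants at HS-5, 0.029 for AT4G25670 in Ah2880 OE plants at HS-1, 0.079 for AT5G59030 in Ah2880 OE plants at HS-1, -0.040 for AT5G05410 in Ah2880 OE plants at HS-11, 0.087 for AT2G30200 in Ah2880 OE plants at HS-11, -0.12 for AT2G01520 in Ah2880 OE plants at HS-11, 0.012 for AT1G06570 in Ah2880 OE plants at R-3, -0.11 for AT1G18150 in AhHAB4-PAI-1 OE plants at R-1, 0.32 for AT5G04230 in AhHAB4-PAI-1 OE plants at R-1 and 0.23 for AT5G02800 in Ah2880 OE plants at R-3. With their direction kept, 18 single genes were no longer past the threshold and 3 came to pass it. The 0 loci of Table S3 at HS-1 compare with 3 as reported and 6 higher at an unadjusted p under 0.05. Thinning removes counts and leaves fewer genes to be compared, so the lower numbers follow from its construction, while the cause of the changes of sign was not tested.

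At an adjusted p under 0.05, the genes different between AhHAB4-PAI-1 OE and WT numbered 4238 at HS-1, 5347 at HS-5 and 2464 at R-1. Between Ah2880 OE and WT, 1711 genes differed at HS-1, 2969 at HS-11 and 1705 at R-3. Between AhHAB4-PAI-1 OE and Ah2880 OE plants, 5155 genes differed at HS-1. Between R-3 and R-1, 3869 genes differed in WT. The genes with a line-by-stage difference in Ah2880 OE plants numbered 1943 from HS-1 to HS-5, 4366 from HS-5 to HS-11, 5651 from HS-11 to R-1 and 3484 from R-1 to R-3. The genes with a line-by-stage difference in AhHAB4-PAI-1 OE plants numbered 2495 from HS-1 to HS-5 and 3867 from R-1 to R-3. The listed loci past the threshold numbered 52 of Table S5 for Ah2880 OE against WT at R-3. The larger numbers follow from the wider threshold.

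At an adjusted p under 0.01 with at least a 2-fold change, the genes different between AhHAB4-PAI-1 OE and WT numbered 1296 at HS-1, 1688 at HS-5 and 552 at R-1. Between Ah2880 OE and WT, 381 genes differed at HS-1, 1706 at HS-5 and 807 at HS-11. Between AhHAB4-PAI-1 OE and Ah2880 OE plants, 1995 genes differed at HS-1 and 3195 at HS-5. Between R-3 and R-1, 1548 genes differed in AhHAB4-PAI-1 OE. The genes with a line-by-stage difference in Ah2880 OE plants numbered 653 from HS-1 to HS-5. The listed loci past the threshold numbered 15 of Table S3 for AhHAB4-PAI-1 OE against WT at HS-1, 5 of Table S3 for AhHAB4-PAI-1 OE against WT at HS-5, 4 of Table S3 for Ah2880 OE against WT at HS-5, 15 of Table S3 for Ah2880 OE against the other OE line at HS-5, 0 of Table S4 for Ah2880 OE against WT at HS-11, 12 of Table S5 for AhHAB4-PAI-1 OE against WT at R-1, 85 of Table S5 for Ah2880 OE against WT at R-1 and 104 of Table S5 for Ah2880 OE against the other OE line at R-1. The 0 loci of Table S4 compare with 4 as reported and 9 higher at an unadjusted p under 0.05. The smaller numbers follow from the added criterion.

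With TMM-scaled CPM, 40 of the 61 TFs had their maximum in the treatment of their group. On log2(CPM + 1) values the mean correlation across genes was 0.970 within and 0.890 between treatments, against 0.989 and 0.698 for relative frequencies. The cause of these changes was not tested. The number of TFs with their maximum in the treatment of their group ranged from 45 to 51 across the 2 fits that each left out one replicate, and was 60 with the mean of log2 values. Without WT R-3 it was 47, the most that can be reached, since the other 14 TFs belong to the group that WT R-3 defines. The sign opposite to Table S6 was found in 57 loci in each fit that left out one replicate.

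edgeR’s exact test left 6 more single genes past the threshold and kept the other results within the limits above, and the legacy form, nuclear genes only and the removal of repeated entries left each result they could be run for within these limits. The exact test could not be run for differences between stages in 2 lines. Without replicate 1 of both groups, 99 log2 fold changes of single genes moved by more than the spread between replicates and 122 did not. Without replicate 2 the numbers were 102 and 119, and no test can be made with 1 library per group.

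A block for replicate number, with 1 term shared by all treatments, left 1 single gene no longer past the threshold, and its counts of genes differed little from those reported, for example 10449 against 10490 for AhHAB4-PAI-1 OE against WT at HS-11. Replicates of different treatments were not paired by their number in the values. Over 105 pairs of treatments, the correlation across genes between the differences of replicate 1 and replicate 2 ran from -0.21 to 0.14 with a median of -0.0020, and was over 0.1 in 3 pairs and under -0.1 in 3 pairs. The replicates of different treatments therefore share only a number.

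Depth limits the comparisons with WT at R-3, where the libraries hold 46825 and 50677 counts. In simulated counts with 200 changed genes among 18811, the test recovered 135 (67.5%) for AhHAB4-PAI-1 OE against WT at HS-11 and 29 (14.5%) at R-3, and called 6 and 2 other genes. In that simulation all lines had the WT means, and those of WT R-1 stood in for WT R-3. The changed genes were drawn only above a minimum mean count. These percentages are therefore not the power for all genes tested or for the profile of the WT R-3 leaves. At R-3 the WT libraries of 77 of the 81 tested loci of Table S5 for AhHAB4-PAI-1 OE plants held at most 3 counts. Of the 256 for Ah2880 OE plants, only the WT libraries held at most 3 counts in 111. In 5 more the libraries of both groups did.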

Differences from the paper's values

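No test in this part was chosen to explain a difference. The smallest of the counts of differentially expressed genes in 105 comparisons between treatments, R-3 against R-1 in Ah2880 OE plants, was 0 (1073 genes at an unadjusted p under 0.05) against the paper's 13. It was 0 with edgeR's exact test, 8 with no filter on low counts, 0 with the legacy quasi-likelihood test and 7 in fits of only the 4 libraries compared. None of these alternatives, which were set before the data were examined, reached the paper's value within 1.5 times.

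Log2 fold changes of the loci of Table S6, computed as OE against WT, had the sign opposite to the paper's values in 57 of the 57 loci compared. In 26 of these loci the libraries of both groups were above the floor (Pearson's r of -0.995 across these loci). Turned to WT against OE, 21 of the 26 lay within their standard error of the paper's values, with a median absolute difference of 0.15 and a largest of 0.72. In the other 31 loci each library of 1 group held at most 3 counts, so their fitted values depend on the prior count and a comparison with the paper's values within their wide standard errors says little. Taken as lower bounds, 0 of these 31 folds were over 1.5 times the paper's. The loci that differ on the turned scale follow. AT3G63350 in AhHAB4-PAI-1 OE plants at HS-11 was 5.93 against the paper's 5.28, and thinned libraries gave 5.47, within the standard error, while the other alternatives did not. AT2G01008 in AhHAB4-PAI-1 OE plants at HS-11 was 4.32 against the paper's 3.6, and none of the alternatives set before the data were examined closed the gap. AT4G32208 in AhHAB4-PAI-1 OE plants at HS-1 was -2.71 against the paper's -2.51, and thinned libraries gave -2.59, while the other alternatives did not close the gap. AT1G72416 in AhHAB4-PAI-1 OE plants at HS-1 was -1.85 against the paper's -1.62, and no filter on low counts gave -1.80 and the fit without replicate 1 gave -1.77, while the other alternatives did not close the gap. AT5G37300 in AhHAB4-PAI-1 OE plants at HS-11 was -6.69 against the paper's -7.4, and DESeq2's Wald test gave -6.92, while thinned libraries gave -8.10, about as far on the other side of the paper's value and within it only by the wider standard error of 0.93 of that fit, and the other alternatives did not close the gap. This locus held 0 and 1 counts in the WT libraries, so it was at least 19.2-fold higher in OE plants, and the fitted values are no bound. AT5G62350 in Ah2880 OE plants at R-3 was 2.12 against the paper's 2.51, and DESeq2's size factors gave 2.36, DESeq2's Wald test 2.37, the 4 libraries compared 2.29 and the fit without replicate 2 gave 2.30, while the other alternatives did not close the gap. The alternatives named for these loci were set before the data were examined.

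The paper names WT at HS-1 against WT at R-1 as the comparison with the most differentially expressed genes. Here it was AhHAB4-PAI-1 OE at R-3 against WT at HS-11, with 11609 genes, and in fits of only the 4 libraries compared it was AhHAB4-PAI-1 OE at HS-11 against WT at HS-1, with 11404 genes. The paper lists as up the loci of Table S6 that were lower in the OE line than in WT here, 15 of 15 tested in AhHAB4-PAI-1 OE and 14 of 14 in Ah2880 OE plants, and as down those that were higher, 13 of 13 and 15 of 15. The paper describes CAT 6 transcripts as more abundant in Ah2880 OE plants at HS-11. Against WT, 0 of the 24 loci were higher (3 at an unadjusted p under 0.05), while 23 of them were higher than in AhHAB4-PAI-1 OE plants. The paper places the highest expression in Ah2880 OE plants at HS-11 and R-1. The number of genes higher than in WT was 588 at HS-1, 2387 at HS-5, 768 at HS-11, 2196 at R-1 and 811 at R-3. R-1 held more such genes than HS-5 under 5 of the alternatives set before the data were examined, with 2751 against 2233 genes with no filter on low counts, 2918 against 2222 without the WT R-3 libraries, 2105 against 622 after thinning, 3076 against 1445 in fits of the 4 libraries compared and 1346 against 913 with at least a 2-fold change. The paper lists 276 loci as increased in recovery of Ah2880 OE plants. The treatment with the largest mean CPM without TMM scaling was WT at R-3 for 161 of these, or for 120 with TMM-scaled CPM, and 13 of 256 tested loci were lower than in WT at R-3. The WT R-3 libraries hold 46825 and 50677 counts, so a few reads can make this treatment the largest. At R-3 only the WT libraries held at most 3 counts in 111 of the 256 loci. The list also includes TFs of group 1, which WT R-3 defines, so part of this outcome was fixed by the choice of loci.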

Other observations

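In this part, the tests of exchanged labels, of a response slower by one stage at HS-5 or up to R-1, of library depth and of a common material for Ah2880 OE plants in recovery, of TMM normalization and of a difference between seed stocks were chosen only after the results were seen.

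Mean log2 CPM of AhHAB4-PAI-1 OE plants at HS-11 correlated more with WT at HS-5 (r = 0.968 across genes) than with WT at HS-11 (0.811) or WT at HS-1 (0.879). If the labels of HS-5 and HS-11 had been exchanged in this line, the libraries labelled HS-5 would be nearest to WT at HS-11, but their r with it was 0.853, against 0.943 with WT at HS-5. Thinning to one total left r with WT at HS-5 at 0.954 against 0.808 with WT at HS-11, which argues against library depth. Spearman's rho of 0.969 against 0.804 argues against a few abundant genes. Libraries taken from WT plants would carry MRD1 at the WT level, but the highest MRD1 value in these libraries was 0.592 CPM, against at least 21.5 CPM in WT at HS-5. A root mean square difference of 1.10 over the 11 clock genes to WT at HS-5, against 1.53 to WT at HS-11, cannot be told apart from the general likeness, since 99.7% of 1000 random sets of 11 genes were also nearer to WT at HS-5. The clock genes were nearest to WT at R-1, with a difference of 0.899. A leaf collection at the clock time of HS-5 therefore stays open, without being favored by these values. A response slower by one stage up to R-1 would place R-1 nearer to WT at HS-11, but r was 0.731 with it and 0.968 with WT at R-1. A heat response slower by one stage at HS-5 as well stays open and cannot be told apart from a delay at HS-11 alone. The r of HS-5 was 0.940 with WT at HS-1, lower than the 0.943 with WT at HS-5, but the values of single libraries, from 0.924 to 0.933 with WT at HS-1 and from 0.931 to 0.932 with WT at HS-5, overlap. An effect of the transgene may also contribute, which the design does not separate from these.

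Between R-1 and R-3, 0 genes differed in Ah2880 OE plants (1073 at an unadjusted p under 0.05). Library depth as the cause is argued against by the 1408 genes that still differed between these stages in AhHAB4-PAI-1 OE plants after thinning. Whether the R-1 and R-3 libraries were made from one material cannot be told apart from plants that did not change. The 4 thinned pairs of an R-1 and an R-3 library had a chi-square per degree of freedom from 1.29 to 1.42, above the 1.12 of the replicate pair of R-1 and the 1.23 of that of R-3 but within the 1.02 to 2.29 of 14 replicate pairs, against 6.12 to 7.24 in AhHAB4-PAI-1 OE plants and 9.89 to 10.7 in WT. Leaves of the Ah2880 OE line that were already senescent at R-1 are a candidate explanation, in a test set beforehand: the median log2 fold change of the senescence list against WT at R-1 was 0.85 (adjusted p = 3.43e-11), with 7 of 8 genes higher. This test does not show that senescence is the cause of the missing change.

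The median log2 fold change of all genes against WT at R-3 was 1.51 in AhHAB4-PAI-1 OE and 1.03 in Ah2880 OE plants. With WT R-1 thinned to the totals of WT R-3, the median at R-1 in AhHAB4-PAI-1 OE plants rose from 0.023 to 0.55. For this line, that argues against the depth of the WT R-3 libraries as the whole cause. Ah2880 OE plants were not tested in this way, so depth stays open for them. GC content of exons, known for 19473 of the 19761 genes, left a median of at least 0.94 in each of 5 groups of genes by GC content, which argues against GC content. DESeq2's size factors left a median of at least 0.79, which argues against TMM normalization alone, while DESeq2's Wald test gave 0.53 and 0.14. The state of the WT R-3 leaves, which the paper describes as nearly dead, may contribute and was not tested.

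The share of counts on chloroplast and mitochondrial genes was lower in both libraries of each OE line than in both WT libraries at HS-11, R-1 and R-3. In AhHAB4-PAI-1 OE plants it was 1.50% ± 0.0104 (SD, n = 2) against 3.26% ± 1.23 (SD, n = 2) at HS-11 and 0.393% ± 0.111 against 1.75% ± 1.19 at R-3. In Ah2880 OE plants it was 1.81% ± 0.424 at HS-11 and 0.633% ± 0.0486 at R-3. The ratio to WT was 0.460, 0.224, 0.556 and 0.362 in this order. At R-1 it was 0.680 in AhHAB4-PAI-1 OE and 0.707 in Ah2880 OE plants, and at HS-5 the share was higher in Ah2880 OE plants, with a ratio of 1.38. The ratios at R-3 rest on 1 WT library and were 0.434 in AhHAB4-PAI-1 OE and 0.699 in Ah2880 OE plants without replicate 1 of WT. Those at HS-11 also depend on the WT library. They were 0.626 in AhHAB4-PAI-1 OE and 0.757 in Ah2880 OE plants without replicate 1 of WT, and 0.363 and 0.439 without replicate 2. A difference in the integrity of the RNA or in the selection of polyadenylated RNA cannot be told apart from a biological one, since no measure of RNA integrity per library was at hand, and the lowest ratio was 0.224.

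MRD1 (AT1G53480) and HEI10 (AT1G53490), which neighbor each other in the assembly TAIR10.1, were among the lowest genes in both OE lines. MRD1 was lower past the threshold in 12 of 12 fits with DESeq2's size factors or thinned libraries at HS-1, HS-5 and R-1, which argues against library depth or normalization. MRD1 was below both WT libraries in 16 of 16 OE libraries of HS-1, HS-5, HS-11 and R-1. A difference between the WT seed stock and the stock that was transformed would give this, but it cannot be told apart from an effect of transformation, since the genes were chosen for the pattern, and it remains a candidate explanation only. At R-3 the WT libraries held 1 and 1 counts of MRD1, so no fold is given there.

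Lists of marker genes written before the tests were compared with WT. Median log2 fold changes of the heat shock list, 21 genes, in AhHAB4-PAI-1 OE plants were 0.57 at HS-1 (adjusted p = 1.27e-08), 1.22 at HS-5 (3.43e-11), -2.83 at HS-11 (4.80e-15), -0.57 at R-1 (3.30e-06) and -2.05 at R-3 (1.50e-07). In Ah2880 OE plants they were -0.39 (5.24e-06), -1.30 (3.43e-11), -0.88 (5.99e-09), -1.34 (1.07e-09) and -0.83 (0.00119) at the same stages. The circadian clock list, 11 genes, had medians of 0.27 (adjusted p = 0.000260), -0.37 (0.288), 1.50 (3.92e-05), -0.10 (0.242) and -0.11 (0.890) in AhHAB4-PAI-1 OE plants and -0.10 (0.362), -0.11 (1.97e-05), -0.032 (0.631), 0.0084 (0.773) and 0.59 (0.388) in Ah2880 OE plants. A median and a directional test cannot show clock genes that move in opposite directions. In AhHAB4-PAI-1 OE plants at HS-5, 5 of the 11 genes were higher, and LHY had a log2 fold change of 5.21. A high p-value of this list is therefore no evidence of an unchanged clock, and a difference in harvest time stays open. The nuclear photosynthesis list, 13 genes, had medians of 0.17 (0.178), 0.42 (0.0192), -0.54 (0.153), 0.40 (0.00942) and 4.11 (5.70e-10) in AhHAB4-PAI-1 OE plants and 0.10 (0.684), 0.34 (0.189), -0.17 (0.324), -0.39 (0.00393) and 1.85 (5.24e-06) in Ah2880 OE plants. The senescence list, of which 8 of 9 genes were tested, had medians of -0.17 (0.0677), 0.17 (0.00367), 1.36 (0.000713), -0.078 (0.178) and -2.28 (5.70e-10) in AhHAB4-PAI-1 OE plants and 0.14 (0.0857), 0.32 (9.24e-08), 0 (0.00112), 0.85 (3.43e-11) and -0.30 (0.00600) in Ah2880 OE plants. The p-values are from the fry rotation test over 40 set tests. These medians are relative to TMM normalization, and the lists were not recomputed with DESeq2's size factors. Those size factors moved the median of all genes at R-3 from 1.51 to 1.23 and from 1.03 to 0.79. Where the WT libraries of a listed gene were at the floor, its fitted value depends on the prior count. The sizes of the medians at R-3 are therefore no bounds, and the lists were not recomputed with such genes set at their bound.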
